# Extended intergenic DNA contributes to neuron-specific expression of neighboring genes in the mammalian nervous system

**DOI:** 10.1038/s41467-022-30192-z

**Published:** 2022-05-18

**Authors:** Ravneet Jaura, Ssu-Yu Yeh, Kaitlin N. Montanera, Alyssa Ialongo, Zobia Anwar, Yiming Lu, Kavindu Puwakdandawa, Ho Sung Rhee

**Keywords:** Transcriptional regulatory elements, Transcriptomics, Genetics of the nervous system

## Abstract

Mammalian genomes comprise largely intergenic noncoding DNA with numerous *cis*-regulatory elements. Whether and how the size of intergenic DNA affects gene expression in a tissue-specific manner remain unknown. Here we show that genes with extended intergenic regions are preferentially expressed in neural tissues but repressed in other tissues in mice and humans. Extended intergenic regions contain twice as many active enhancers in neural tissues compared to other tissues. Neural genes with extended intergenic regions are globally co-expressed with neighboring neural genes controlled by distinct enhancers in the shared intergenic regions. Moreover, generic neural genes expressed in multiple tissues have significantly longer intergenic regions than neural genes expressed in fewer tissues. The intergenic regions of the generic neural genes have many tissue-specific active enhancers containing distinct transcription factor binding sites specific to each neural tissue. We also show that genes with extended intergenic regions are enriched for neural genes only in vertebrates. The expansion of intergenic regions may reflect the regulatory complexity of tissue-type-specific gene expression in the nervous system.

## Abstract (web summary)

A large part of noncoding DNA is intergenic regions, yet how the size of intergenic regions affects gene expression in a tissue-specific manner is unclear. Here the authors present long intergenic DNA length-dependent neural gene expression, reflecting the complexity in the mammalian nervous system.

## Introduction

More than 98% of the human genome consist of noncoding DNA^1,2^. A large part of noncoding DNA is intergenic regions, located between two neighboring protein-coding genes^3^. Intergenic regions contain a large number of *cis*-regulatory DNA elements, such as enhancers, which perform a variety of functions leading to gene expression^4,5^. Gene density and the length of intergenic regions are not uniform throughout the genome. The length of intergenic DNA regions has been proposed to be associated with the regulatory complexity of gene expression^6,7^. Previous studies have examined the relationship between the length of intergenic regions and patterns of gene expression in multicellular organisms. In *Caenorhabditis elegans* and *Drosophila melanogaster*, genes with complex functions, such as developmentally regulated genes, are flanked by significantly longer intergenic regions than simple housekeeping genes are^8^. In *Arabidopsis*, longer intergenic regions are positively correlated with higher variability of gene expression levels across tissues^9^. Mammals have hundreds of cell types, that are established by distinct gene expression programs^10^. It is largely unknown whether developmental or tissue-specific genes utilize different amounts of intergenic regulatory elements and which cell-type- or tissue-specific genes have the high regulatory complexity in a diversity of mammalian cell and tissue types.

The regulatory complexity of gene expression involves multiple factors, such as *cis*-regulatory elements, transcription factors (TFs), and epigenetic marks^11^. Previous studies have revealed that genes with high regulatory complexity, having a high number of *cis*-regulatory elements, are induced in a cell-type- or stimulus-specific manner during cell lineage commitment in mammals. For example, genes with a higher number of hematopoietic enhancers showed larger changes in expression during hematopoietic differentiation, producing distinct terminally differentiated cell types^12^. Another study found that genes that are induced by immune stimuli have a large set of conserved TF-binding sites that may control specific gene expression programs in the immune system^13^. Multiple studies have identified densely spaced clusters of enhancers, called super-enhancers, in mammalian cell types^14,15^. Super-enhancers comprise a large number of TF-binding sites within a relatively short noncoding DNA region (<12.5 kb) and control the expression of cell identity genes^16,17^. Considering that a short noncoding DNA region may contain a large set of TF-binding sites, it is still not well understood whether genes with high regulatory complexity require long noncoding DNA regions and why genes are differentially spaced throughout the genome.

The intergenic regions in the mammalian genome contain many enhancers, which are often located up to hundreds of kilobase pairs (kb) from the promoter of the nearest gene. Enhancers can activate the expression of their target genes via long-range chromatin interactions^18^. Enhancers contribute to the establishment of developmental gene expression programs that specify and maintain cell identity^19,20^. Chromatin accessibility regulates cell-type- and tissue-specific gene expression programs by allowing TFs to access the enhancer DNA^21^. Developmentally active enhancers are commonly associated with increased chromatin accessibility and enriched for histone H3 lysine 27 acetylation (H3K27ac) in a cell-type- and tissue-specific manner^22^. Long intergenic regions generally have the potential to contain a larger amount of regulatory information than short intergenic regions. We reasoned that genes with longer intergenic DNA might have a greater number of active and accessible enhancers to regulate more complex cellular functions than genes with shorter intergenic DNA. Recent advances in genomic technologies have provided a large number of genome-wide expression and mapping datasets covering hundreds of individual cell and tissue types in mice and humans. Using comprehensive genomic datasets and techniques, we examined whether and why the length of intergenic regions is important for cell- and tissue-type-specific gene expression patterns in mice and humans.

Here, we show that the expression of genes with extended intergenic DNA regions is significantly activated in neural tissues but repressed in non-neural tissues. These genes are associated with neuronal gene annotations and mainly share the extremely long intergenic regions with their neighboring neural genes. These neighboring neural genes are largely co-activated in neural tissues. Co-expression of these neighboring neural genes is mostly controlled by distinct enhancers, rather than common enhancers in their shared intergenic regions. We also demonstrate that neural genes expressed in more cell types have significantly longer intergenic regions than neural genes expressed in fewer cell types. Extended intergenic regions of the neural genes expressed in more cell types have many dispersed active enhancers that contain accessible DNA sites for distinct TFs specific to each neural cell type. Long intergenic length-dependent neural gene enrichment occurs in vertebrates but not in invertebrates. Our results indicate that the amount of cell- and tissue-specific *cis*-regulatory elements in the extended intergenic regions of neural genes may reflect high levels of regulatory information to accommodate the diverse and complex gene expression patterns in the mammalian nervous system.

## Results

### Long intergenic length-dependent neural gene induction in mice

To examine the relationship between the length of intergenic regions and the gene induction level in each type of mouse tissue, we used tissue-specific gene expression datasets from previous studies (Supplementary Data 1). 

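RNA-seq data of wild-type ES cell-derived spinal motor neurons came from 2 libraries, replicates 1 and 2, each from its own culture of mouse ES cells differentiated into motor neurons, and these are the only libraries analysed here. The methods state that RNA was collected on day 6 of differentiation, and the heading of the motor neuron column of Supplementary Data 2 gives day 5. The samples were taken as day 6. Polyadenylated RNA was sequenced. The authors trimmed the reads with Trim Galore (version 0.4), aligned them to the mouse genome GRCm38.p6 with STAR (version 2.7) and computed FPKM (fragments per unit of transcript length, scaled to the mapped reads of the library) with Cufflinks (version 2.2.1), and they deposited FPKM values of 22243 genes for each library. The lowest value was 0.001, and the paper does not say whether it replaced 0. This lowest value was given to 7299 genes in replicate 1 and to 5974 genes in replicate 2. The paper reports 20215358 reads for replicate 1, of which 16839680 were uniquely mapped, and 80040643 reads for replicate 2, of which 66394448 were uniquely mapped. FPKM values are not counts, but their steps at low values depend on the depth. Among the 530 genes with FPKM values above the lowest value and under 0.05 in both libraries, the most frequent ratio of replicate 1 to replicate 2 was 3.68, as genes with 1 read in each library would give if replicate 2 was that much deeper, whereas the reported uniquely mapped reads have a ratio of 3.94. Low values are therefore more precise in replicate 2. FPKM values of at least 1 were found for 10779 genes in replicate 1 and 10947 genes in replicate 2.

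For the relation with intergenic length, the FPKM values of both replicates were averaged, and genes were joined by symbol to the rows of Supplementary Data 2 at hand, an alphabetical part of that table. Of 1574 listed genes, 1262 had FPKM values, 72 of them through an older symbol. Their median intergenic length was 59.4 kb. The FPKM values of ES cells and tissues were the paper's own values from Supplementary Data 2 and came without replicates, so the spread between ES cell cultures is not included in any comparison. Fold-changes were computed on the log2(FPKM + 0.1) scale, which understates the changes of genes with low FPKM values. Because genes are not independent replicates, lists of genes were compared with 10000 random lists of the same size and no p-value was computed. A list was said to stand apart if it lay outside the central 95% of the random lists.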

We also used the gene expression profile of embryonic stem (ES) cell-derived spinal motor neurons, which can provide a large number of neurons with high purity for genomic mapping and editing analyses^23^. We plotted the intergenic lengths versus the fold-changes in gene expression of each tissue compared to ES cells. The intergenic length of a gene was defined as the sum of the upstream and downstream DNA distances to the ends of the nearest neighboring genes (Supplementary Methods). We used 19,144 annotated protein-coding genes to determine intergenic DNA lengths. We found that genes more highly induced in neural tissues on average had longer intergenic regions than genes highly induced in non-neural tissues (Fig. 1a). 

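In motor neurons, the 200 genes with the highest induction over ES cells, out of 1262 genes, had a mean intergenic length of 301 kb, whereas the mean over all 1262 genes was 197 kb. Each of these 200 genes had a log2 fold-change of at least 1.26. Among 10000 random lists of 200 genes matched on mean expression, the central 95% of the mean lengths lay between 143 and 253 kb, and the highest-induction bin was at percentile 99.97. With replicate 2 alone the mean was 304 kb and with replicate 1 alone it was 297 kb. The remaining full bins of 200 genes, from higher to lower induction, had mean lengths of 124, 243, 171, 192 and 163 kb. The alternative that moved the value most was the median in place of the mean. The median length of the bin was then 70.7 kb against 59.4 kb for all genes, at percentile 96.2, inside the central 95% of the random lists. From the lengths in neural and non-neural tissues (Fig. 1a, b, Supplementary Fig. 1a), the paper concludes that genes highly induced in neural tissues are associated with long intergenic regions.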

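The top 5% of the 1262 genes by induction over ES cells in motor neurons comprised 63 genes, whose median intergenic length was 79.5 kb. Among random lists matched on mean expression the median was 60.0 kb, and the central 95% lay between 38.6 and 100 kb. The list of induced genes was at percentile 90.1 and did not stand apart. This outcome depends on the source of the FPKM values. With the motor neuron FPKM values listed in Supplementary Data 2, the top 5% list of 62 genes had a median of 153 kb, at percentile 100. That comparison was chosen after seeing the data, and the listed values differ from the deposited ones. With the deposited values ranked by replicate 2 alone the median length was 79.5 kb, and ranked by replicate 1 alone it was 63.8 kb. In the same genes, the lists of the top 5% induced genes made from the paper's FPKM values for P0 tissues had median lengths of 81.6 kb in the heart, 51.7 kb in the intestine, 59.6 kb in the liver, 68.4 kb in the kidney and 84.2 kb in the lung. After genes found in both lists were left out, the median of the motor neuron list minus that of the tissue list was -2.08 kb for the heart, 31.3 kb for the intestine, 16.3 kb for the liver, 11.0 kb for the kidney and -4.77 kb for the lung. None of the 5 differences lay outside the central 95% of 10000 random relabellings of the genes, and the one with the intestine came nearest, at percentile 95.8. Each list then held 53 to 61 genes, and the upper bound of the relabellings lay between 31.1 and 54.9 kb, so sizeable differences would not stand apart. There were 55 genes in the top 5% of both libraries. The highest induction among them was that of Arhgap36, with 281 ± 60.7 FPKM (SD, n = 2) and a log2 fold-change of 9.30, followed by Add2 with 55.4 ± 11.4 FPKM and 8.91, Phc2 with 59.5 ± 8.21 FPKM and 8.84, Akap6 with 45.0 ± 0.142 FPKM and 8.68, and Asic4 with 47.0 ± 23.9 FPKM and 7.85. The intergenic lengths listed for these genes are 363, 133, 6.98, 229 and 12.5 kb in the same order. These fold-changes set deposited motor neuron values against ES cell values listed by the paper, which come from other libraries. For each of the 5 genes the paper lists a lower motor neuron value than found here. For Phc2 it lists 0.153 FPKM in motor neurons and 0.03 FPKM in ES cells, so its high fold-change rests on the deposited values.

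**Figure D1:**
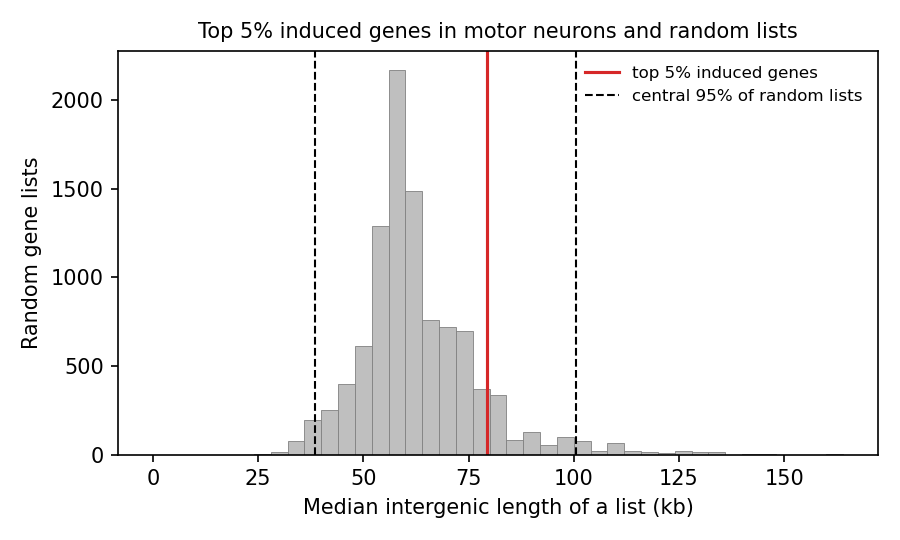
Median intergenic length (kb, x axis) of 10000 random gene lists matched on mean expression (grey bars, number of lists on the y axis). The red line is the median of the top 5% induced genes in motor neurons by the deposited FPKM values. The red line at 79.5 kb lies between the dashed lines at 38.6 and 100 kb that bound the central 95% of the random lists.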

The top 5% highly induced genes in neural tissues (919 genes), out of all messenger RNA (mRNA) genes, had approximately 2-fold longer median intergenic lengths than highly induced genes in non-neural tissues (brain: 145 kb, neural tube: 146 kb, motor neurons: 142 kb, non-neural tissues: 54–66 kb, Fig. 1b). We also observed that genes highly induced in neural tissues had long intergenic DNA compared to non-neural tissues including ES cells (Supplementary Fig. 1a). Our results indicated that genes highly induced in neural tissues are associated with long intergenic regions.

**Fig. 1:**
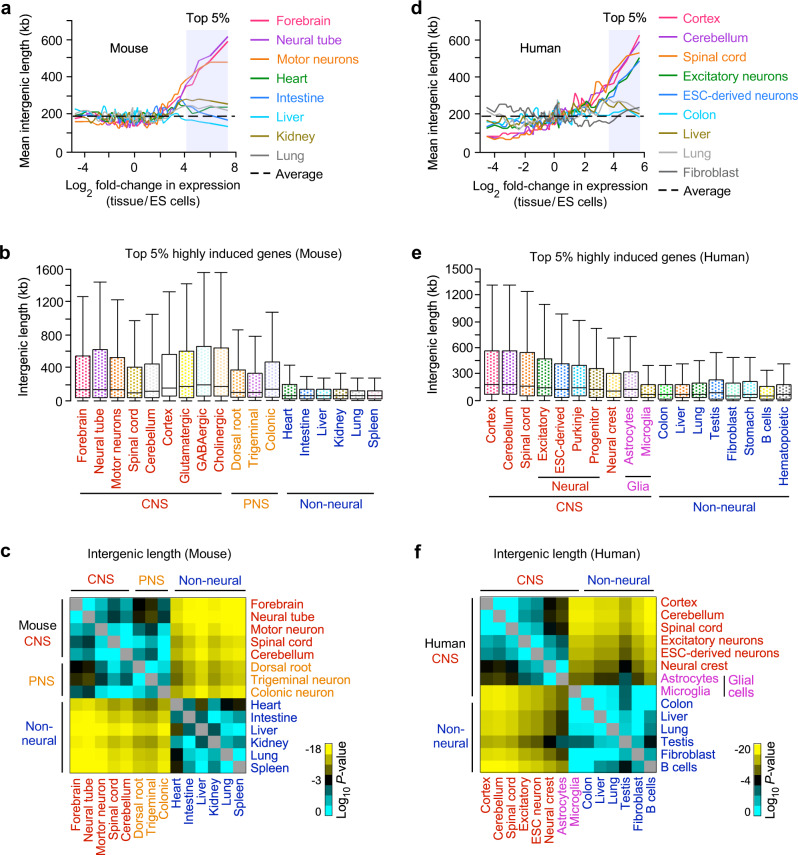
Genes highly induced in neurons and neural tissues have significantly extended intergenic DNA. **a** Genome-wide relationship between intergenic DNA lengths and gene induction levels, assessed by RNA-seq analysis of postnatal (0 day or P0) mouse tissues (forebrain, heart, intestine, liver, kidney, lung), embryonic (E15.5) neural tube, and ES cell-derived motor neurons (Supplementary Data 1). The lines represent the mean intergenic lengths for genes, binned according to the gene induction level for each tissue compared to ES cells (log_2_ fold-change in FPKM: fragments per kilobase of transcript per million reads, 200 genes per bin, 18,383 mRNA genes). The dotted line indicates the average intergenic lengths of all the mRNA genes (192.3 kb). **b** Box plots of the intergenic DNA lengths of the top 5% of all the mRNA genes, highly induced in the mouse CNS, PNS, and other tissues (919 genes, Supplementary Data 2), shown in the shaded area in (**a**). Dorsal root, trigeminal, and colonic neurons represent sensory neurons in the PNS. The box plots show the median (line in a box), first-to-third quartiles (boxes), and 1.5 × the interquartile range (whiskers). **c** Heatmap of the *P*-value (two-sided, two-sample *t*-test) for the difference in intergenic lengths of the top 5% of all the mRNA genes, highly induced in each tissue (919 genes) between pairwise combinations of the representative tissues shown in (**b**) (Supplementary Data 3). *P*-values were not adjusted for multiple comparisons. Yellow represents significant *P*-values, and black and cyan represent less or non-significant *P*-values. **d** Same analyses as shown in (**a**) except human tissues and cells. The lines represent the mean intergenic lengths for genes, binned according to the gene induction level for each tissue compared to ES cells (200 genes per bin, 19,268 mRNA genes, Supplementary Data 4). The dotted line indicates the average intergenic lengths of all the mRNA genes (197.3 kb). **e**, **f** Same analyses as shown in (**b**, **c**) except human tissues and cells, reported in Supplementary Data 1. The top 5% highly induced genes in each tissue and cell type (963 genes), out of all the mRNA genes, were used for the analyses.

Many distinct neural cell types exist in the nervous system^24^. We compared the lengths of intergenic regions of highly induced genes in various types of neurons with those in non-neural tissues and cells in mice (Fig. 1b, Supplementary Fig. 1b). We used specific gene expression datasets for glutamatergic, GABAergic, and cholinergic neurons, as well as other neural tissues in the mouse central nervous system (CNS) and sensory neurons in the peripheral nervous system (PNS)^25–29^. The results revealed that the intergenic lengths for highly induced genes in all neural tissues and cells, examined here, were significantly longer than those in non-neural tissues (*P* < 1 × 10^−5^; Fig. 1c). Highly induced genes in each type of neural tissue and neuron had similar lengths of long intergenic DNA (Fig. 1c). We also confirmed that genes highly induced in mouse neural tissues had preferentially longer intergenic regions in the embryonic (E14.5), postnatal (P0), and adult stages than those in non-neural tissues (Fig. 1a, Supplementary Fig. 1c, d). This analysis suggests that the expression of neural genes might be activated by long intergenic DNA from the embryonic stage at which neural cell identity is acquired.

### Genes linked to human neurons and diseases have long intergenic regions

Humans are complex organisms with more diverse and highly specialized cell and tissue types compared to other organisms^10^. We tested whether genes highly induced in diverse tissues and cells in the human nervous system have longer intergenic regions than genes highly induced in non-neural tissues. We examined the relationship between intergenic lengths and gene induction levels across 26 cell and tissue types, using published RNA-seq datasets (Supplementary Data 1). In agreement with our results using mouse tissues, we revealed that the top 5% highly induced genes in neural tissues and neurons (963 genes), out of all the mRNA genes, had markedly longer intergenic regions than those in other human tissues (Fig. 1d–f, Supplementary Fig. 2a, b). Thus, our findings indicate that long intergenic regions are significantly associated with gene expression in neurons and neural tissues across the diverse human cell and tissue types.

Genetic variations in noncoding regulatory DNA are often linked to genetic risk for neurological diseases and disorders such as Parkinson’s disease (PD), which is characterized by the degeneration of excitatory neurons in the brain^30,31^. Recently, a high number of single nucleotide polymorphisms (SNPs) associated with PD genetic risk have been identified in noncoding DNA regions. We investigated whether genes containing SNPs in their intergenic regions had long intergenic DNA by using 9064 SNPs, identified from genome-wide association studies of PD patients^30^. Our result showed that a total of 49.2% of SNPs associated with PD risk (4460 out of 9064) resided within the intergenic regions of 684 genes. Gene ontology analysis showed that these genes were enriched for neural gene annotations (Supplementary Fig. 2c). We compared the intergenic lengths of these 684 genes with the intergenic lengths of highly induced genes in the human brain and non-neural tissues. We found that genes containing these intergenic SNPs associated with PD risk had long intergenic DNA (median 117 kb), with lengths not significantly different from the intergenic lengths of the highly induced genes in the cortex and excitatory neurons (935 genes, *P* > 0.02; Supplementary Fig. 2d). These intergenic SNP-containing genes had significantly longer intergenic regions than highly induced genes in non-neural tissues (*P* < 1 × 10^−10^). We demonstrated that genes associated with PD risk contain a large number of SNPs in their long intergenic DNA. This observation suggests that *cis*-regulatory elements in long intergenic regions are involved in neural functions, whose misregulation is associated with neurodegeneration in neurological disorders.

### Highly induced genes in non-neural glial cells have long intergenic regions

Nervous tissue consists of multiple cell types. For example, brain tissue contains not only neurons but also non-neural cells called glial cells, which provide support and immune protection for neural cells^32^. We asked the question of whether the correlation between intergenic lengths and gene induction levels is specific for neurons or neural tissues containing neurons and glial cells. To investigate this question, we analyzed gene expression datasets of the distinct non-neural glial cells, isolated by fluorescence-activated cell sorting (FACS), or identified by single-cell RNA-seq^33–35^ (Supplementary Data 1). Our analysis included various non-neural glial cells, such as astrocytes (Aldh1l1+, Acsa2+), oligodendrocytes, microglial cells (Cd11b+, Cd45+), and myeloid cells in the mouse brain. We found that highly induced genes in astrocytes and oligodendrocytes, which support axons and synaptic functions, contained significantly long intergenic DNA than non-neural tissues, as was observed in neurons (*P* < 1 × 10^−11^; Fig. 2a, b). However, there was no relationship between intergenic lengths and gene induction levels in other glial cells such as microglia and myeloid cells, which function as immune and blood cells in the brain, respectively. In the human brain, we also confirmed that highly induced genes in astrocytes, but not in microglial cells, had significantly longer intergenic regions than non-neural tissues (*P* < 1 × 10^−16^; Fig. 1e, f, Supplementary Fig. 2b). Our results indicated that intergenic length-dependent gene expression is observed in non-neural cells such as astrocytes and oligodendrocytes, which support axons and maintain synaptic functions in the mammalian CNS.

**Fig. 2:**
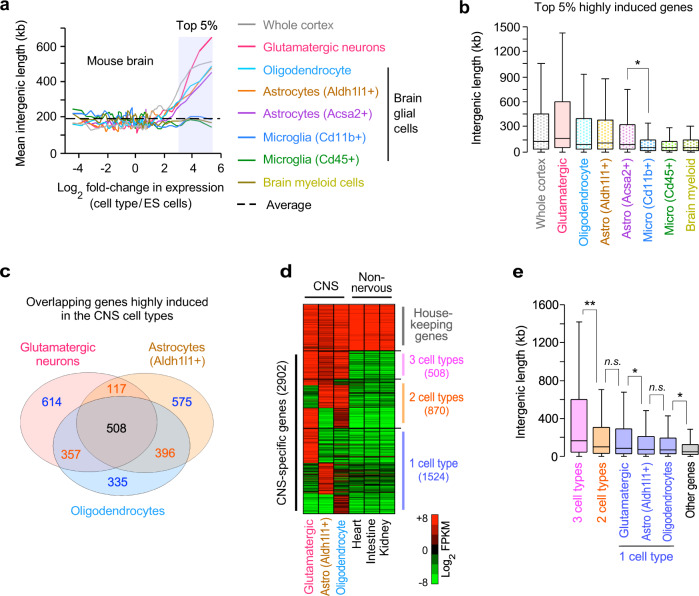
Highly induced genes in neural supporting glial cells have extended intergenic lengths. **a** Genome-wide relationship between intergenic DNA lengths and gene induction levels in neurons and various glial cell types in the mouse brain. The lines represent the mean intergenic lengths for the genes, binned according to the gene induction level for each cell type compared to ES cells (log_2_ fold-change in FPKM; 200 genes per bin; 18,383 mRNA genes; Supplementary Data 2). **b** Box plots of the intergenic DNA lengths of the top 5% highly induced genes in each cell type, out of all the mRNA genes (919 out of 18,383), shown in the shaded area in (**a**). The box plots indicate the median (line in a box), first-to-third quartiles (boxes), and 1.5 × the interquartile range (whiskers). *P = 1.05 × 10^−10^; two-sided, two-sample *t*-test (Supplementary Data 3). **c** The Venn diagram of the overlap of highly induced genes (2902 in total) between 3 CNS cell types (glutamatergic neurons, astrocytes, and oligodendrocytes) in mice. The top 10% highly induced genes in each cell type, out of all the mRNA genes, were used. 508 genes were induced in all 3 CNS cell types (Supplementary Methods). **d** Expression levels of 755 housekeeping (HK) genes and 2902 genes, based on the Venn diagram analysis in (**c**), in the 3 CNS cell types and 3 non-neural tissues (the mouse 8-week heart, intestine, and kidney). The HK genes were induced >2-fold compared to ES cells in all 6 cell types. 870 genes were induced in 2 CNS cell types and 1524 genes were induced in only 1 CNS cell type. The FPKM values were median normalized and log_2_ transformed (Supplementary Data 5). **e** Box plots of the intergenic DNA lengths of the groups of genes (2902 genes) defined in (**c**, **d**) and all other genes (13,817 genes). The box plots show the median (line in a box), first-to-third quartiles (boxes), and 1.5 × the interquartile range (whiskers). **P = 3.93 × 10^−6^; *P < 3.70 × 10^−3^; *n.s*., non-significant *P* > 0.44; two-sided, two-sample *t*-test.

Glial cells, such as astrocytes and oligodendrocytes, express many neural genes, such as synapse-regulating genes and neurotransmitter receptor genes, as well as glial-cell-specific genes in the CNS^36–38^. We asked whether glial-cell-specific genes had long intergenic regions and whether the neural genes commonly expressed in neurons and glial cells had long intergenic regions. After eliminating the housekeeping genes (755 genes), we selected the top 10% highly induced genes out of all the induced mRNA genes (1596 out of 15,964) in mouse glutamatergic neurons, astrocytes, and oligodendrocytes (Supplementary Methods). Then, we compared the length of the intergenic regions in the genes that overlapped among the 3 CNS cell types. We found that 31.8% of the genes highly induced in each cell type (508 out of 1596) were common in all 3 cell types (Fig. 2c, d) and had significantly longer intergenic regions than the genes expressed in only 1 or 2 CNS cell types (*P* < 1 × 10^−5^; Fig. 2e). The highly induced genes (508 genes) in all 3 cell types were enriched with neural gene ontologies, such as nervous system development and synaptic regulation (Supplementary Fig. 3a). On the other hand, 575 and 335 genes were induced only in 1 cell type, astrocytes or oligodendrocytes, respectively (Fig. 2c); they were enriched with the glial cell gene ontologies, such as metabolic support and immune function for neurons (Supplementary Fig. 3b). The glial-cell-specific genes also had significantly longer intergenic regions than the genes (13,817 genes) not expressed in the 3 cell types (astrocyte-specific genes: median 72.7 kb, oligodendrocyte-specific genes: median 69.2 kb, other genes: median 37.3–49.5, Fig. 2e), indicating that glial-cell-specific genes have long intergenic regions. These results suggest that both neural and glial-cell-specific genes may utilize their long intergenic regions to express the neural and glial-cell-specific genes in the mammalian CNS.

### Genes with long intergenic DNA are repressed in non-neural tissues

We next investigated whether genes with extremely long intergenic DNA regions (>500 kb, termed EID genes) were strongly expressed in neural tissues compared with non-neural tissues at the genomic level. We defined EID genes as genes flanked by more than 500 kb of intergenic DNA (1621 genes; Fig. 3a, Supplementary Data 1). 

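Of the 1262 genes, 112 had more than 500 kb of intergenic DNA. Their mean log2 fold-change of motor neurons over ES cells was 0.11, whereas that of the other genes was -0.50, a difference of 0.61. The mean of the EID genes was at percentile 99.7 of random lists of 112 genes matched on mean expression, whose central 95% lay between -0.91 and -0.06. The difference was 0.62 with replicate 2 alone and 0.58 with replicate 1 alone. With median normalization before the fold-change the 2 means were 0.59 and -0.02, and the difference was 0.61. With a pseudocount of 1 in place of 0.1 the difference was 0.32 and the EID genes were at percentile 97.2, and with genes of over 250 kb it was 0.31. Both were inside the central 95%. The random lists were not matched on gene length, and with lists matched on 10 groups of gene length and 5 of mean expression the EID genes were at percentile 94.2.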

EID genes were highly induced in tissues of the forebrain, neural tube, and motor neurons, compared to non-neural tissues including ES cells (Log_2_ fold-change in mRNA expression, Supplementary Fig. 4a, b). We further considered whether neural tissue-specific induction of EID genes might be attributable to the high expression of EID genes in neural tissues or to the repression of EID genes in non-neural tissues. To answer this question, we compared the absolute gene expression levels (Log_10_ mRNA expression) in each tissue with the intergenic DNA lengths. Unexpectedly, we found that EID genes were moderately, rather than highly, expressed in neural tissues (Fig. 3b). 

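In motor neurons the 112 EID genes had a median of 2.57 FPKM and the other genes a median of 3.52 FPKM. On the log10(FPKM + 0.1) scale with the median of all genes taken off, the mean of the EID genes minus that of the other genes was -0.0741, at percentile 23.3 of random lists that were not matched on expression. It was -0.0838 in replicate 1 and -0.0713 in replicate 2. FPKM values of at least 1 were found for 59.8% of the EID genes and 60.1% of the other genes. In ES cells, from the paper's FPKM values, the corresponding difference was -0.257, at percentile 0.48, below the central 95%. From the paper's values for P0 tissues, it was -0.0400 in the forebrain, and in the non-neural tissues it was -0.277 in the heart, -0.288 in the intestine, -0.399 in the liver, -0.286 in the kidney and -0.330 in the lung. Supplementary Data 6 lists 1525 EID genes, of which 1492 had FPKM values in motor neurons, with a median of 2.14 FPKM. Of these, 59.0% were at an FPKM value of at least 1, 163 were at the lowest value in both libraries and 32 were at 100 FPKM or more. The EID genes with the highest mean FPKM were Nefl with 1795 ± 476 FPKM (SD, n = 2), Gap43 with 1117 ± 31.5 FPKM, Nefm with 1112 ± 128 FPKM, Basp1 with 777 ± 42.7 FPKM and Stmn2 with 551 ± 90.5 FPKM. Of the 50-base stretches of Nefl and Nefm transcripts, 31.8% and 29.3% occur in another gene, so reads could be shared between such genes. Over the 3027 genes of Supplementary Data 2 and 8 with FPKM values, 315 were EID genes. Their mean log10(FPKM + 0.1) minus that of the other genes was -0.105, at percentile 3.92, inside the central 95% but near its lower bound. Over all 15449 genes with an intergenic length computed from the reference annotation, a set chosen after seeing the data, the sign was the opposite. The difference was then 0.126, at percentile 99.99. In that set the EID genes had a median of 1.96 FPKM and the other genes 1.30 FPKM, whereas the other genes among the 1262 had 3.52 FPKM. The direction therefore depended on the set of genes compared. The 1262 genes include no olfactory or pheromone receptor gene, and whether such genes account for the reversal was not tested.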

For example, EID genes were highly induced in the forebrain because of the preferential repression of EID genes in non-neural tissues. Our results can be supported by the finding that cell-type-specific genes are repressed in many other cell types until a particular cellular identity or process requires gene activation^39–41^. We also observed that genes with short intergenic regions were strongly expressed in all neural and non-neural tissues and cells examined here (Fig. 3b). These results suggest that EID genes might be associated with neural functions, whereas genes with short intergenic regions might be associated with housekeeping or simple cellular functions. Indeed, gene ontology analysis confirmed that EID genes were significantly enriched in neural gene annotations, whereas genes with short intergenic regions were enriched in basic cellular processes (Fig. 3c).

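In motor neurons, 153 of the 1262 genes had less than 10 kb of intergenic DNA. Their median was 7.41 FPKM, whereas the other genes had a median of 3.08 FPKM. The mean log10(FPKM + 0.1) of the short intergenic genes was higher than that of the other genes by 0.289, at percentile 99.98 of random lists. The difference was 0.266 in replicate 1 and 0.308 in replicate 2. FPKM values of at least 1 were found for 67.3% of the short intergenic genes and 59.1% of the other genes. Over the 3027 genes of Supplementary Data 2 and 8 with FPKM values, 284 genes had short intergenic DNA and the difference was 0.361. From the paper's FPKM values, the difference was 0.216 in ES cells, 0.361 in the forebrain, 0.192 in the heart, 0.193 in the intestine, 0.281 in the liver, 0.226 in the kidney and 0.211 in the lung.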

**Fig. 3:**
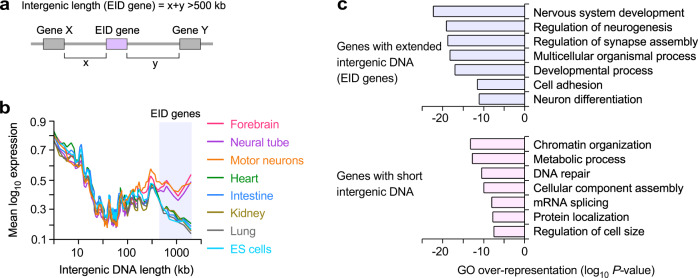
Genes with long intergenic DNA are not highly expressed in neural tissues but repressed in non-neural tissues. **a** Illustration of intergenic lengths for EID genes (genes with extremely long intergenic DNA). EID genes have longer than 500 kb of intergenic DNA lengths. “x” and “y” indicate the upstream and downstream DNA distances to the ends of the nearest neighboring genes, X and Y, from the ends of focal genes. **b** Absolute gene expression levels (log_10_ FPKM) in tissues shown in Fig. 1a and mouse ES cells, depending on the intergenic DNA lengths. The lines indicate the mean gene expression level for genes, binned according to the intergenic DNA lengths for each tissue (200 genes per bin, 18,383 mRNA genes). EID genes (shaded) are repressed in non-neural tissues and ES cells. **c** Gene ontology (GO) analysis for EID genes (1525 genes), shown in the shaded area in (**b**), and genes having short intergenic DNA regions (1848 genes with <10 kb of intergenic DNA lengths). The most enriched seven non-redundant GO terms are shown (Supplementary Data 6, 7). A one-sided Fisher’s exact test was used to calculate *P*-values in gene set enrichment analysis. *P*-values were not adjusted for multiple comparisons.

### Long intergenic regions have more enhancers in neurons than other cell types

We then asked how EID genes are associated with patterns of neural gene expression. The nervous system is the most complex system in mammals^42^. The diversity and complexity of neural cell types are reflected in the number of TFs that regulate complex gene expression programs in the nervous system^43,44^. Specific gene expression in the nervous system can be achieved by the binding of a set of distinct TFs to accessible DNA regions in a neural cell-type- and cell-stage-specific manner. We hypothesized that EID genes in neural tissues might require a larger number of accessible regions in their long intergenic regions than those in non-neural tissues, in order to regulate the diverse gene expression patterns in the nervous system. To test this hypothesis, we compared the number of accessible regions per intergenic region with the intergenic lengths by using assays for transposase-accessible chromatin with sequencing (ATAC-seq) datasets in various tissues (Supplementary Data 1). Remarkably, we found that EID genes in neural tissues as a population contain twice as many accessible regions in their intergenic regions as other tissues (Fig. 4a, b). The number of accessible regions per intergenic region in each type of neural tissue was significantly higher than in non-neural tissues (*P* < 1 × 10^−12^; Fig. 4c).

**Fig. 4:**
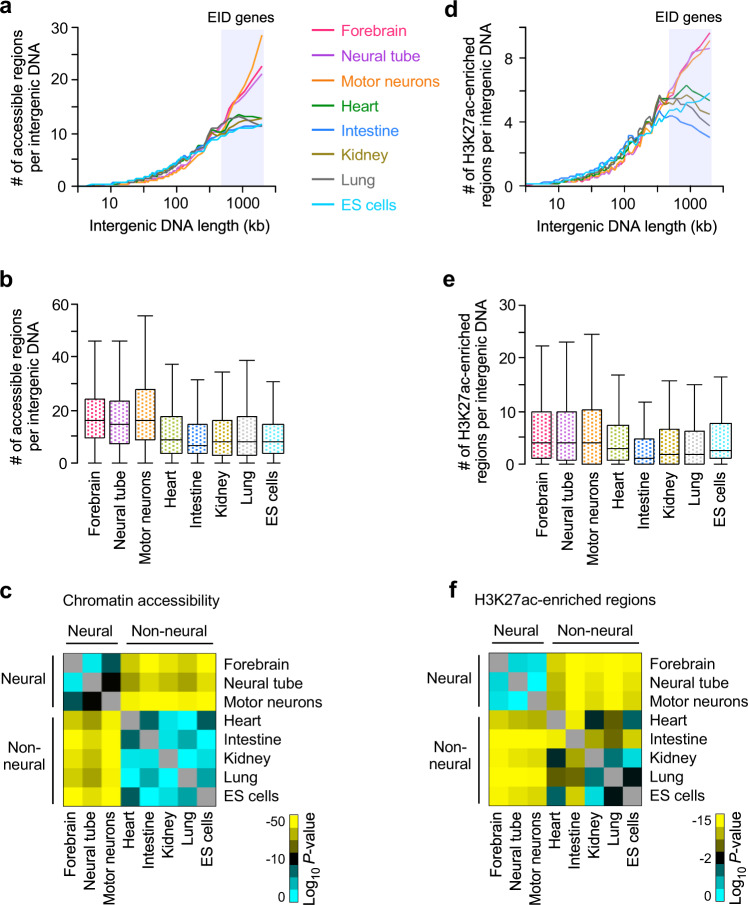
Genes with long intergenic DNA have significantly more accessible and active enhancers in neural tissues than other tissues. **a**, **d** Average number of ATAC-seq peaks (**a**) and ChIP-seq H3K27ac peaks (**d**) per intergenic DNA region for genes, depending on the intergenic DNA lengths, in mouse tissues and cells shown in Fig. 3b. The lines indicate the average number of peaks for genes, binned according to the intergenic DNA lengths for each tissue and cell type (200 genes per bin, 18,383 mRNA genes, Supplementary Data 8). **b**, **e** Box plots of the number of ATAC-seq peaks (**b**) and ChIP-seq H3K27ac-enriched peaks (**e**) per intergenic DNA region of EID genes in each tissue and cell type (1621 genes), shown in the shaded areas in (**a**, **d**). The box plots show the median (line in a box), first-to-third quartiles (box), and 1.5 × the interquartile range (whiskers). **c**, **f** Heatmap of the *P*-values (two-sided, two-sample *t*-test) for the difference in the number of ATAC-seq peaks (**c**) and H3K27ac-enriched peaks (**f**) per intergenic DNA regions of EID genes (1621 genes) between all pairwise combinations of tissues and cells, shown in (**b**, **e**). *P*-values were not adjusted for multiple comparisons. Yellow represents significant *P*-values, and black and cyan represent less or non-significant *P*-values (Supplementary Data 9).

Multiple cell-type-specific enhancers are necessary to activate the diverse expression patterns of a neural gene with spatial and temporal resolution in the nervous system^44,45^. We hypothesized that EID genes in neural tissues have more active enhancers than those in other tissues, reflecting the diversity of neural cell types. Indeed, we found that a long intergenic region globally contained a greater number of H3K27ac-enriched active enhancers in neural tissues than in other tissues, as determined by chromatin immunoprecipitation coupled with sequencing (ChIP-seq) (Fig. 4d, e). More specifically, EID genes had significantly more H3K27ac-enriched peaks per intergenic region in neural tissues than in non-neural tissues (*P* < 1 × 10^−7^; Fig. 4f). In contrast, the neural-tissue-specific H3K27ac peaks were not enriched in the intergenic regions of EID genes in non-neural tissues, indicating that neuronal enhancers were repressed in non-neural tissues. Our findings suggest that a higher number of intergenic accessible DNA regions may be available for TFs to bind to enhancers of EID genes in neural tissues than in other tissues. This allows more active enhancers to be established, giving rise to diverse neural gene expression programs.

As observed in super-enhancers in several cell types and tissues^14,15^, a relatively short noncoding DNA region (<12.5 kb) around cell identity genes may contain many densely spaced enhancers. We examined whether enhancers of highly induced genes in each tissue were dispersed or clustered in their intergenic regions. We found that the distances between the nearest active enhancers within an intergenic region of a highly induced gene in neural tissues were significantly longer than those in other tissues (*P* < 1 × 10^−10^; Supplementary Fig. 5). Neural tissues had more than 2-fold longer median distances between the closest intergenic enhancers per gene than non-neural tissues (neural: 13.6–16.8 kb, non-neural: 4.1–6.3 kb). This result indicated that enhancers associated with neural genes are more likely to be dispersed throughout long intergenic regions, whereas enhancers associated with non-neural genes are often concentrated within relatively short intergenic regions, as observed in super-enhancers in many non-neural cell types^14,15^. We establish that a large number of dispersed enhancers are uniquely organized in long intergenic regions of neural genes. Taken together, our results suggest that an increased number of enhancers, dispersed in the long intergenic regions of neural genes, help them exploit high levels of regulatory information to accommodate the diverse and complex gene expression patterns found in the nervous system.

### Extended intergenic regions have multiple tissue-specific neural TF-binding sites

Next, we asked whether the long intergenic regions contained common TF-binding sites in multiple neural tissues or had distinct TF-binding sites in each neural tissue. We defined generic neural genes as the genes highly expressed in 4 neural tissues examined here (the postnatal P0 forebrain, adult cortex, adult hippocampus, and embryonic motor neurons) but not expressed in non-neural tissues (the adult heart, intestine, kidney, and lung) in mice (Fig. 5a). 

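Supplementary Data 5 groups genes by the number of neural tissues in which they are induced. In the motor neuron libraries, the 539 genes of the group with 4 neural tissues had a median log2(FPKM + 0.1) of 3.29, which was 3.29 in replicate 1 and 3.34 in replicate 2, and 86.8% of them had FPKM values of at least 1. The median was 0.82 for the 651 genes with 3 neural tissues, 0.59 for the 598 genes with 2 and -1.85 for the 170 genes with 1, which are only a part of that group, since the rows at hand end within it. The SD between the replicates of these medians was 0.05, 0.19 and 0.28. The groups with 3 and 2 neural tissues had medians of 0.80 and 0.37 in replicate 1 and of 0.87 and 0.64 in replicate 2, higher for 3 neural tissues in both. The group with 4 was above the groups with fewer neural tissues in each replicate by more than the spread. Of the 755 housekeeping genes listed in Supplementary Data 5, 747 had FPKM values, with a median of 3.84. The number 755 is that of the paper's housekeeping set in Fig. 2, and its set in Fig. 5 is larger. No test was made between the groups, because the paper defined them partly from motor neuron expression.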

First, we selected 625 generic neural genes with extended intergenic regions (intergenic lengths >100 kb). Then, we identified the commonly and differentially accessible DNA sites in the intergenic regions of the generic neural genes using available ATAC-seq datasets (Supplementary Data 1). Subsequently, we identified 15,401 ATAC-seq peaks in the intergenic regions of the 625 generic neural genes in the 4 neural tissues. More than 71% of the intergenic ATAC-seq peaks (11,004 out of 15,401) were distinct in each neural tissue, whereas only 3.4% of the intergenic ATAC-seq peaks (521 out of 15,401) were common in all 4 neural tissues (Fig. 5b, Supplementary Fig. 6a). Moreover, 496 out of the 625 intergenic regions of the generic neural genes with >100 kb intergenic lengths had distinct tissue-specific ATAC-seq peaks in 3 or 4 neural tissues (Fig. 5c, Supplementary Fig. 6b). Furthermore, the generic neural genes had an average of 8 tissue-specific ATAC-seq peaks per intergenic region. Our findings suggest that most intergenic accessible DNA sites of the generic neural genes are differentially distributed across neural tissues.

**Fig. 5:**
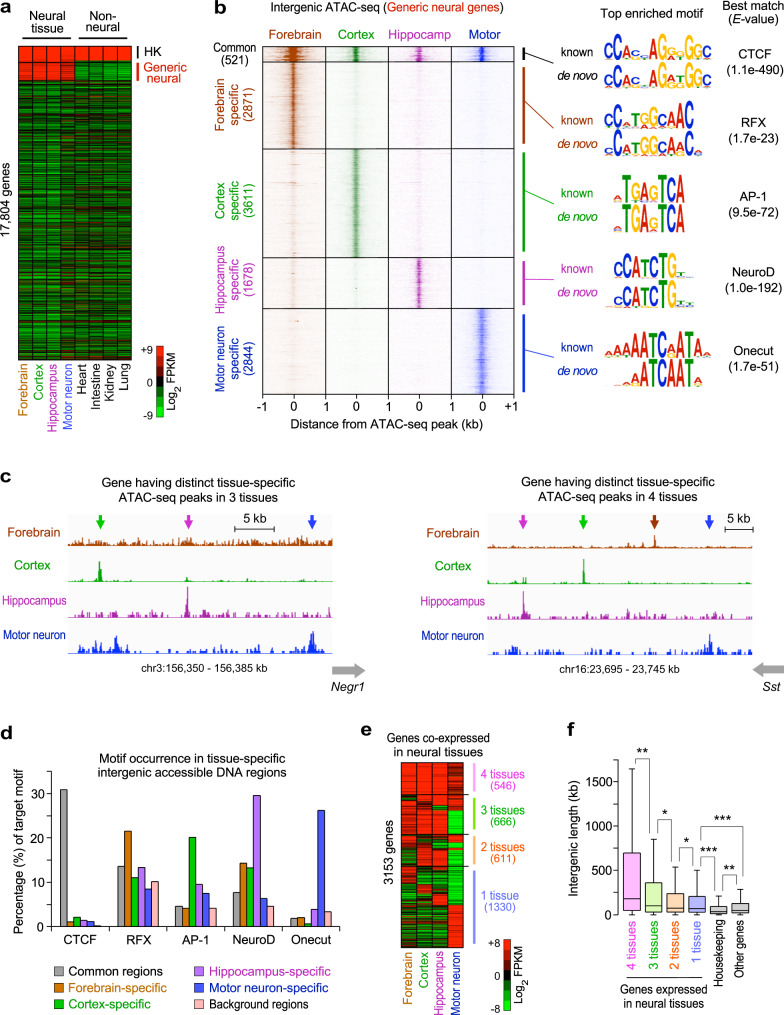
Extended intergenic regions of generic neural genes have distinct enhancers containing tissue-specific TF-binding sites. **a** Expression levels of 17,804 all mRNA genes, expressed in 8 tissues. They include the housekeeping (HK; 790 genes), which were induced >2-fold in all 8 mouse tissues, and generic neural genes (1131 genes), which were induced >2-fold only in 4 neural tissues. The FPKM values were median normalized and log_2_ transformed. **b** ATAC-seq mapping in the intergenic accessible DNA sites of the 625 generic neural genes with >100 kb intergenic regions in 4 neural tissues, grouped by commonly accessible DNA sites (521 peaks) and 4 groups of the tissue-specific accessible DNA sites (11,004 peaks). The de novo DNA motifs represent the most (top) enriched motif within 50 bp from the midpoints of ATAC-seq peaks in each group (Supplementary Data 10). **c** Examples of intergenic regions with multiple tissue-specific ATAC-seq peaks (arrows) in multiple neural tissues. The indicated loci show the intergenic regions of the neural genes, *Negr1* (Neuronal growth regulator) and *Sst* (Somatostatin), with distinct tissue-specific ATAC-peaks. **d** Percentage of the occurrence of the DNA motifs within 100 bp from the midpoints of the tissue-specific intergenic ATAC-seq peaks, identified in (**b**) and background genomic regions. All MEME motif format files, used here, were reported in Supplementary Data 11. **e** Expression levels of 3153 mRNA genes grouped by the number of neural tissues expressing the same set of neural genes and tissue-specific genes. The top 10% highly induced genes in each tissue, out of all the mRNA genes (1780 out of 17,804), were used to define the overlap of induced genes between each tissue (Supplementary Methods). The housekeeping genes were not included as the overlapped genes. The FPKM values were median normalized and log_2_ transformed. **f** Box plots of the intergenic DNA lengths of the 4 groups of neural genes grouped in (**e**), 790 housekeeping genes defined in (**a**), and all other genes (13,861 genes). The box plots show the median (line in a box), first-to-third quartiles (boxes), and 1.5 × the interquartile range (whiskers). ***P < 2.73 × 10^−13^; **P < 9.35 × 10^−4^; *P < 4.12 × 10^−2^; two-sided, two-sample *t*-test.

Considering the binding of tissue-specific TFs to accessible DNA sites, we next investigated which TFs potentially bound to the accessible DNA sites in the extended intergenic regions in the 4 neural tissues. Using the de novo motif discovery^46^, we found that the tissue-specific ATAC-seq peaks of the generic neural genes were enriched with the distinct DNA sequence motifs in each neural tissue (Fig. 5b). Surprisingly, the most significantly enriched DNA motifs, found in each neural tissue, preferentially occurred in the ATAC-seq peaks specific in one tissue, not in the other tissues (Fig. 5d). These tissue-specific DNA motifs included the TF-binding sequences for neural TFs, such as RFX in the forebrain, AP-1 in the cortex, NeuroD in the hippocampus, and Onecut in the motor neurons^47–51^. We also found a DNA binding motif for the basic helix loop helix (bHLH) TF Ascl1 (CCAGCTG), which had 1 nucleotide difference from the bHLH TF NeuroD motif (CCATCTG) (Supplementary Fig. 7a). The Ascl1 motif was found in the accessible DNA sites in the 4 neural tissues rather than in a specific neural tissue (Supplementary Fig. 7b). These results suggest that the proneural TF, Ascl1, may be involved in neural gene expression in many tissues, while NeuroD TFs may be associated with the hippocampus-specific gene expression. In addition, the commonly accessible DNA sites (521 peaks) were preferentially enriched with a DNA binding motif for the insulator binding protein, CTCF (Fig. 5b, d). Using ChIP-seq analyses, we confirmed that the commonly accessible DNA sites were mostly bound by CTCF in all 4 neural tissues and ES cells (Supplementary Fig. 8a). Our results suggest that the commonly accessible DNA sites bound by CTCF may be associated with an insulator or a topologically associated domain (TAD) boundary in the extended intergenic regions in neural and non-neural tissues^52,53^. We also found that the ATAC-seq peaks specific in each tissue were enriched with H3K27ac in a tissue-specific manner (Supplementary Fig. 8b). Together, our results indicate that the generic neural genes have a large number of *cis*-regulatory elements for the distinct neural TF binding in their extended intergenic regions. As a result, various neural TFs may be involved in the activation of tissue- and developmental-specific intergenic enhancers with spatial and temporal tissue specificity.

Because the intergenic regions of the generic neural genes had many dispersed enhancers containing binding sites for tissue-specific TFs (Supplementary Fig. 5), we further hypothesized that the neural genes expressed in more tissues should have longer intergenic regions containing more tissue-specific TF-binding sites than the neural genes expressed in fewer tissues. Thus, we evaluated this possibility by comparing the intergenic lengths of the neural genes commonly expressed in the 4 neural tissues (the P0 forebrain, adult cortex, adult hippocampus, and embryonic motor neurons) with the intergenic lengths of the genes expressed in fewer neural tissue (Fig. 5e). Interestingly, we uncovered a positive relationship between the number of neural tissues expressing the same set of neural genes and their intergenic DNA lengths (Fig. 5f). We found that the genes expressed in more neural tissues had significantly longer intergenic regions than the genes expressed in fewer neural tissues. The genes expressed in only 1 neural tissue had shorter intergenic lengths than the genes expressed in multiple neural tissues but had significantly longer intergenic lengths than non-neural genes (*P* < 1 × 10^−3^; Fig. 5f). The genes expressed in 1 neural tissue were also preferentially enriched with the neural genes annotated in biological processes such as neural development and neurogenesis (Supplementary Fig. 8c). In addition, the genes expressed in 1 neural tissue had fewer accessible DNA sites in their intergenic regions than the genes expressed in more neural tissues (Supplementary Fig. 8d), suggesting that tissue-specific neural genes may utilize fewer enhancers than the generic neural genes. Furthermore, we observed that the neural genes commonly expressed in glutamatergic neurons, astrocytes, and oligodendrocytes had significantly longer intergenic lengths than the genes expressed in 1 or 2 cell types in the mouse CNS (*P* < 1 × 10^−5^; Fig. 2e).

We next tested whether constitutive genes required for basic cellular functions, such as housekeeping genes, also had long intergenic regions like the generic neural genes. We selected 790 housekeeping genes highly induced in all the 4 neural and 4 non-neural tissues (Fig. 5a). We found that the housekeeping genes had significantly shorter intergenic lengths than other genes, such as tissue-specific neural genes (*P* < 1 × 10^−3^; Fig. 5f). Our findings indicated that the correlation between the number of tissues expressing the same set of genes and the intergenic DNA lengths of the genes occurred in neural genes, not in housekeeping genes. In summary, our results suggest that the extended intergenic regions of neural genes contain the distinct tissue-specific neural TF-binding sites that are necessary for diverse gene expression patterns in the complex mammalian nervous system.

### Co-expression of neighboring neural genes with extended intergenic regions

The change in the gene expression of a focal gene may be correlated with the changes in the expression of its neighboring genes in humans^54,55^. The co-expression of neighboring genes has been observed in constitutively active genes, such as housekeeping genes^56,57^. Our finding that genes with extended intergenic regions were associated with neural gene expression raised the questions of whether extended intergenic regions were more likely to be flanked by two neural genes and whether neighboring neural genes sharing extended intergenic regions were co-expressed at the genome-wide level. Because highly induced genes in neural tissues preferentially have extended intergenic regions, we hypothesized that two neighboring genes that share extended intergenic regions might be highly co-expressed in neural tissues.

To investigate this possibility, we plotted the genome-wide organization of the transcription start sites (TSSs; orange in Fig. 6a) and transcription end sites (TESs; cyan) of all the protein-coding genes in mice (18,040 genes), and sorted them by the lengths of their shared intergenic DNA. We classified all the genes into 4 groups based on the orientation of neighboring gene pairs (Fig. 6a): head-to-head (H-H) genes where the two genes were located on the opposite DNA strands and transcribed divergently; tail-to-head (T-H) genes where the two genes were located on the upper DNA strand and transcribed in the same direction; head-to-tail (H-T) genes where the two genes were located on the lower DNA strand and transcribed in the same direction; and tail-to-tail (T-T) genes where the two genes are located on the opposite DNA strands and transcribed convergently. We defined the two neighboring genes as the left and right genes located at the earlier and later genomic coordinates of the shared intergenic regions, respectively. Then, we examined the tissue-specific gene induction levels of the left and right genes in neural and non-neural tissues in the 4 groups, depending on their shared intergenic DNA lengths. We found that both left and right genes sharing extended intergenic regions were highly induced to a similar level in the neural tissues, including the mouse forebrain, neural tube, glutamatergic, and cholinergic neurons, but not in non-neural tissues (Fig. 6b). Interestingly, the 4 groups of the neighboring gene pairs behaved similarly (Fig. 6c), indicating a positive relationship between intergenic lengths and gene induction levels. The genes with >500 kb shared intergenic regions showed significantly higher gene induction levels in neural tissues than in non-neural tissues in all 4 groups (*P* < 0.01; Supplementary Fig. 9). Moreover, gene ontology analysis revealed that neighboring genes with extended intergenic regions were significantly enriched in neural gene annotations in all 4 groups (Supplementary Fig 10). Our findings demonstrated that the expression of neural genes with extended intergenic regions was globally co-activated with their neighboring neural genes in the nervous system regardless of their gene orientations.

**Fig. 6:**
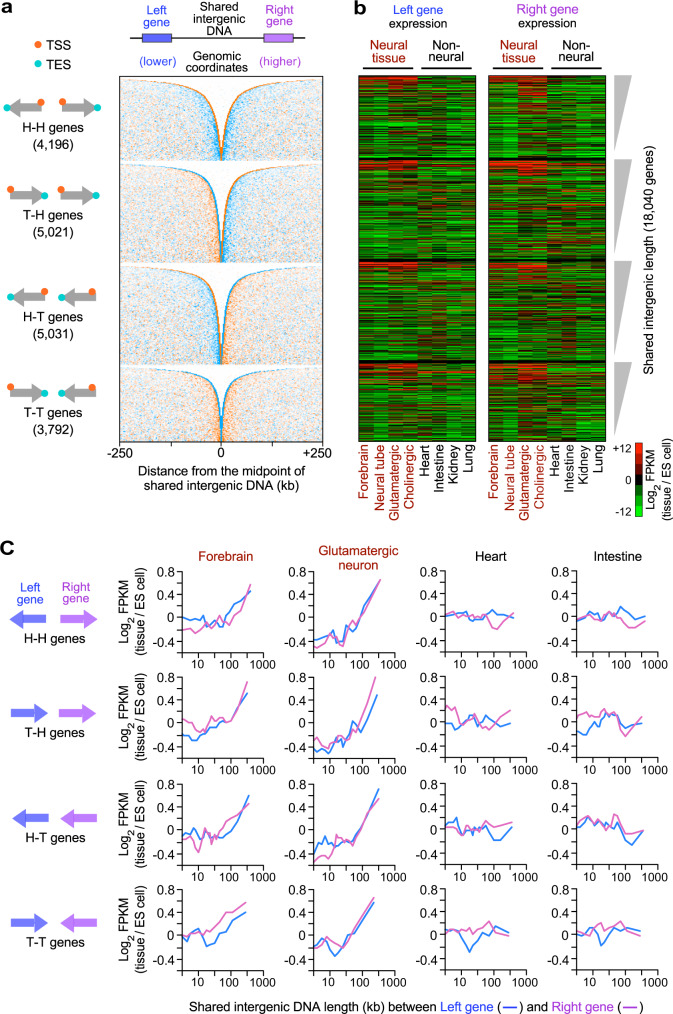
Genomic view of tissue-specific expression of neighboring genes depending on intergenic lengths. **a** Genome-wide distribution of TSSs (orange dots) and TESs (cyan dots) of 18,040 all mRNA genes, sorted by the shared intergenic lengths between neighboring genes, in the 4 groups of gene pairs. Arrows show the transcription direction of gene pairs. **b** Gene induction levels of the left and right genes in mouse tissues (log_2_ fold-change in FPKM in each tissue compared to ES cells), ordered by the shared intergenic lengths of the 4 groups shown in (**a**). **c** Genome-wide induction levels of the neighboring left and right genes in the representative tissues, depending on the shared intergenic DNA length. Gene induction levels in each tissue compared to ES cells (log_2_ fold-change in FPKM) were shown in the 4 groups of gene pairs defined in (**a**). The lines indicate the mean gene induction levels for genes, binned according to the shared intergenic lengths for each tissue (200 genes per bin). All gene pairs and log_2_ FKPM values used in (**a**, **b**, **c**) are listed in Supplementary Data 13.

### Neighboring neural genes are controlled by distinct intergenic enhancers

Our findings suggested that enhancers in long shared intergenic DNA regulate the expression of neighboring neural genes. Consequently, we asked the important question of whether enhancers in extended intergenic regions are necessary for the expression of only one or both of the neuron-specific neighboring genes. To answer this question, we performed loss of function tests using CRISPR/Cas9-based deletions of intergenic enhancers between neighboring neural genes in mouse spinal motor neurons. We selected five motor neuron enhancers, identified in a previous study^23^, which are bound by the motor neuron TF Isl1, enriched for both ChIP-seq H3K27ac and ATAC-seq signals (Fig. 7a–c, Supplementary Fig. 11a, b). These five enhancers reside in the shared intergenic regions between two neighboring neural genes, such as *Ntf3* (Neurotrophin)/*Kcna5* (Potassium channel protein) and *Chrm2* (Cholinergic receptor)/*Ptn* (Neurite outgrowth factor), which are expressed specifically in spinal motor neurons. 

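FPKM values in the 2 wild-type motor neuron libraries are given for 8 genes that form 4 neighboring pairs at the deleted enhancers. Positions are those of the GENCODE M21 annotation of GRCm38. Ntf3 lies on chromosome 6 from 126101412 to 126166910 and Kcna5 on the same chromosome from 126532551 to 126535412, with 366 kb between them. Ntf3 had 10.0 ± 2.71 FPKM (SD, n = 2). Kcna5 had 2.20 FPKM in replicate 1 and 16.5 FPKM in replicate 2, so its mean of 9.37 was smaller than its SD of 10.1. Chrm2 lies on chromosome 6 from 36388084 to 36528414 and Ptn from 36714929 to 36810220, with 187 kb between them. Chrm2 had 1.56 ± 0.544 FPKM and ranked 10265th of 22243 genes by mean FPKM. Ptn had 45.1 FPKM in replicate 1 and 7.31 FPKM in replicate 2. The replicate differences of Kcna5 and Ptn exceeded those of each of the 1000 genes nearest to them in mean expression. Oprl1 lies on chromosome 2 from 181715016 to 181720985 and Myt1 from 181763332 to 181827797, with 42.3 kb between them. Their values were 16.1 ± 0.110 and 55.9 ± 4.79 FPKM. Mnx1 lies on chromosome 5 from 29473034 to 29478470 and Ube3c from 29569242 to 29676092, with 90.8 kb between them. Mnx1 had 63.5 ± 27.4 FPKM and Ube3c had 32.2 ± 3.98 FPKM. Isl1, the transcription factor bound at the enhancers, had 152 ± 11.7 FPKM. With no other cell type in these libraries, the values do not show whether expression of these genes is specific to motor neurons.

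**Figure D2:**
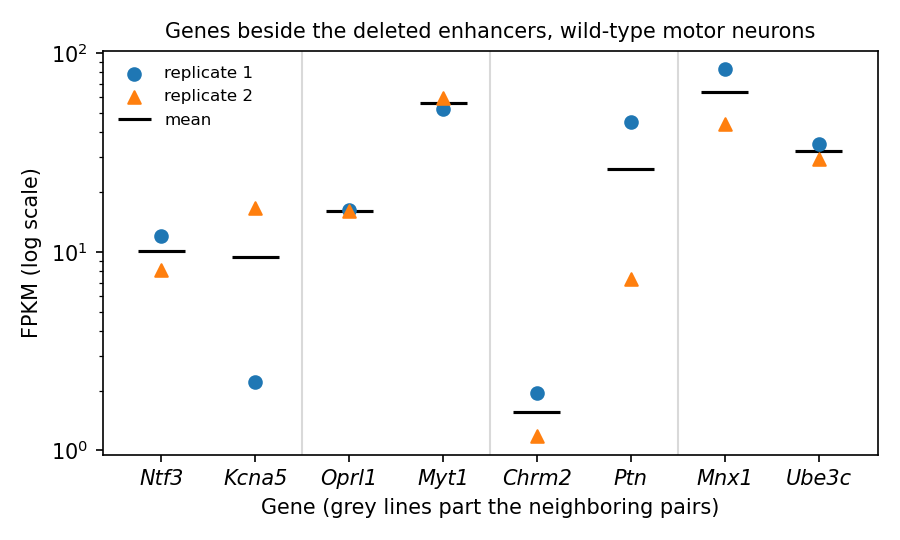
FPKM values (log scale, y axis) of the 8 genes beside the deleted enhancers in replicate 1 (circles) and replicate 2 (triangles) of wild-type motor neurons, with the mean as a black line. Kcna5 and Ptn differ most between the replicates, with Kcna5 at 2.20 and 16.5 FPKM and Ptn at 45.1 and 7.31 FPKM.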

We generated five mouse ES cell lines, each containing the deletion of one intergenic enhancer, which were then differentiated into spinal motor neurons^23^. 4 of the 5 tested enhancer deletions resulted in a significant decrease in the expression of only one neighboring gene compared to wild type motor neurons (Fig. 7d, e, Supplementary Fig. 11c, d). 1 of the 5 tested enhancer deletions showed a significant reduction of expression levels for both neighboring genes compared to wild type motor neurons (Fig. 7f). Since there are multiple enhancers in the extended intergenic regions between two genes, each intergenic enhancer mainly regulates the expression of one neighboring gene but both neighboring genes might be co-activated by multiple enhancers in extended intergenic regions. Indeed, we observed that each of the neighboring neural genes, *Ntf3* and *Kcna5*, required distinct enhancers for their gene expression in motor neurons (NK-E1 enhancer for *Ntf3* expression, and NK-E2 enhancer for *Kcna5* expression, Fig. 7d, Supplementary Fig. 11d). Together, our results indicated that the majority of neighboring neural genes are regulated by independent enhancers rather than by common enhancers in extended shared intergenic regions, although a small portion of intergenic enhancers can co-regulate the expression of both neighboring genes.

**Fig. 7:**
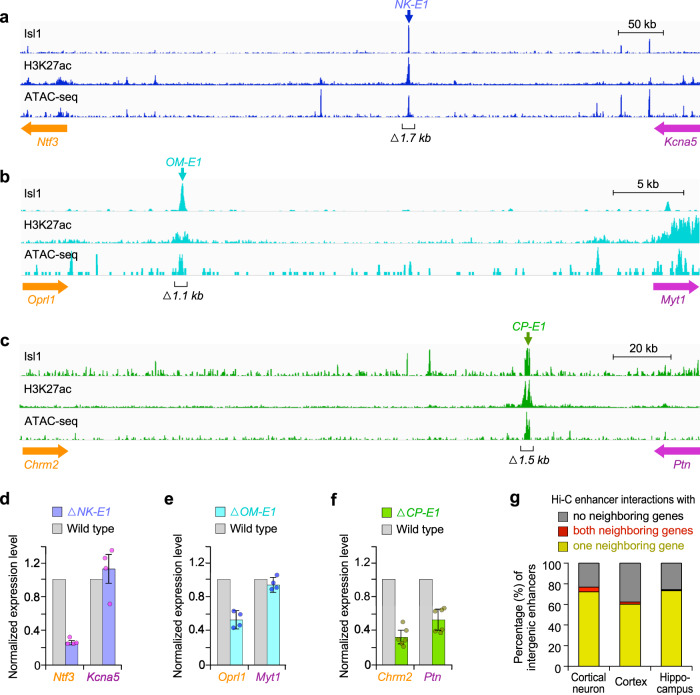
Intergenic enhancers are necessary for the expression of neighboring neural genes in motor neurons. **a** The location of Isl1-bound intergenic enhancers, detected by ChIP-seq Isl1, ChIP-seq H3K27ac, and ATAC-seq, located between *Ntf3* and *Kcna5* genes in motor neurons differentiated from mouse ES cells. 1719 bp genomic DNA of motor neuron-specific NK-E1 enhancer (blue arrow) was deleted in an ES cell using CRISPR genome editing. **b**, **c** Same as (**a**) except OM-E1 (cyan arrow) and CP-E1 (green arrow) enhancers that are located in the intergenic regions between *Oprl1* and *Myt1*, and *Chrm2* and *Ptn* genes, respectively. 1109 bp of OM-E1 and 1468 bp of CP-E1 enhancers were deleted. **d** Expression levels of neighboring genes, *Ntf3* and *Kcna5*, measured by quantitative RT-PCR in motor neurons containing the NK-E1 enhancer deletion, normalized to wild type expression levels of *Ntf3* and *Kcna5*. Error bars represent standard deviation (SD). Data are presented as mean values +/− SD. Dots represent the corresponding data points (Supplementary Data 14). Two biologically independent differentiated cells were examined over 2 independent experiments (*n* = 4). **e** Same as (**d**) except expression levels of *Oprl1* and *Myt1* genes for OM-E1 enhancer deletion. Two biologically independent differentiated cells were examined over 2 independent experiments (*n* = 4). **f** Same as (**d**) except expression levels of *Chrm2* and *Ptn* genes for CP-E1 enhancer deletion. Two biologically independent differentiated cells were examined over 3 independent experiments (*n* = 6). **g** Percentage of intergenic enhancers interacting with the promoters of the neighboring genes detected by Hi-C. The number of interactions between enhancers and promoters in the mouse cortical neurons, human cortex, and hippocampus was shown in Supplementary Table 1 and Data 15.

Next, we investigated whether enhancers in extended intergenic regions interact with only one or both neighboring genes in neurons and neural tissues. To examine long-range chromatin interactions between intergenic enhancers and promoters of genes, we used Hi-C (genomic chromosome conformation capture assay) datasets of neurons and neural tissues^58,59^. Our Hi-C analyses in cortical neurons identified 1254 intergenic enhancers of EID genes (intergenic lengths >500 kb) that interact with 818 genes (Supplementary Table 1). We found that 72.2% of these enhancers (905 out of 1254) interacted with the TSS of one of the neighboring genes via long-range chromatin interactions in mouse cortical neurons (Fig. 7g). Only 4.5% of these enhancers (57 out of 1254) interacted with the TSSs of both neighboring genes. Our Hi-C analyses in the human cortex and hippocampus also showed that 60–73% of the intergenic enhancers of EID genes interacted with one neighboring gene, whereas <3% of the intergenic enhancers of EID genes interacted with both neighboring genes. These findings indicated that most enhancers in the long shared intergenic regions interact with only one neighboring gene in neurons and neural tissues. These results are supported with the implication that CTCF binding in the long intergenic regions of neural genes may be associated with TAD boundaries (Supplementary Fig. 8a), which restrict interactions of enhancers to only one neighboring gene promoter.

Genes with high regulatory complexity are induced by a variety of cellular stimuli^60^. In response to differential stimuli in the nervous system, activity-dependent genes or early-response genes are rapidly induced by activation of stimulus-dependent enhancers^61,62^. Recent studies have revealed that the expression of activity-dependent genes in mouse cortical neurons is differentially regulated by the distinct intergenic enhancers upon treatment of different stimuli, such as potassium chloride (KCl)-mediated membrane depolarization and brain-derived neurotrophic factor (BDNF)^63,64^. However, it is still not known whether neighboring genes containing multiple activity-dependent enhancers are co-regulated in response to different stimuli in the nervous system. To address this question, we examined whether activity-dependent genes in cortical neurons were co-activated with their neighboring genes in response to neural stimuli. We cultured primary neurons isolated from the embryonic (E16.5) mouse cortex, then applied different stimulation. We examined whether the expression of the previously reported early-response genes^63,64^, such as *c-Fos*, *b-Jun*, and *Arc*, was activated in cortical neurons in response to KCl stimulation. Of the early-response genes, 72.2% (13 out of 18) were induced by more than 2-fold upon KCl stimulation, whereas <6% of their neighboring genes (2 out of 36) were co-activated by more than 2-fold upon KCl stimulation (Supplementary Fig. 12a, Supplementary Data 16). We further compared the expression levels of genes highly induced by differential stimuli in cortical neurons: 202 genes induced by KCl, 118 genes by BDNF, and 170 genes by forskolin, with their neighboring genes. We found that most of the neighboring genes, both upstream and downstream, flanked by activity-dependent genes (focal genes), were not co-activated upon stimulation by KCl, BDNF, and forskolin (Supplementary Fig. 12b). This suggests that stimulus-type-dependent enhancers contribute mainly to the expression of one gene (focal gene), rather than co-activating another neighboring gene upon stimulation. Altogether, our analyses support the conclusion that the majority of neuronal enhancers in extended intergenic regions regulate the expression of only one neighboring neural gene in the mammalian nervous system.

### Intergenic length-dependent neural gene enrichment in vertebrates

Our finding of the positive relationship between intergenic DNA lengths and gene induction levels in the mammalian nervous system raises the question of whether this phenomenon is also present in other multicellular organisms. Therefore, we performed gene ontology analyses for the top 5% of the genes with the longest intergenic regions of all the protein-coding genes in the chickens, zebrafish, insects, and nematodes. We found that the genes with long intergenic regions in *Gallus gallus* and *Danio rerio* were significantly enriched in neural gene annotations, such as nervous system development and neurogenesis (Fig. 8a). In contrast, the genes with long intergenic regions in *D. melanogaster* and *C. elegans* were not enriched in neural gene annotations (Fig. 8b). We also observed that the genes with long intergenic regions in mice were enriched with neural gene annotations (Fig. 3c). Our results indicated that the association of neural genes with long intergenic regions is unique to vertebrates.

**Fig. 8:**
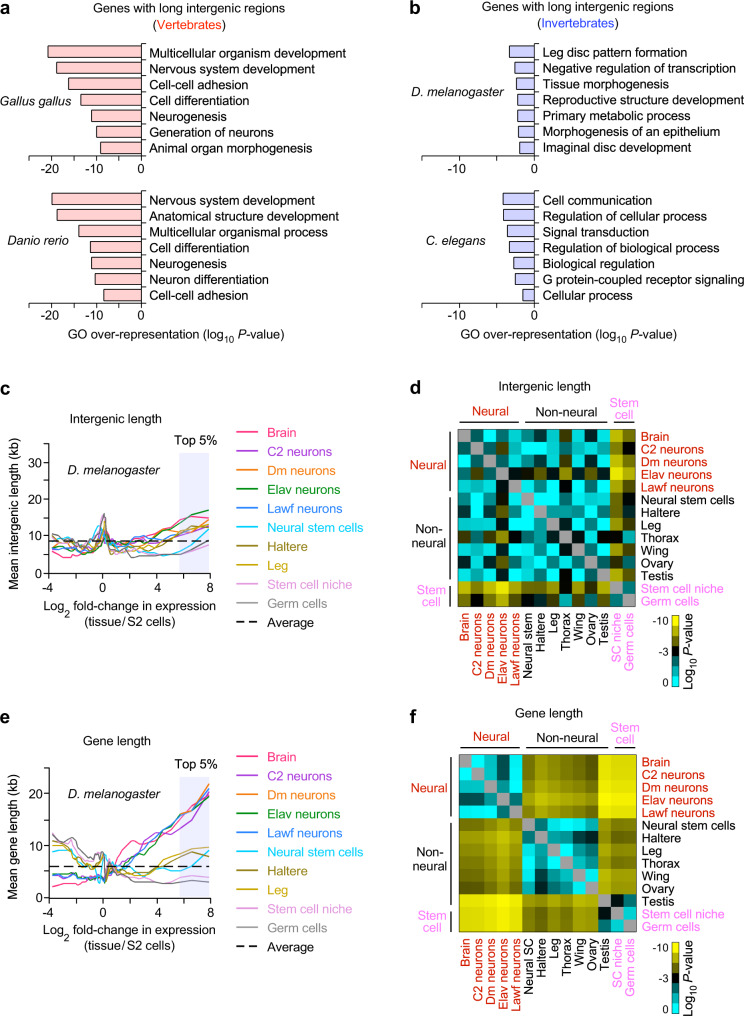
Long intergenic regions are enriched in neural genes only in vertebrates. **a**, **b** Gene ontology analysis for the top 5% genes, having the longest intergenic regions, of all the protein-coding genes in each organism. The most enriched seven non-redundant GO terms were shown (Supplementary Data 6, 7). A one-sided binomial test was used to calculate *P*-values in gene set enrichment analysis. *P*-values were not adjusted for multiple comparisons. **c** Genome-wide relationship between intergenic DNA lengths and gene induction levels, assessed by RNA-seq analysis of tissues and cells in *Drosophila melanogaster* (Supplementary Data 1). The lines represent the mean intergenic lengths for genes binned according to the gene induction level for each tissue compared to embryonic Schneider 2 (S2) cells (log_2_ fold-change in FPKM, 200 genes per bin, 9897 mRNA genes, Supplementary Data 18). The dotted line indicates the average intergenic length of all the mRNA genes (8.3 kb). **d** Heatmap of the *P*-values (two-sided, two-sample *t*-test) for the difference in intergenic lengths of the top 5% highly induced genes in each tissue (495 genes), out of all the mRNA genes, between pairwise combinations of the representative tissues shown in Supplementary Fig. 13. *P*-values were not adjusted for multiple comparisons. Yellow represents significant *P*-values. Cyan and black represent less or non-significant *P*-values (*P* > 1 × 10^−3^) (Supplementary Data 3). **e**, **f** Same analyses as shown in (**c**, **d**) except gene lengths instead of intergenic lengths. Gene length is defined as the distance between transcription start and end sites. The average gene length (6.6 kb) of all the mRNA genes, shown as the dotted line in (**e**), was used for normalization to the average intergenic length shown in (**c**).

We next investigated the genome-wide relationship between intergenic DNA lengths and gene induction levels in various tissues and cell types in *Drosophila* using available RNA-seq datasets (Supplementary Data 1). We found that the top 5% highly induced genes in the *Drosophila* brain and neurons (495 genes), out of all the mRNA genes, did not have long intergenic regions compared to those in non-neural tissues and cells (Fig. 8c, Supplementary Fig. 13a). Rather, the intergenic lengths of highly induced genes in the *Drosophila* brain and neurons were similar to those in non-neural tissues and cells (Fig. 8d). We also found that highly induced genes in terminally differentiated cells and tissues, such as neurons, legs, wings, and testis, on average have longer intergenic regions than undifferentiated or less specified cells (stem cell niche and germ cells). The genes with long intergenic regions were enriched with gene annotations for tissue patterning and morphogenesis (Fig. 8b). Our observations are corroborated by the previous finding that developmentally regulated genes with regulatory complexity are flanked by longer intergenic regions than functionally simple genes in *Drosophila*^8^.

Noncoding DNA in *Drosophila* is significantly enriched within genic regions compared to intergenic regions, whereas noncoding DNA in mammals is enriched more in intergenic regions than genic regions^65–67^. We hypothesized that gene induction levels in the *Drosophila* nervous system might be associated more with the length of the gene, containing a large portion of noncoding DNA, rather than intergenic lengths. We found that highly induced genes in *Drosophila* neural tissues and neurons as a population had significantly longer gene lengths than genes highly induced in non-neural tissues (*P* < 10^−6^; Fig. 8e, f). Highly induced genes in the *Drosophila* brain and neurons had at least two times longer median gene lengths than highly induced genes in other tissues (brain: 9.0 kb, *Elav* neurons: 14.5 kb, non-neural tissues: 1.3–4.5 kb; Supplementary Fig. 13b). These results suggest that neuron-specific gene expression relies more on regulatory DNA elements in genic regions than those in intergenic regions in *Drosophila*.

In addition, we examined whether long gene lengths were associated with neural genes in other organisms. We found that the long genes in *Gallus gallus* and *Danio rerio* were significantly enriched with neural gene annotations (Supplementary Fig. 14a). In contrast, the long genes in *C. elegans*, which has fewer neural cell types than *Drosophila*^68,69^, were not enriched in neural gene annotations (Supplementary Fig. 14b). In addition, we observed that the long genes in mice and humans were enriched with neural gene annotations (Supplementary Fig. 14c), as reported in other studies^70,71^. Our results suggest that the gene length-dependent neural gene enrichment is associated with the complexity of the nervous system of organisms. Taken together, our findings indicate that the neuron-specific expression of genes with long intergenic regions is unique to vertebrates, which have evolved higher-level cognitive functions compared to invertebrates. The size of the noncoding DNA within and around genes may reflect the levels of regulatory information required to produce complex, cell-type-specific gene expression patterns in the vertebrate nervous system.

## Discussion

We showed that genes with extended intergenic DNA were enriched in neural gene annotations, and were preferentially expressed in mammalian neural tissues, whereas non-neural tissues repress the expression of these genes. An extended intergenic region is an important feature of the neuron-specific gene enrichment that we observed throughout the vertebrate nervous system but not in invertebrates including *D. melanogaster* and *C. elegans*. Neural genes are often flanked by other neural genes that share extended intergenic regions, suggesting that regulatory elements in long shared intergenic regions are available to both neighboring neural genes. Most of the intergenic enhancers, tested in this study, regulate one neighboring neural gene in motor neurons. An intergenic enhancer may regulate one or another neighboring gene upon differential stimuli in the nervous system.

We found that genes with extended intergenic regions contain twice the number of accessible chromatin regions and active enhancers in their long intergenic DNA in neural tissues compared with other tissues, thus allowing for the neuron-specific activation of genes. The diverse and complex gene expression patterns in the mammalian nervous system must have high temporal and spatial tissue specificity^61,72^. Neural genes may exploit high levels of regulatory information in their extended intergenic regions to control the regulatory complexity of their gene expression in the mammalian nervous system. We also found that highly induced genes, in both neurons and non-neural astrocytes and oligodendrocytes, have extended intergenic regions. This finding further suggests that these glial cell-specific genes may require a large number of regulatory elements to support the complex regulatory functions of neurons in mice and humans.

As found in the previous studies^12,13^, we observed that genes highly induced in hematopoietic and immune cells had a high number of accessible DNA regions in their intergenic regions, reflecting the regulatory complexity of gene expression in these terminally differentiated cells. However, long intergenic length-dependent gene induction patterns are unique to neural tissues and neurons, compared with non-neural tissues and cells that we examined in mammals. We found that intergenic enhancers of highly induced genes in neural cells and tissues were significantly dispersed throughout the long intergenic regions, whereas those in non-neural cells and tissues were likely to be densely spaced within short intergenic regions. What would be the potential advantages of having long intergenic regions around neural genes? Long intergenic regions may provide more genomic spaces for diverse neural gene expression patterns in the complex mammalian nervous system.

We propose that generic neural genes expressed in multiple neural tissues have extended intergenic regions. These extended intergenic regions contain the distinct enhancers involved in the expression of neighboring neural genes in a tissue-specific manner. As a result, spatially and temporally diverse patterns of gene expression can be achieved in the complex nervous system (Fig. 9). To increase the regulatory complexity of gene expression, generic neural genes require extended noncoding intergenic regions, containing an average of 8 potential tissue-specific enhancers per intergenic region (Supplementary Fig. 8d). These enhancers are dispersed in long intergenic regions (13.6–16.8 kb between the closest intergenic enhancers per neural gene; Supplementary Fig. 5). Long intergenic regions of neural genes also have a large number of cell- and tissue-specific enhancers bound by the distinct neural TFs, reflecting high levels of regulatory information to accommodate the complex gene expression patterns found in the nervous system. Tissue-specific neural TFs may be involved in enhancer activation and chromatin structure changes by recruiting coactivators and architectural proteins. We observed that an architectural protein, CTCF, was globally bound to commonly accessible DNA sites of neural genes in all the tissues and cell types examined here. CTCF may be involved in separating intergenic *cis*-regulatory elements into two compartments for the independent regulation of two neighboring genes. How the long intergenic regions of neural genes are involved in long-range chromatin interactions between enhancers and neighboring genes remains to be examined.

**Fig. 9:**
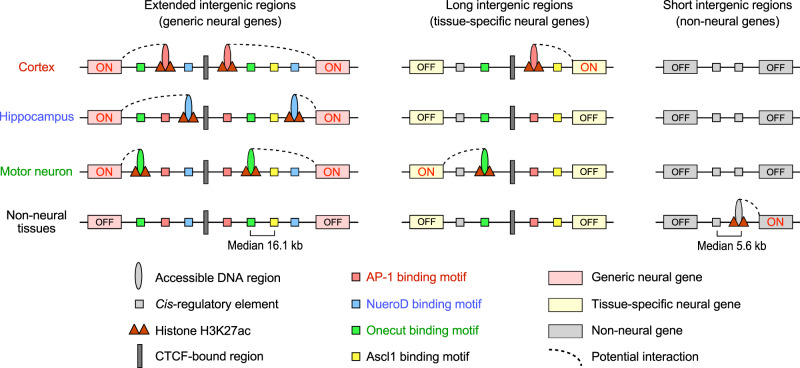
Extended intergenic regions contain distinct tissue-specific enhancers contributing to the expression of neighboring neural genes. We propose that generic neural genes expressed in multiple neural tissues have extended intergenic regions (median length: 180.7 kb) with an average of 8 neural tissue-specific enhancers (median 16.1 kb between the closest enhancers per intergenic region; Supplementary Figs. 5, 8d). Tissue-specific neural genes also have significantly longer intergenic regions than non-neural genes. Neural genes mostly share their intergenic regions with neighboring neural genes, having many cell- and tissue-specific intergenic enhancers bound by the distinct neural TFs. These neural TFs sites are chromatin accessible and enriched with acetylation of H3K27 in a tissue-specific manner. An insulator binding protein, CTCF, binds to commonly accessible DNA sites in the intergenic regions. As a result, co-expression of neighboring neural genes is controlled mostly by distinct intergenic enhancers rather than common enhancers. We propose that a large number of neural *cis*-regulatory elements in extended intergenic regions lead to tissue- and developmental-specific neural gene expression in the complex mammalian nervous system.

Controlling the complexity and diversity of neural expression patterns requires a large number of regulatory elements in noncoding DNA^73^. We found that neural genes in mammals are flanked by substantially extended intergenic regions, which contain many accessible DNA regions and potential enhancers. Epigenetic regulatory information, such as methylation of DNA, also exists within noncoding DNA regions. Recent studies have found that long genes, containing many methylated DNA regions within their genic regions, are preferentially expressed in the mouse brain relative to other tissues^70,71^. Long genes have more potential enhancers within a genic DNA region than short genes. Long genes might also be associated with diverse gene expression patterns in the vertebrate nervous system. It remains to be determined whether and how neural genes utilize the comprehensive regulatory information, including epigenetic marks and chromatin structure, within and around neural genes to produce neuronal complexity. Long intergenic regions may provide more genomic spaces for higher-order chromatin structures in the mammalian nervous system. Dispersed regulatory elements in long intergenic regions may allow chromatin regulators or architectural proteins, that orchestrate three-dimensional genome organization and TADs, to facilitate more complex gene regulation via long-range chromatin interactions. Taken together, our findings suggest that noncoding DNA located around neural genes is organized to form a unique genomic architecture, in which the expansion of regulatory DNA accommodates complex gene expression patterns in the mammalian nervous system.

## Methods

### Ethical statements

This study complies with all relevant ethical regulations at the University of Toronto. Mouse studies were conducted strictly following all relevant ethical regulations and standard operating procedures in the animal use protocol (Protocol No. 20012209), which was approved by the Biological Sciences Local Animal Care Committee (LACC) at the University of Toronto, complying with guidelines established by the University of Toronto Animal Care Committee and the Canadian Council on Animal Care.

### Cell culture

The iCre mouse embryonic stem cell (ESC) line was obtained from Hynek Wichterle (Columbia University)^74^. For motor neuron differentiation, iCre ES cells were plated in ADFNK medium (10% Knockout Serum Replacement (Gibco, 10828028), 2 mM L-glutamine, 0.1 mM 2-mercaptoethanol in 1:1 ratio of Advanced DMEM/F12 (Gibco, 12634028) and Neurobasal medium (Gibco, 21103049)) to initiate the formation of embryoid bodies (day 0). Patterning of embryoid bodies was induced by supplementing media on day 2 with 1 μM all-trans retinoic acid (Sigma, R2625) and 0.25 μM Smoothened agonist (SMO) of hedgehog signaling (Selleckchem, S7779). 5 μM DAPT (Selleckchem, S2215) was added to the ADFNK medium on day 4 and day 5. Differentiated motor neurons were collected on day 6^23^.

### Generation of ESC lines containing enhancer deletion

The iCre ESC line was used for the CRISPR/Cas9 genome editing. Guide RNAs (gRNAs) were designed with the available software^75^. All gRNA sequences used in this study are listed in Supplementary Methods. To generate ESC lines containing enhancer deletion, ESCs were seeded and incubated for 48 h on mouse embryonic fibroblast cells (Millipore, EmbryoMax, Cat No. PMEF-N) to maintain stem cell pluripotency. Cells were transiently transfected with a pair of pgRNA vectors and pCas9-GFP plasmid (Addgene, 44719) using Mouse P3 Primary Cell Nucleofector Kit (Lonza). ESCs were dissociated 24–48 h after transfection, GFP-expressing ESCs were selected by fluorescence-activated cell sorting (FACS). In 4–6 days after FACS sorting and plating, a single ESC colony was picked, followed by genotyping using PCR primers around genomic regions of intended enhancer deletion^23^.

### Mouse embryos and cortical neuron stimulation

The C57BL/6 mouse strains (*Mus musculus*) were purchased from the Charles River Laboratories (Wilmington, MA, USA). Male C57BL/6 mice (aged 10 to 12 weeks) were mated with female mice (aged 8 to 10 weeks). Mice were bred and maintained at 19–23 °C with 40–60% humidity on a fixed 12-h light and 12-h dark cycle in which lights on at 7 am and lights off at 7 pm. E16.5 embryonic mouse cortices were dissected from pregnant female mice, dissociated at 37 °C for 20 min in papain dissociation solution, and stopped by adding 20% of horse serum (Gibco, 26050070) and 80% of Neurobasal medium (Gibco, 21103049). Dissociated neurons were plated and cultured on cell culture dishes in Neurobasal and B27 medium (Gibco, 12587001) containing 0.5 mM L-glutamine (Gibco, 25030081) and 1x penicillin/streptomycin (Gibco, 15140122) at 37 °C in a CO_2_ incubator (5%). For potassium chloride (KCl) stimulation, cortical neurons cultured for 5 days in vitro (DIV) were treated with 1 μM tetrodotoxin (TTX; Abcam, ab120055) and 100 μM DL-AP5 (Sigma, A8054) overnight, and then changed into Neurobasal/B27 medium containing 31% of KCl depolarization buffer (170 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 10 mM HEPES) for 2 h stimulation. For BDNF and forskolin stimulation, DIV6 cortical neurons were treated with 10 ng/ml BDNF (R&D System, 248-BDB) or 10 μM forskolin (Sigma, 344270) for 1 h.

### RNA-seq

Total RNA was extracted from day 6 of differentiated motor neurons using TRIzol reagent (Invitrogen, 15596026). NEBNext Poly(A) mRNA Magnetic Isolation Kit (NEB, E7490) was used to remove ribosomal RNA followed by DNase treatment. Total RNA for primary cortical neurons was extracted after 6 days in vitro culture using TRIzol reagent. RNA-seq libraries were prepared for sequencing using NEBNext RNA Library Prep Kit (NEB, E7765) and were sequenced by Illumina HiSeq 2500 and NovaSeq 6000 System.

### ChIP-seq

Approximately 25 million cells were crosslinked with 1% formaldehyde and then lysed. Chromatin pellets were isolated, solubilized, and then fragmented by sonication. Fragmented chromatin was then subjected to immunoprecipitation using magnetic beads coupled with Dynabeads Protein A (Invitrogen, 10001D) and antibodies (~3 μg) against the protein of interest (H3K27ac; Abcam, 4729, CTCF; Millipore, 07-729) in 1 mL of 0.5% bovine serum albumin in phosphate-buffered saline solution. After washing beads to remove unbound proteins and DNA, ChIP-seq samples were eluted from the magnetic beads, reverse crosslinked, and then purified. ChIP-seq libraries were prepared for sequencing using NEBNext DNA Library Prep Kit (NEB, E7645) and were sequenced by Illumina HiSeq 2500 and Illumina Nova Seq 6000 System.

### Datasets

Published mouse RNA-seq, ATAC-seq, and ChIP-seq datasets were downloaded from the ENCODE project website (www.encodeproject.org) and the previous studies^18,23,66,76^. Human RNA-seq datasets were obtained from the ENCODE project website and the previous studies^67,77^. Published RNA-seq, ATAC-seq, ChIP-seq, and Hi-C datasets were downloaded from the ENCODE project website (www.encodeproject.org) and the previous studies, reported in Supplementary Data 1.

### Processing of sequencing data

For next-generation sequencing data analysis, adapter sequences were removed using Trim Galore (version 0.4), downloaded from Babraham Bioinformatics Institute (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). For RNA-seq analysis, the raw trimmed reads were aligned to the mouse reference genome using the STAR aligner (version 2.7), downloaded from GitHub (https://github.com/alexdobin/STAR)^78^. The gene annotation file (release M25, GRCm38.p6, comprehensive gene annotation file) was downloaded from GENCODE (www.gencodegenes.org). Then, fragments per kilobase of transcript per million reads (FPKM) were generated with the Cufflinks package (version 2.2.1), which was conducted using the Galaxy tools (https://usegalaxy.org/)^79^. For ATAC-seq or ChIP-seq analysis, the raw trimmed reads were aligned to the mouse genome with Bowtie2 aligner (version 2.4.2) using the Galaxy tools. Binding locations enriched by ChIP-seq H3K27ac were identified with the MACS2 peak caller (version 2.1.1) using Galaxy ChIP-seq tools.

### Defining intergenic lengths

19,144 of the annotated known mRNA genes (mm9 NCBI Build 37 RefSeq Genes) were used to define intergenic DNA lengths for most intergenic length analyses in mice. To define intergenic DNA lengths in human datasets, 19,775 of the annotated protein-coding genes were used (hg19 Ensembl Genes). The intergenic length of a gene was calculated as the sum of the upstream and downstream DNA distance from the end of a gene to the end of the nearest protein-coding genes. We calculated the intergenic lengths for the following genes having non-overlapped intergenic regions and FPKM values: 18,383 mRNA genes in mice (mm9) and 19,268 mRNA genes in humans (hg19). To calculate intergenic lengths in other organisms, all the protein-coding genes in *Gallus gallus* (GRCg6a/galGal6), *Danio rerio* (GRCz11/danRer11), *D. melanogaster* (BDGP Release 6/dm6), and *C. elegans* (WBcel235/ce11) were used. Intergenic lengths of all the mRNA genes in mice, humans, *Drosophila*, and other organisms are listed in Supplementary Data 2, 4, 6, and 18.

### Gene expression analysis

FPKM values were used as the gene expression of an mRNA transcript, measured by RNA-seq. When comparing gene expression between multiple tissues, FPKM values were median normalized across all tissues using a median FPKM value of all the protein-coding genes per tissue as a normalizer. Prior to converting FPKM to logarithmic scales, all FPKM values were added by 0.1 to avoid producing no value in logarithmic scales with zero (log 0). Gene induction levels were calculated by the log_2_ fold-change in expression (FPKM) between the target gene and the reference gene. To plot gene induction or expression level against intergenic lengths, we sorted genes from the longest to the shortest intergenic lengths, then calculate the mean log_2_ fold-change in expression or the mean log_10_ expression within each bin (bin size: 200 genes, 91 bins, 18,383 genes). A moving average of 3 bins is used to smooth the irregularities of each bin.

### SNP analysis

To examine single nucleotide polymorphisms (SNPs) associated with Parkinson’s disease (PD) genetic risk, we used the published SNP datasets for PD risk in humans^30^. This study reported a total of 23,918 SNPs associated with PD genetic risk (PD SNPs). 14,854 out of these 23,918 SNP nucleotides were located within 1 kb to each other. After excluding the SNPs overlapped within 1 kb, we identified 9064 SNP locations (1 kb width). We further filtered out 4604 SNPs that were located within genic regions of 19,268 mRNA genes, having non-overlapped intergenic regions in humans (hg19). We identified 4460 SNP locations to examine their intergenic lengths.

### Gene ontology (GO) analysis

GO term enrichment analyses were performed using the Gene Ontology Enrichment Analysis and Visualization system (version 2013Mar, http://cbl-gorilla.cs.technion.ac.il/)^80^ and the PANTHER classification system (version 14.0, http://geneontology.org/)^81^. To remove redundant GO terms, we used the Reduce and Visualize Gene Ontology software (version 2021Nov, http://revigo.irb.hr/)^82^. Default parameters were used for the GO overrepresentation test: GO terms that were enriched above the background with a binomial test. In Fig. 3, all the annotated protein-coding genes except olfactory receptor genes were used as the background GO dataset (Supplementary Methods). In Supplementary Figs. 3 and 8, all annotated genes expressed in at least 1 tissue or cell type were used as the background GO dataset. In Fig. 8 and Supplementary Fig. 14, all the annotated unique genes in each organism were used as the background GO dataset. All GO target genes and background genes are listed in Supplementary Data 6.

### Identifying ChIP-seq and ATAC-seq peaks

Genomic regions enriched by accessible DNA (ATAC-seq peaks) and ChIP-seq peaks were identified using the peak calling algorithm, Model-based Analysis of ChIP-Seq (MACS, version 2.1.1)^83^. The midpoint of the start and end position of the ATAC-seq peaks and H3K27ac-enriched peaks was used as a peak coordinate. For the published ChIP-seq and ATAC-seq datasets from the ENCODE datasets, we used the processed peak calls as H3K27ac-enriched and DNA-accessible regions. In Fig. 4, Active enhancers were defined as H3K27ac-enriched peaks whose genomic regions are located more than 3 kb from the nearest transcription start site (TSS) of known protein-coding genes. In Fig. 5, if the ATAC-seq peaks in each neural tissue resided within 1 kb to each other in all 4 neural tissues, they were defined as commonly accessible DNA sites. ChIP-seq peak calls of H3K27ac and CTCF in motor neurons (BED file format) were reported in Supplementary Data 12.

### Motif enrichment analysis

We used the Multiple Em for Motif Elicitation (MEME, version 5.4.1) algorithm for the de novo motif discovery (https://meme-suite.org/meme/tools/meme)^46^. We searched the 6–12 bp width of enriched motifs occurring proximal to accessible DNA regions within 50 bp from the midpoints of the identified ATAC-seq peaks. The known DNA motifs matched with the de novo DNA motifs were searched against a transcription factor binding DNA motif database (JASPAR CORE, version 2022, https://jaspar.genereg.net/)^84^ using the motif comparison tool Tomtom (version 5.4.1, https://meme-suite.org/meme/tools/tomtom)^85^. The target motifs were compared using the Pearson correlation coefficient with *E*-value <1.0e−10. The top-matched motifs with the most significant *P*-value were reported. For the target motif occurrence analysis, we used the Find Individual Motif Occurrences (FIMO, version 5.4.1, https://meme-suite.org/meme/tools/fimo)^86^. 100 bp from the midpoints of the identified ATAC-seq peaks in Fig. 5 were searched for the occurrence of the target motifs on both DNA strands with the matched *P*-value <1.0e−05 (Supplementary Methods). All Minimal MEME Motif Formats for the target DNA motifs are available in Supplementary Data 11.

### Hi-C analysis

To examine long-range chromatin interactions between intergenic enhancers and TSS of the gene in neural cells and tissues, we used the published Hi-C dataset for mouse cortical neurons^58^. We used mm10 mouse assembly and gene annotation for the Hi-C analysis (mouse mm10 NCBI RefSeq Genes, Dec. 2011 assembly). The Bonev et al. study reported a total of 18,094 interactions between enhancers and TSSs in cortical neurons. Among them, we selected 16,429 interactions involved with protein-coding genes, then identified 8238 interactions that are associated with intergenic enhancers. 2214 out of 8238 interactions were involved with genes with extremely long intergenic DNA (>500 kb, EID genes). Most enhancers interact with multiple TSSs, and we found 1254 enhancers were involved in 2214 interactions with TSSs of 818 genes (Supplementary Data 15). Long-range chromatin interactions between intergenic enhancers and EID gene promoters in the human cortex and hippocampus^59^ were analyzed in the same way and reported in Supplementary Table 1.

### Significance test

The comparison of intergenic DNA lengths or the number of peaks of highly induced genes between cell or tissue types is reported as *P*-value heatmap plots. The *P*-values for the difference between tissues were calculated based on a Student’s *t*-distribution under the null hypothesis (two-tailed, two-sample *t*-test). We used the null hypothesis because we expect no significant difference between two populations or no difference between certain characteristics of a population. All *P*-values for the differences in intergenic lengths (Fig. 1c, f), the number of ATAC-seq peaks (Fig. 4c), and ChIP-seq peaks (Fig. 4f) between pairwise combinations of cell or tissue types used in the heatmap plots are listed in Supplementary Data 3 and 9.

### Statistics and reproducibility

Sample sizes for RNA-seq, ATAC-seq, and ChIP-seq have been determined empirically to provide statistically sufficient datasets for analysis in this study. Statistical methods were not used to predetermine sample size. No data were excluded from the analyses. All experiments with replicates were repeated independently and reproduced successfully. Randomization was used for the experiments involving mouse embryos. Randomization was not applied to in vitro cell line experiments, because the covariates in motor neuron differentiation are not relevant due to the same genetic background and known genotypes of the cell lines used under the same cell culture condition. Blinding was not applied to the experiments in this study, because all experiments are controlled by genotypes and processed simultaneously. For quantitative data, the average values and variances from biological replicates or independent experiments were shown. The error bars in the box plots represent standard deviation and *P*-values were calculated by Student’s *t-*tests, as indicated in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Info

Peer Review File

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Supplementary Dataset 7

Supplementary Dataset 8

Supplementary Dataset 9

Supplementary Dataset 10

Supplementary Dataset 11

Supplementary Dataset 12

Supplementary Dataset 13

Supplementary Dataset 14

Supplementary Dataset 15

Supplementary Dataset 16

Supplementary Dataset 17

Supplementary Dataset 18

Reporting Summary

## Data Availability

The raw RNA-seq datasets for cortical neuron experiments (Supplementary Fig. 12) have been deposited in the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) under the study number “SRP272183”. The processed RNA-seq datasets for cortical neuron experiments are included in Supplementary Data 17. The RNA-seq and ChIP-seq datasets (raw and processed) for motor neuron experiments (Figs. 1, 3, 4, 5, and 7) have been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number “GSE154532” and “GSE196170”. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request.

# Supplementary material for: Extended intergenic DNA contributes to neuron-specific expression of neighboring genes in the mammalian nervous system
**Source:** Nat Commun. 2022 May 18;13:2733. doi: 10.1038/s41467-022-30192-z
**Supplement:** Supplementary file 1 — Supplementary Info

Extended intergenic DNA contributes to neuron-specific expression of  
neighboring genes in the mammalian nervous system

| Cell/Tissue      | # of intergenic enhancers involved in enhancer-TSS interactions of EID genes | # of genes involved in these interactions | # of enhancers interacting with both neighboring genes | # of enhancers interacting with only one neighboring gene |
|------------------|------------------------------------------------------------------------------|-------------------------------------------|--------------------------------------------------------|-----------------------------------------------------------|
| Cortical neurons | 1,254                                                                        | 818                                       | 57                                                     | 905                                                       |
| Cortex           | 13,142                                                                       | 2,539                                     | 259                                                    | 7,929                                                     |
| Hippocampus      | 4,043                                                                        | 1,298                                     | 46                                                     | 2,959                                                     |

**Supplementary Table 1** Most enhancers in long intergenic DNA interact with one neighboring gene in neural tissues.

Hi-C datasets of mouse cortical neurons, the human cortex, and the human hippocampus were used to examine long-range chromatin interactions ([Supplementary Data 1](#)). Only interactions between intergenic enhancers and transcription start sites (TSSs) of genes with extremely long intergenic DNA (>500 kb, EID genes) were considered to calculate the number (#) of intergenic enhancers in EID genes ([Supplementary Data 15](#)).

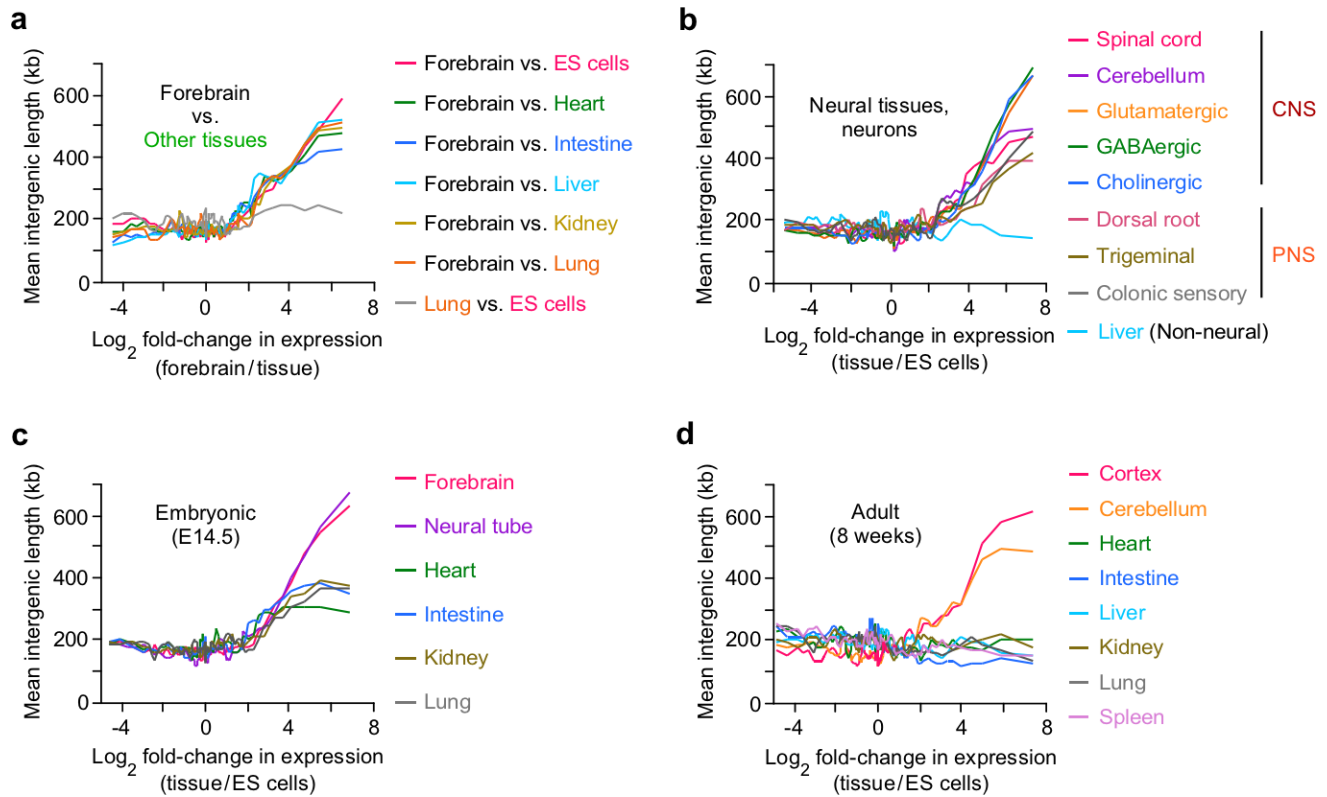

**Supplementary Fig 1** Highly induced genes in mouse neural tissues have extended intergenic DNA compared to non-neural tissues and cells in the mouse embryonic and adult stages.

**a** Genome-wide relationship between intergenic DNA length and gene induction level for the postnatal (P0) forebrain in mice. The lines represent the mean intergenic length for genes binned according to the gene induction level for the forebrain (P0) compared to (vs.) other postnatal (P0) tissues or ES cells (log<sub>2</sub> fold-change in FPKM, 200 genes per bin, 18,383 genes) (Supplementary Methods).

**b** Genome-wide intergenic DNA length for genes binned according to the gene induction level for adult mouse tissues or neurons, compared to ES cells (log<sub>2</sub> fold-change in FPKM tissue/ES cells). Glutamatergic (Vglut1-positive) and GABAergic (Vgat-positive) neurons indicate excitatory and inhibitory neurons in the central nervous system (CNS), respectively. Trigeminal ganglia, dorsal root neurons (Advillin-positive), and colonic neurons are sensory neurons in the peripheral nervous system (PNS). The lines represent the mean intergenic length for genes within each bin for all the mRNA genes (200 genes per bin, 18,383 genes).

**c, d** Genome-wide intergenic DNA length for genes binned according to the gene induction level for each mouse E14.5 embryonic (**c**) and 8-week adult tissue (**d**), compared to ES cells (log<sub>2</sub> fold-change in FPKM tissue/ES cells). The lines represent the mean intergenic length for genes within each bin for all the mRNA genes (200 genes per bin, 18,383 genes). The FPKM values of all the mRNA genes in mouse tissues used in (**a, b, c**) are listed in Supplementary Data 2.

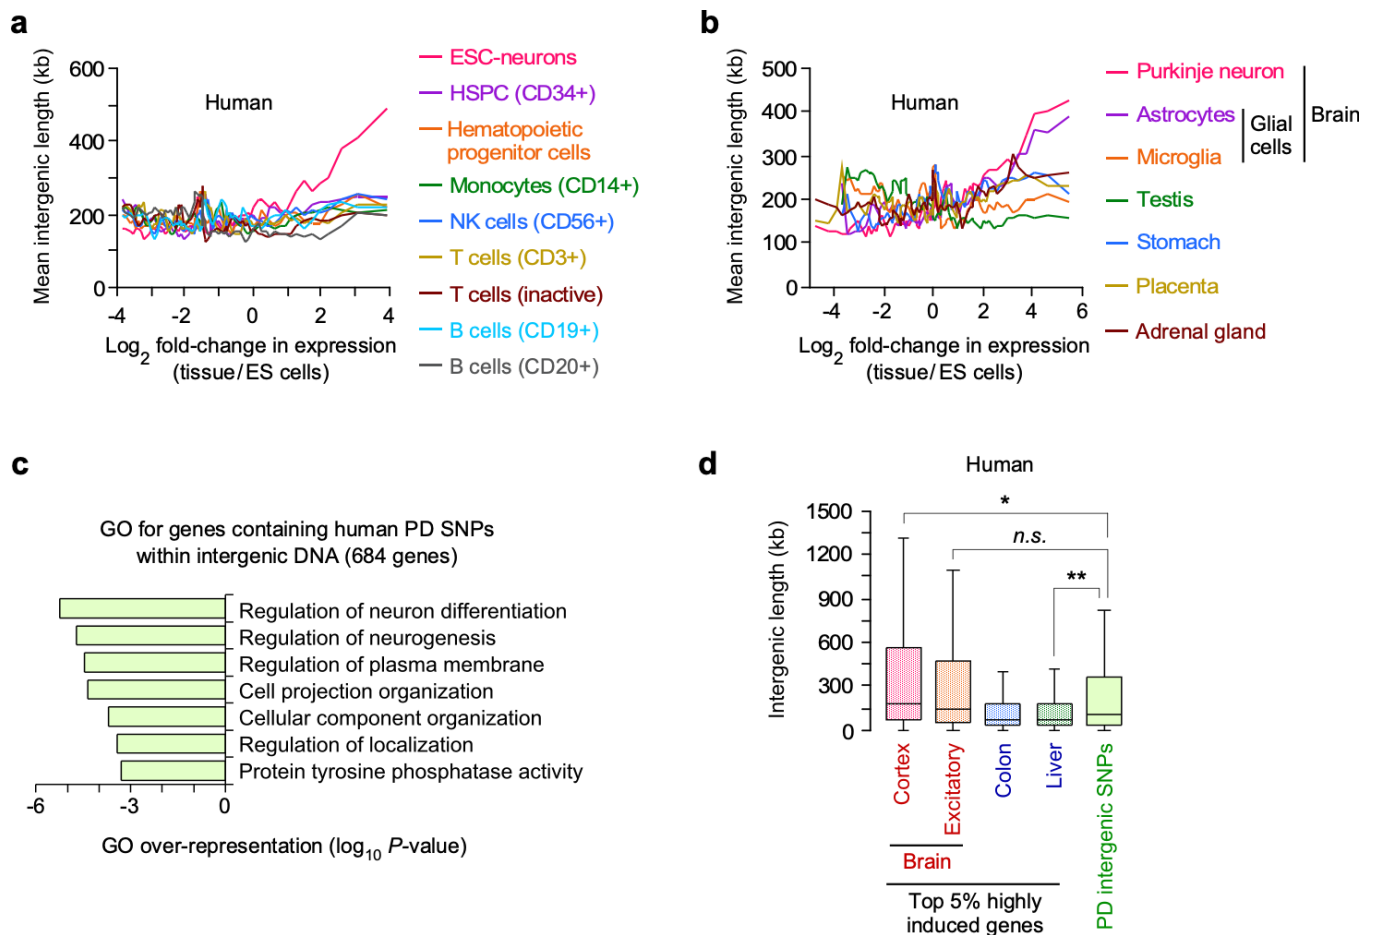

**Supplementary Fig 2** Highly induced genes in human neural tissues have extended intergenic DNA.

- a** Genome-wide intergenic DNA length for genes binned according to the gene induction level for human neurons and hematopoietic cell types compared to human ES cells ( $\log_2$  FPKM tissue/ES cells). The lines represent the mean intergenic length for genes within each bin for all the mRNA genes (200 genes per bin, 19,268 genes). Information of each cell type is listed in [Supplementary Data 1](#).
- b** Genome-wide intergenic DNA length for genes binned according to the gene induction level for each human tissue or ES cell-derived neuron compared to human ES cells ( $\log_2$  FPKM tissue/ES cells). The lines represent the mean intergenic length for genes within each bin for all the mRNA genes (200 genes per bin, 19,268 genes, [Supplementary Data 4](#)).
- c** The top seven non-redundant gene ontology (GO) terms for the genes containing high-risk SNPs of Parkinson's Disease (PD) within their intergenic DNA regions (684 genes). The most enriched seven non-redundant GO terms are shown. A one-sided Fisher's exact test was used to calculate  $P$ -values in gene set enrichment analysis.  $P$ -values were not adjusted for multiple comparisons.
- d** Box plot of intergenic DNA lengths of the top 5% of all the mRNA genes, highly induced in the human cortex and excitatory neurons shown in **Fig. 1b** (963 genes, [Supplementary Data 4](#)), and the genes containing high-risk SNPs of PD (684 genes). The box plots show the median (line in a box), first-to-third quartiles (boxes) and  $1.5 \times$  the interquartile range (whiskers)  $**P = 5.32 \times 10^{-11}$ ;  $*P = 0.029$ ;  $n.s.$ , non-significant  $P = 0.78$ ; two-sided, two-sample  $t$ -test.

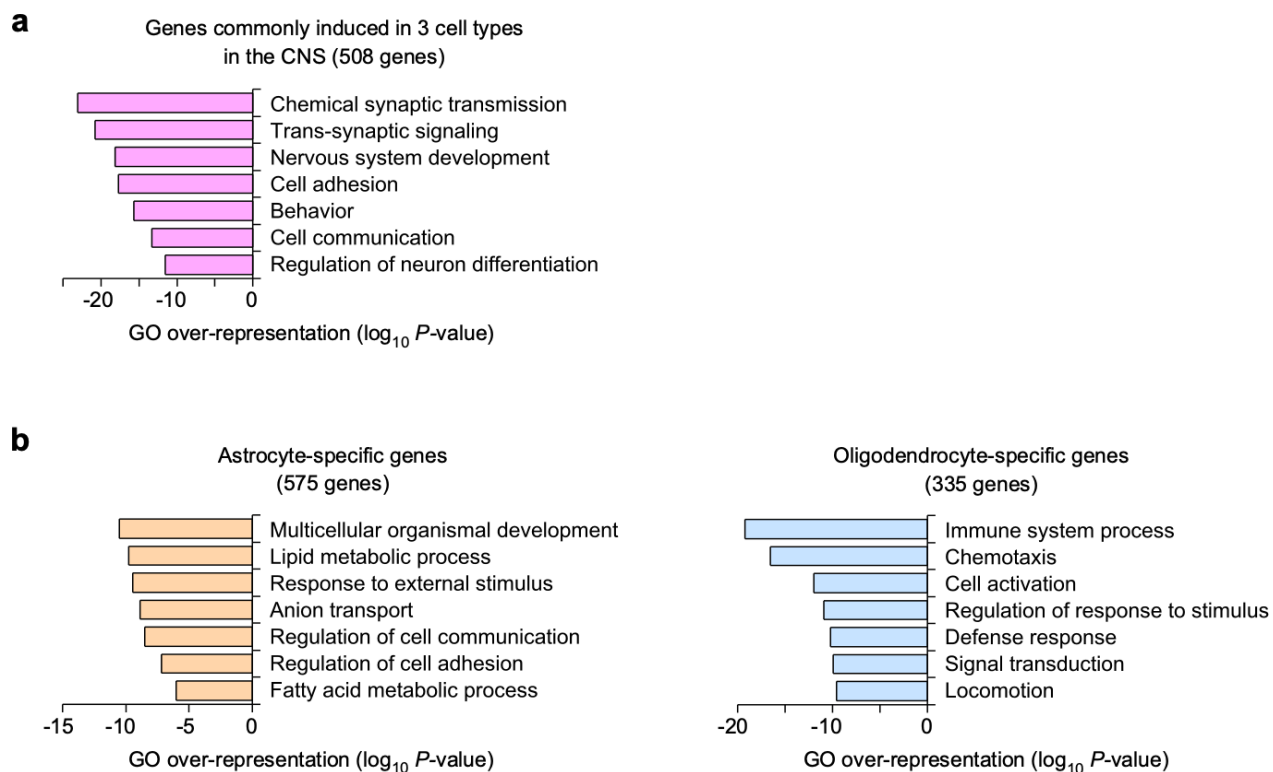

**Supplementary Fig 3** Gene highly induced in all 3 CNS cell types are enriched with neural gene ontologies.

**a, b** Gene ontology analysis of the genes (508) commonly induced in 3 CNS cell types (glutamatergic neurons, astrocytes, and oligodendrocytes), astrocyte-specific genes (575), and oligodendrocyte-specific genes (335) defined in **Fig. 3c**. The most enriched seven non-redundant GO terms are shown. A one-sided Fisher's exact test was used to calculate  $P$ -values in gene set enrichment analysis.  $P$ -values were not adjusted for multiple comparisons. All GO target genes and background genes are listed in [Supplementary Data 6](#).

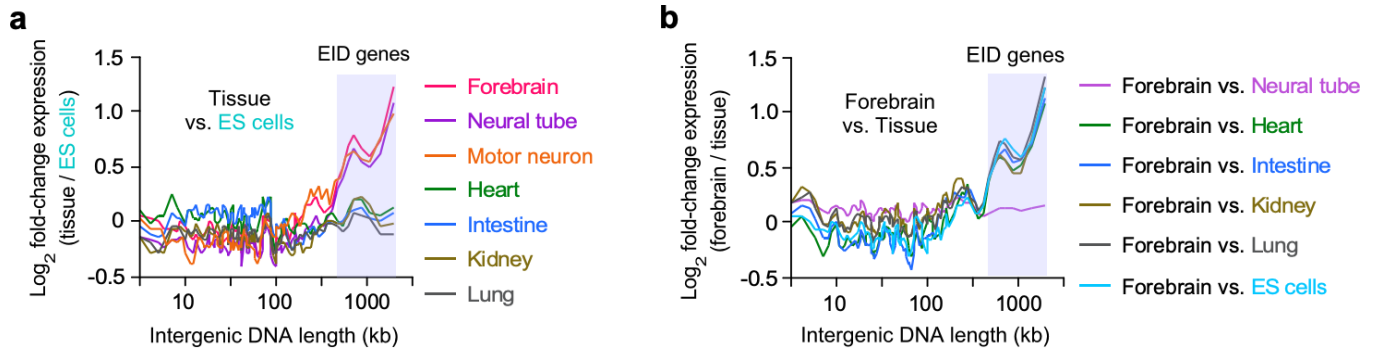

**Supplementary Fig 4** Genes with extended intergenic DNA are highly induced in neural tissues compared to non-neural tissues and ES cells.

**a** Genome-wide gene induction level for each mouse tissue (P0) compared to (vs.) ES cells ( $\log_2$  fold-change in FPKM tissue/ES cells), which were binned according to intergenic length (200 genes per bin, 18,383 genes). Genes with extremely long intergenic DNA (>500 kb, EID genes; shaded) are highly induced in neural tissues (Supplementary Data 2).

**b** Genome-wide gene induction level for the postnatal (P0) mouse forebrain compared to (vs.) non-neural tissues (P0) or ES cells ( $\log_2$  fold-change in FPKM forebrain/other tissue), which were binned according to the intergenic length (200 genes per bin, 18,383 genes). The lines represent the mean gene induction level within each bin for all the mRNA genes. Genes highly induced in the forebrain, compared to not only embryonic stem (ES) cells but also non-neural tissues, had extended intergenic DNA.

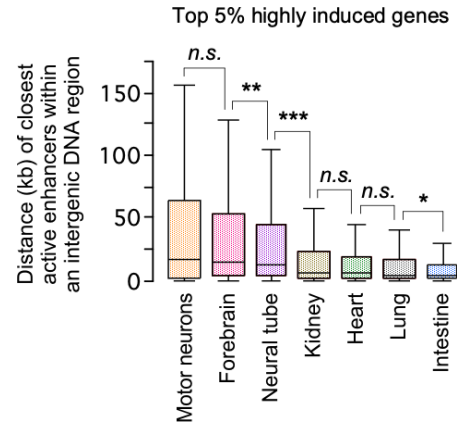

**Supplementary Fig 5** Enhancers associated with neural genes are more likely to be dispersed throughout extended intergenic regions.

Box plots of the distance of the closest enhancers within an intergenic DNA region (kb) of the top 5% of all the mRNA genes (919 out of 18,383), highly induced in each tissue in the postnatal P0 mice. Active enhancers were defined as ChIP-seq H3K27ac-enriched regions described in **Fig. 4**. The box plots show the median (line in a box), first-to-third quartiles (boxes), and  $1.5 \times$  the interquartile range (whiskers). \*\*\* $P = 3.16 \times 10^{-12}$ ; \*\* $P = 1.36 \times 10^{-2}$ ; \* $P = 7.24 \times 10^{-2}$ ; n.s., non-significant  $P > 0.15$ ; two-sided, two-sample  $t$ -test (Supplementary Data 8).

**a**

Number of intergenic ATAC-seq peaks  
common or unique in neural tissues

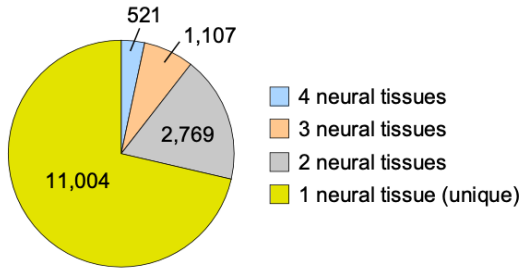**b**

Number of intergenic regions having distinct  
ATAC-seq peaks in multiple tissues

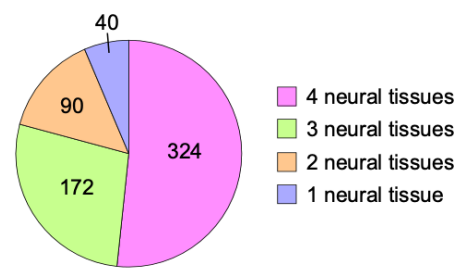

**Supplementary Fig 6** The majority of long intergenic regions of generic neural genes have distinct tissue-specific ATAC-seq peaks in multiple neural tissues.

**a** Pie chart of the number of intergenic ATAC-seq peaks of 625 generic neural genes with >100 kb intergenic regions, grouped by commonly accessible DNA sites in 2-4 neural tissues and tissue-specific accessible DNA sites. **Fig. 5b** shows 521 commonly accessible DNA sites and 11,004 tissue-specific accessible DNA sites. The majority of the intergenic ATAC-seq peaks (11,004 out of 15,401) are distinct in each neural tissue ([Supplementary Data 5](#)).

**b** A pie chart of the number of intergenic regions of 625 generic neural genes having distinct ATAC-seq peaks in multiple tissues. 324 intergenic regions of the generic neural genes had tissue-specific ATAC-peaks in all 4 neural tissues, as shown in **Fig. 5c** (right). 172 intergenic regions of the generic neural genes had tissue-specific ATAC-peaks in the 3 neural tissues, as shown in **Fig. 5c** (left). Only 40 intergenic regions of the generic neural genes had tissue-specific ATAC-seq peaks in one neural tissue ([Supplementary Methods](#)).

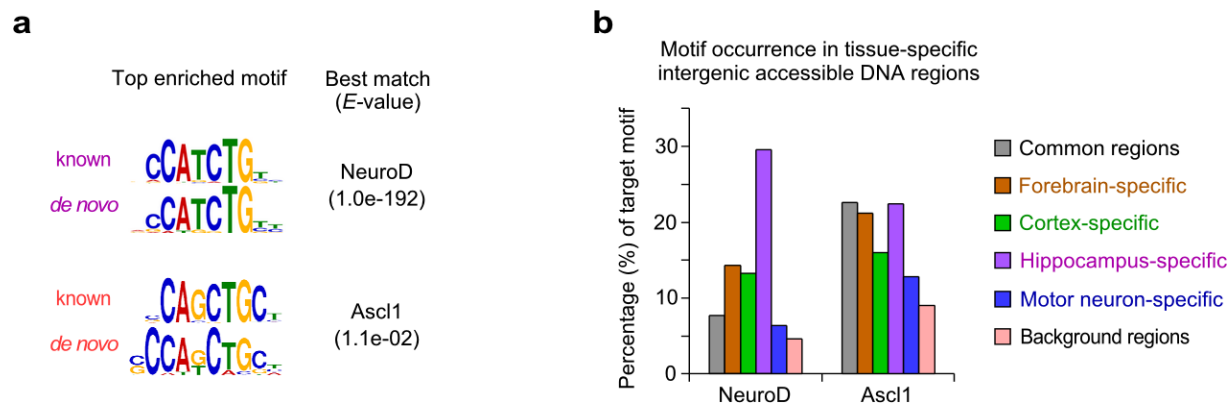

**Supplementary Fig 7** The Ascl1 motif was found in the differentially accessible DNA sites in the multiple neural tissues.

**a** The *de novo* DNA motif search using MEME identified Ascl1 TF motif (bottom) in 4 neural tissues, shown in **Fig. 5**, then compared against a database of known motifs ([Supplementary Methods](#)). NeuroD TF motif (top) was identified from ATAC-seq peaks specific in the hippocampus (**Fig. 5b**). The *de novo* DNA motifs represent the most enriched motif within 50 bp from the midpoint of ATAC-seq peaks in each tissue.

**b** Percentage of the occurrence of the DNA motifs for the Ascl1 and NeuroD TFs within 100 bp from the midpoints of the tissue-specific intergenic ATAC-seq peaks, identified in **Fig. 5b** and background genomic regions ([Supplementary Methods](#)). The MEME motif format files used here were reported in [Supplementary Data 11](#).

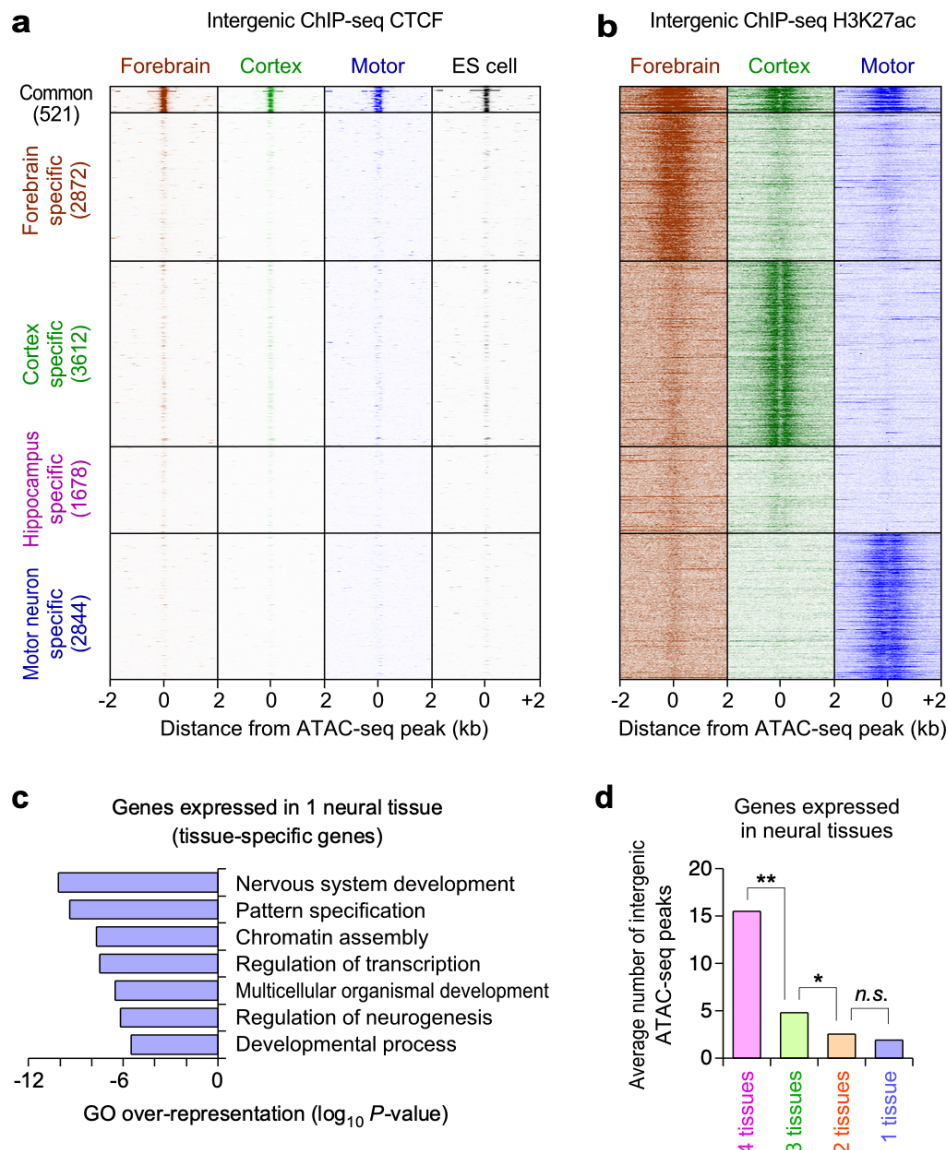

**Supplementary Fig 8** The ATAC-seq peaks specific in each tissue were enriched with H3K27ac in a tissue-specific manner.

**a, b** ChIP-seq mapping of intergenic chromatin accessibility of 625 generic neural genes with >100 kb intergenic regions in 4 neural tissues, grouped as shown in **Fig. 5b**. 11,525 ATAC-peaks were sorted in the same order as shown in **Fig. 5b**. ChIP-seq CTCF signal was enriched in commonly accessible DNA sites (521 sites) in 4 neural tissues. Acetylation of histone H3K27 was enriched in tissue-specific ATAC-seq peaks in 3 neural tissues (the P0 forebrain, adult cortex, and embryonic motor neurons, [Supplementary Data 12](#)).

**c** Gene ontology analysis for the genes (1,330 genes) expressed in any 1 neural tissue out of 4 tissues (the P0 forebrain, adult cortex, adult hippocampus, or embryonic motor neurons), shown in **Fig. 5**. The most enriched seven non-redundant GO terms are shown. A one-sided Fisher's exact test was used to calculate  $P$ -values in gene set enrichment analysis.  $P$ -values were not adjusted for multiple comparisons. All GO target genes and background genes used for this GO analysis are listed in [Supplementary Data 6](#).

**d** Average number of the ATAC-peaks in the intergenic regions of neural genes expressed in 1-4 neural tissues shown in **Fig. 5f** (4 tissues: 546 genes, 3 tissues: 666 genes, 2 tissues: 611 genes, 1 tissue: 1330 genes). The tissue-specific ATAC-seq peaks (11,004 peaks) that were identified in **Fig. 5b** were used.  $**P = 1.71 \times 10^{-22}$ ;  $*P = 3.51 \times 10^{-4}$ ;  $n.s.$ , non-significant  $P = 0.17$ ; two-sided, two-sample  $t$ -test.

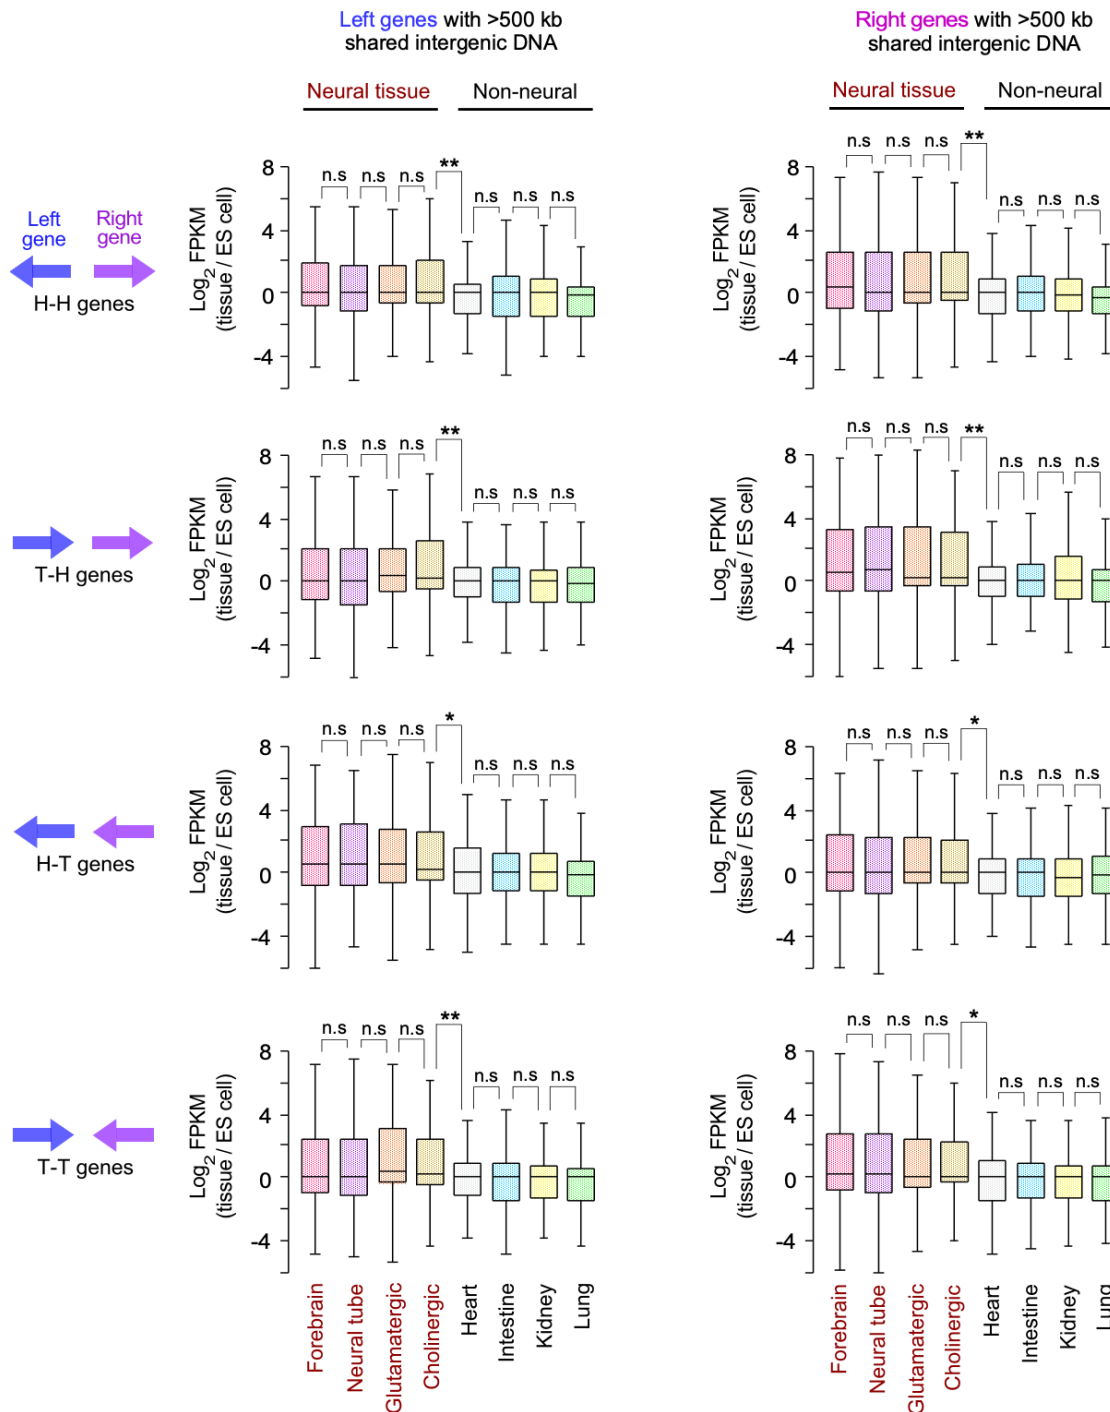

**Supplementary Fig. 9** Extended intergenic DNA is associated with the expression of neighboring genes in neural tissues.

Box plots of gene induction levels of the left and right genes with >500 kb of shared intergenic DNA for each tissue in the 4 groups of the gene pairs, shown in **Fig. 6**. 4,196 H-H genes, 5,021 T-H genes, 5,031 H-T genes, and 3,792 T-T genes were used for the box plots. The box plots show the median (line in a box), first-to-third quartiles (boxes), and  $1.5 \times$  the interquartile range (whiskers).  $**P < 9.82 \times 10^{-4}$ ;  $*P < 1.65 \times 10^{-2}$ ; n.s., non-significant  $P > 0.11$ ; two-sided, two-sample *t*-test ([Supplementary Data 13](#)).

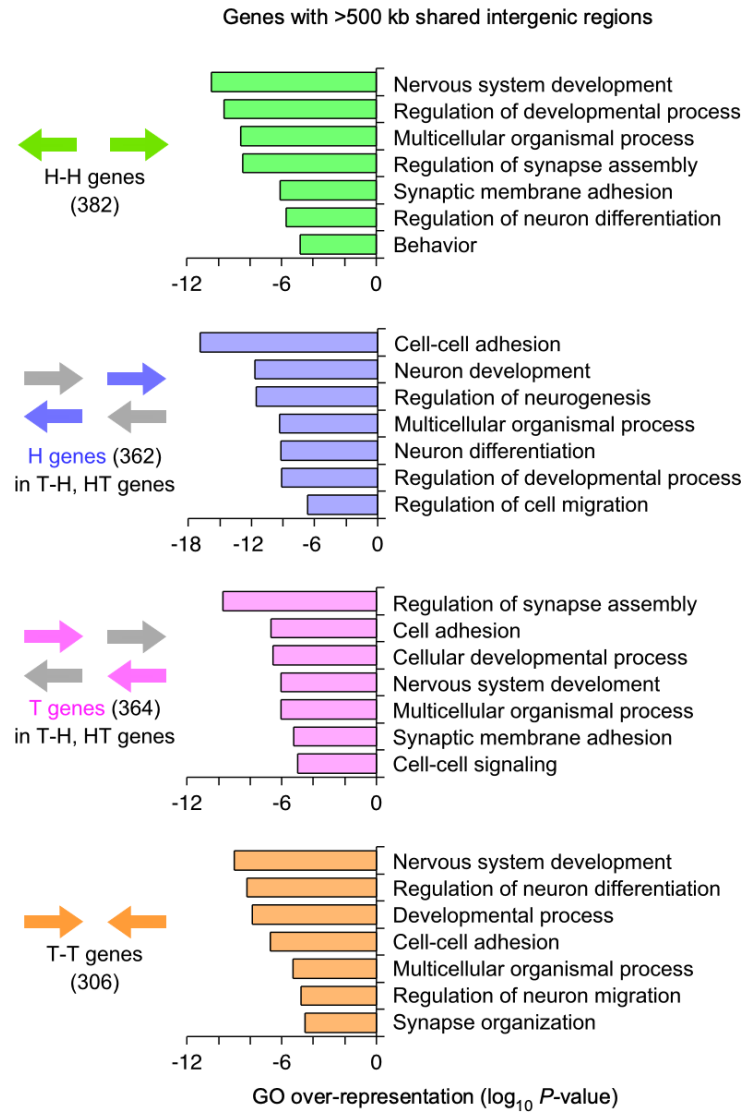

**Supplementary Fig. 10** Neighboring genes with extended intergenic regions are enriched in neural gene annotations in all 4 groups of gene pairs.

Gene ontology analysis for the neighboring genes in the 4 groups of gene pairs shown in **Fig. 6**. The neighboring genes that share extended intergenic regions (>500 kb) were used in each group. The genes having the shared intergenic regions at the 5' end of genes (H genes) and those having the shared intergenic regions at the 3' end of genes (T genes) were illustrated as blue and pink arrows, respectively. The most enriched seven non-redundant GO terms are shown. A one-sided Fisher's exact test was used to calculate  $P$ -values in gene set enrichment analysis.  $P$ -values were not adjusted for multiple comparisons. All GO target genes and background genes used for this GO analysis are listed in [Supplementary Data 6](#).

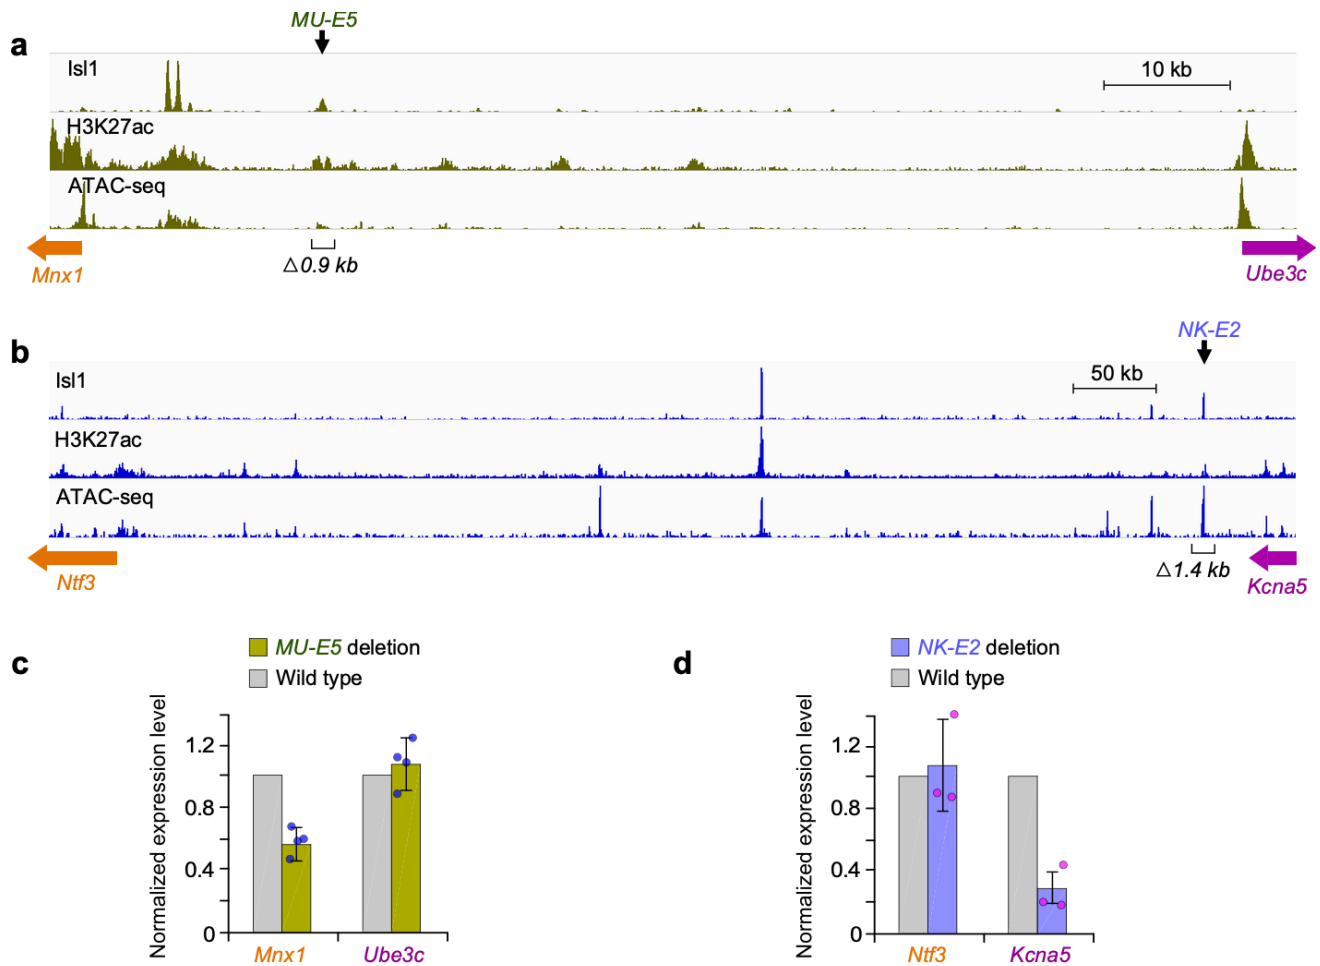

**Supplementary Fig. 11** Intergenic enhancers contribute expression of neighboring genes in motor neurons.

**a** The location of Isl1-bound intergenic enhancers, detected by ChIP-seq Isl1, ChIP-seq H3K27ac, and ATAC-seq, located between *Mn x1* and *Ube3c* genes in motor neurons differentiated from mouse ES cells. 874 bp genomic DNA of motor neuron-specific enhancer (arrow, MU-E5) was deleted in an ES cell using CRISPR genome editing.

**b** Same as (a) except enhancers located in the intergenic region between *Ntf3* and *Kcna5* genes. 1,430 bp of the NK-E2 enhancer was deleted.

**c** Expression levels of neighboring genes, *Mn x1* and *Ube3c*, measured by quantitative RT-PCR in motor neurons containing the MU-E5 deletion, normalized to wild type expression levels of *Mn x1* and *Ube3c*. Error bars represent standard deviation (SD). Data are presented as mean values  $\pm$  SD. Dots represent the corresponding data points (Supplementary Data 14). 2 biologically independent differentiated cells were examined over 2 independent experiments ( $n = 4$ ).

**d** Same as (c) except expression levels of *Ntf3* and *Kcna5* genes for NK-E2 enhancer deletion. 3 biologically independent differentiated cells were examined ( $n = 3$ ).

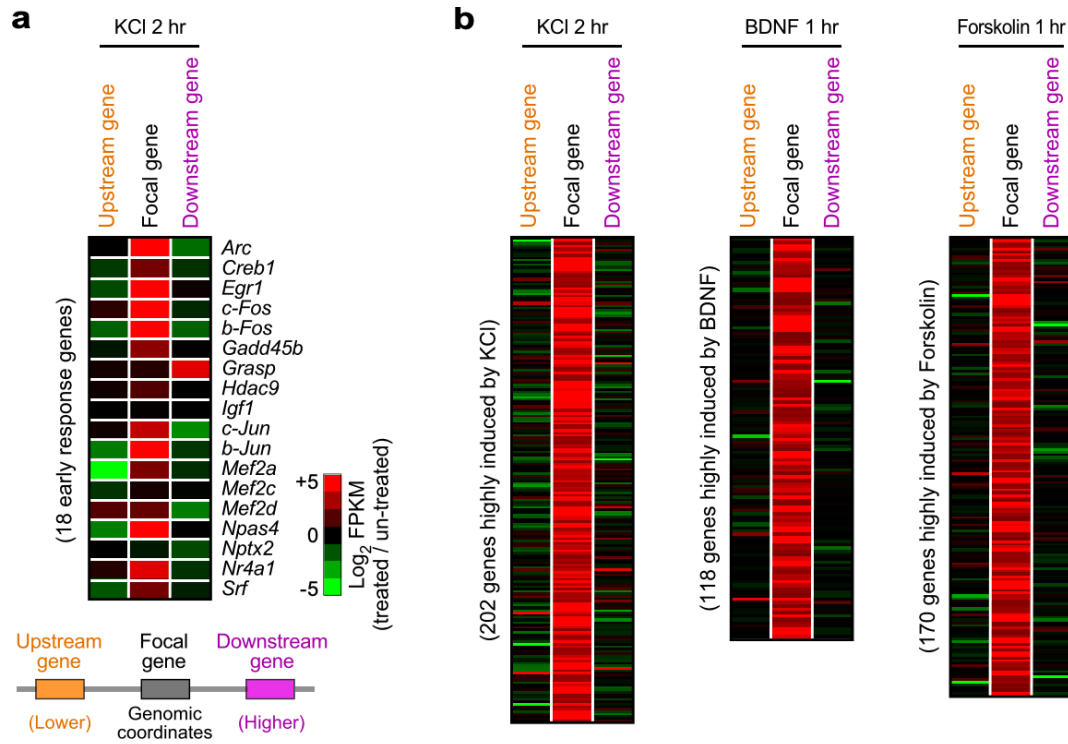

**Supplementary Fig. 12** Most genes flanked by activity-dependent genes were not co-activated upon stimulation by KCl, BDNF, and forskolin.

**a** Heatmaps show the gene induction levels of the upstream, focal, and downstream genes, illustrated below the plot, after 2-hour KCl stimulation ( $\log_2$  fold-change in FPKM in treated / untreated neurons). Both treated and untreated neurons were incubated with tetrodotoxin (TTX) overnight to block sodium channels before KCL treatment. 18 early response genes, stimulated by KCl, are shown ([Supplementary Data 16, 17](#)).

**b** Same as (**a**) except showing genes highly induced by KCl, BDNF, and forskolin stimulation. 202 genes were highly induced by KCl stimulation ( $>2$ -fold compared to TTX treated neurons). Treated and untreated neurons were not incubated with TTX before stimulation by BDNF and forskolin for 1 hour. 118 genes were highly induced by BDNF stimulation ( $>1.5$ -fold compared to non-treated). 170 genes were highly induced by forskolin stimulation were shown ( $>1.5$ -fold compared to non-treated). Genes are sorted by a gene name (smallest to largest, [Supplementary Data 16, 17](#)).

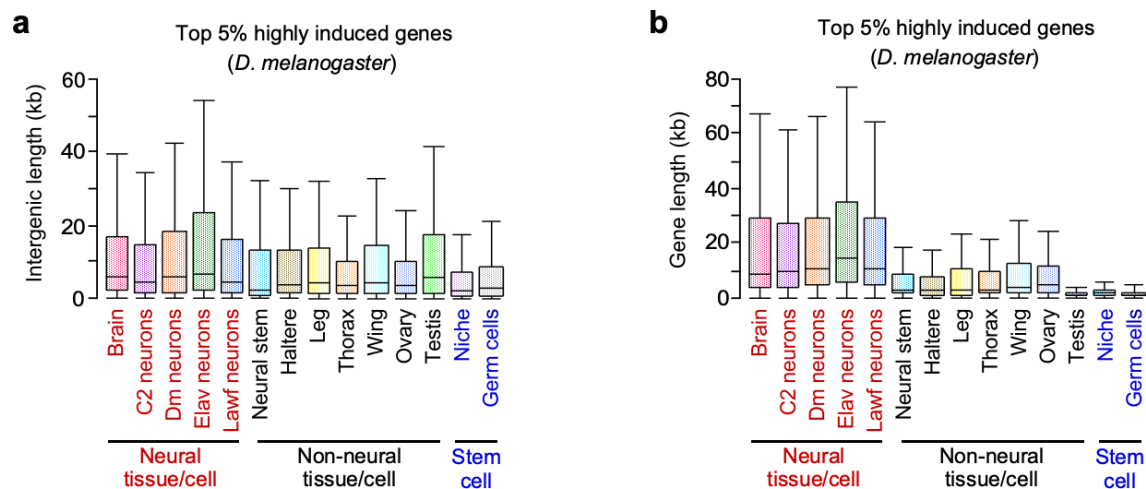

**Supplementary Fig. 13** Highly induced genes in *Drosophila* neural tissues have significantly longer gene lengths than those in non-neural tissues.

**a, b** Box plots of intergenic DNA lengths (**a**) and gene lengths (**b**) of the top 5% of all the mRNA genes, highly induced in the fly tissues and cells shown in the shaded area in **Figs. 8c, e** (495 genes, [Supplementary Data 3](#)), compared to S2 cells. The box plots show the median (line in a box), first-to-third quartiles (boxes), and 1.5 × the interquartile range (whiskers).

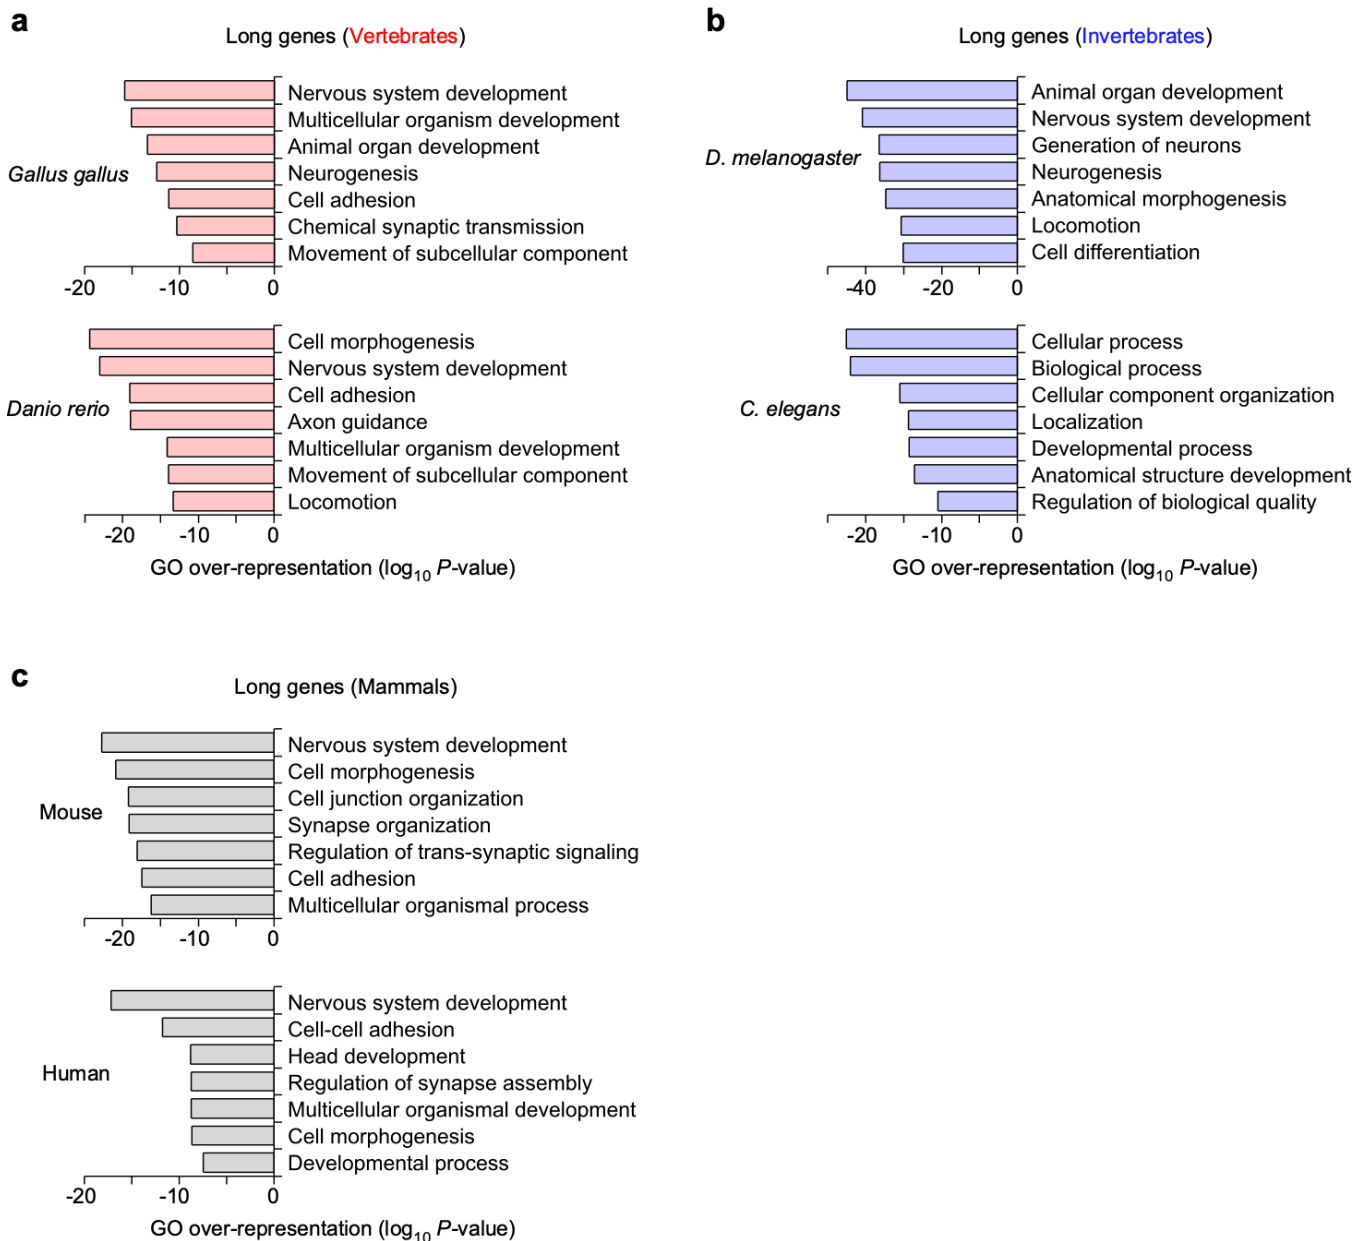

**Supplementary Fig. 14** Long genes in vertebrates and *D. melanogaster* are enriched with neural gene annotations.

Gene ontology analysis for the top 5% of genes, having the longest gene lengths, of all the protein-coding genes in each multicellular organism. Invertebrates (a) include *D. melanogaster* and *C. elegans*. Vertebrates (b) include *Gallus gallus* and *Danio rerio*. Mammals (c) include *Mus musculus* and *Homo sapiens*. The most enriched seven non-redundant GO terms are shown (Supplementary Methods). A one-sided binomial test was used to calculate  $P$ -values in gene set enrichment analysis.  $P$ -values were not adjusted for multiple comparisons. All GO target genes and background genes used for this GO analysis are listed in Supplementary Data 6.

## Supplementary Methods

### Experimental Methods

**Cell culture.** The mouse embryonic stem (ES) cell line was derived from the inbred mouse strain 129/Ola ES-E14 male embryo. ES cells were cultured and differentiated into spinal motor neurons as described previously<sup>1</sup>. Briefly, ES cells plated on 0.1% gelatin-coated plate in EmbryoMax DMEM (Millipore, SLM220) supplemented with 10% ES cell-grade fetal bovine serum (Invitrogen, 12483020), L-glutamine (Gibco, 25030081), 0.1 mM beta-mercaptoethanol, and leukemia inhibitory factor (Millipore, ESG1107). After two days of the ES cell culture, we trypsinized the ES cells (Thermo, 25300054) and seeded them at  $5 \times 10^4$  cells per mL in ADFNK medium (Advanced DMEM/F12:Neurobasal (1:1) Medium, 10% Knockout Serum Replacement, 2 mM L-glutamine, and 0.1 mM 2-mercaptoethanol) to initiate the formation of embryoid bodies (day 0). The ADFNK medium was exchanged on days 2 and 5 of differentiation. Patterning of embryoid bodies was induced by supplementing media on day 2 with 1  $\mu$ M all-trans retinoic acid (Sigma, R2625) and 0.25  $\mu$ M Smoothed agonist (SMO) of hedgehog signaling (Selleckchem, S7779). 5  $\mu$ M DAPT (Selleckchem, S2215) was added to the ADFNK medium (10% knockout serum replacement, 2 mM L-glutamine, 0.1 mM  $\beta$ -mercaptoethanol in 1:1 ratio of Advanced DMEM/F12 (Gibco, 12634028) and Neurobasal medium (Gibco, 21103049)) on day 4 and day 5. Differentiated motor neurons were collected on day 6 and used for the downstream experiments such as RNA-seq and ChIP-seq as described below.

**Generation of ESC lines containing enhancer deletion.** The embryonic stem cell (ESC) line was derived from the inbred mouse strain 129/Ola ES-E14 male embryo. The RNA-guided Cas9 nuclease from the microbial Clustered Regularly Interspaced Short Palindromic Repeats (CRISPR/Cas9) system was used to delete enhancers in ESCs. The CRISPR/Cas9 genome editing was processed as described in Ran et al.<sup>2</sup> with some modifications. Briefly, guide RNAs (gRNAs) were designed with the available software at CRISPOR (<http://crispor.tefor.net/crispor.py>) and CHOPCHOP (<https://chopchop.cbu.uib.no/>). A pair of oligonucleotides encoding the 22-23 bp guide sequences containing 5'-NGG PAM (protospacer adjacent motif) sequence (underlined) to target the left and right sides of intended deletion of enhancers.

gRNA sequences to target the 1,719 bp region of the Ntf3-Kcna5-E1 enhancer (chromosome 6):

Forward 5' ATGCTCCTCTAAGACTTGGTAGG 3' (reverse/negative strand)

Reverse 5' GGGTGCCCACTACTTGTGCGTGG 3' (forward/positive strand)

gRNA sequences to target the 1,109 bp region of the Oprl1-Myt1-E1 enhancer (chromosome 2):

Forward 5' GCACAAAGCGTCAAACACCAAGG 3' (reverse/negative strand)

Reverse 5' GACTGGCTAGGTATCTTCAAGGG 3' (forward/positive strand)

gRNA sequences to target the 1,468 bp region of the Chrm2-Ptn-E1 enhancer (chromosome 6):

Forward 5' GCGTAGATGAATTCCTTGGGAGG 3' (forward/positive strand)

Reverse 5' TCTCCCACTAAGGAACACAGAGG 3' (reverse/negative strand)

gRNA sequences to target the 847 bp region of the Mnx1-Ube3c-E5 enhancer (chromosome 6):

Forward 5' TAGATGAGAGGTAGTAACCCAGG 3' (reverse/negative strand)

Reverse 5' GGA~~CTTGG~~CATACAACCTAGTGG 3' (forward/positive strand)

gRNA sequences to target the 1,430 bp region of the Ntf3-Kcna5-E2 enhancer (chromosome 6):

Forward 5' TATGAGTGAGTAGCTATAGGTGG 3' (forward/positive strand)

Reverse 5' TTGGCAATGACTCGGGCATCAGG 3' (reverse/negative strand)

To synthesize gRNAs, we cloned 22-23 bp genomic sites of the form 5'-N<sub>19-20</sub>NGG-3' (N=A, T, G, or C) near the intended target enhancer into U6 target gRNA expression vector (pgRNA vector) containing U6 promoter (Addgene, Ca # 41824) by following the available cloning protocol at [https://www.addgene.org/static/cms/files/hCRISPR\\_gRNA\\_Synthesis.pdf](https://www.addgene.org/static/cms/files/hCRISPR_gRNA_Synthesis.pdf). gRNA sequences were synthesized from IDT (Integrated DNA Technologies). To generate ESC lines containing enhancer deletion, ESCs were seeded and incubated for 48 hours on mouse embryonic fibroblast cells (EmbryoMax, PMEF-N) to maintain stem cell pluripotency. Cells were transiently transfected with a pair of pgRNA vectors and pCas9-GFP plasmid (Addgene, 44719) containing a CAGGS promoter with Cas9 DNA endonuclease and GFP reporter using Mouse P3 Primary Cell Nucleofector Kit (Lonza, VPG-1004) and Lonza Amaxa 4D-Nucleofector, according to the manufacturer's instructions. ESCs were dissociated 24-48 hours after transfection, GFP-expressing ESCs were selected by fluorescence-activated cell sorting (FACS). Approximately 2,000 sorted cells were plated on a dish with mouse feeder cells. ESCs formed clones in 4-6 days after FACS sorting and plating. A single colony was picked, followed by genotyping using PCR primers around genomic regions of intended enhancer deletion. The ESC clones containing enhancer deletion were sub-cultured to mouse feeder cells and then differentiated to postmitotic motor neurons as described previously<sup>1</sup>.

### **Mouse embryos and cortical neuron stimulation.**

Mouse studies were conducted strictly following all relevant ethical regulations in the animal use protocol (Protocol No. 20012209), which was approved by the Biological Sciences Local Animal Care Committee (LACC) at the University of Toronto, complying with guidelines established by the University of Toronto Animal Care Committee and the Canadian Council on Animal Care. All animal handling and experimental procedures were performed at the University of Toronto Mississauga Animal Facility. For mouse embryo studies, the C57BL/6 mouse strains (*Mus musculus*) were purchased from the Charles River Laboratories (Wilmington, MA, USA). Male C57BL/6 mice (aged 10 to 12 weeks) were mated with female mice (aged 8 to 10 weeks).

E16.5 embryonic mouse cortices were dissected from pregnant female mice, and then dissociated at 37°C for 20 min in papain dissociation solution containing HBSS (Gibco), 0.6 mg/mL papain, 0.5mM EDTA, 0.2 mg/mL L-cysteine (Sigma), 1.5 mM CaCl<sub>2</sub>, 0.2 mg/mL DNase I (Sigma). Papain dissociation was stopped by adding 20% of horse serum (Gibco) and 80% of Neurobasal medium (Gibco) supplemented with B-27 (Gibco) and 0.5 mM glutamine (Gibco) for cortical neuron culture, as described in the previous studies<sup>3,4</sup> with some modifications. After gently dissociating the cortices by pipetting, tissues containing medium were filtered into a 50 mL tube with 40 µm cell strainer and then centrifuge at 80 x g for 5 minutes. The cells were resuspended with Neurobasal/B27 medium by gently pipetting. Dissociated neurons were plated on cell

culture dishes, pre-coated overnight with 20 µg/mL poly-d-lysine (Sigma) and 4 µg/mL laminin (Gibco). Before plating the cells, the dishes were washed twice with Neurobasal/B27 medium. Neurons were cultured in Neurobasal/B27 medium containing 0.5mM glutamine (Gibco) and penicillin/streptomycin (Gibco) at 37°C in a CO2 incubator (5%). 50% of the old medium was changed, and the cells were treated with 1 µM Ara-C (Sigma) on 3 days in vitro (DIV) and DIV5. For KCl stimulation, DIV5 cortical neurons were treated with 1 µM tetrodotoxin (TTX; Fisher) and 100 µM DL-AP5 (Fisher) overnight, and then changed into Neurobasal/B27 medium containing 31% of KCl depolarization buffer (170 mM KCl, 2 mM CaCl<sub>2</sub>, 1 mM MgCl<sub>2</sub>, 10 mM HEPES) for 2 hr stimulation. For BDNF and forskolin stimulation, DIV6 neurons were treated with 10 ng/ml BDNF (R&D system) or 10 µM forskolin (Millipore) for 1 hr. For mouse breeding, C57BL/6 female and male mice were obtained from Charles River (stock #: 027C57BL/6). All animal experiments were approved by the University of Toronto Local Animal Care Committee (LACC).

**RNA-seq.** RNA-seq libraries were prepared as described previously with some modifications<sup>1</sup>. Briefly, total RNA for spinal motor neurons was extracted from day 6 of differentiated cells using TRIzol reagent (Thermo, 15596026). Total RNA for primary cortical neurons was extracted from 6 days in vitro culture using TRIzol reagent. NEBNext Poly(A) mRNA Magnetic Isolation Kit (NEB, E7490) was used to remove ribosomal RNA, followed by DNase treatment (Thermo, AM1906). RNA-seq libraries were prepared for sequencing using NEBNext RNA Library Prep Kit (NEB, E7765) and were sequenced by Illumina HiSeq 2500 for 50 bp single-end sequencing runs and Illumina NovaSeq 6000 System for 100 bp paired-end sequencing runs.

**ChIP-seq.** Approximately 25 million cells were crosslinked with 1% formaldehyde and then lysed. Chromatin pellets were isolated, solubilized, and then fragmented by sonication. Fragmented chromatin was then subjected to immunoprecipitation using magnetic beads coupled with Dynabeads Protein A (Invitrogen, 10001D, Lot# 00806319) and antibodies (~3 µg) against the protein of interest (H3K27ac; abcam, 4729, Lot# 3251519-2, CTCF; Millipore, 07-729, Lot# 3515588) in 1 mL of 0.5% bovine serum albumin in phosphate-buffered saline solution. After washing beads three times in ChIP wash buffer (500 mM sodium chloride, 50 mM HEPES, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 0.1% sodium dodecyl sulfate), ChIP-seq samples were eluted from the magnetic beads in ChIP elution buffer (1% sodium dodecyl sulfate, 10 mM EDTA), reverse crosslinked, and then purified. ChIP-seq libraries were prepared for sequencing using NEBNext DNA Library Prep Kit (NEB, E7645). Briefly, ChIP DNA was ligated with sequencing adapters, amplified, and gel purified. ChIP-seq libraries were sequenced by Illumina HiSeq 2500 for 50 bp single-end sequencing runs and Illumina Nova Seq 6000 for 100 bp paired-end sequencing runs.

## Data Analyses

**Datasets.** Published mouse RNA-seq datasets were downloaded from the ENCODE project website ([www.encodeproject.org](http://www.encodeproject.org)), the Allen Brain Atlas data portal website ([www.brain-map.org](http://www.brain-map.org)), and the previous studies<sup>5-7</sup>. Human RNA-seq datasets were obtained from the ENCODE project website and the previous

studies<sup>8,9</sup>. Relevant information about RNA-seq datasets including the Gene Expression Omnibus (GEO) accession numbers from the National Center for Biotechnology Information, used in each figure, are listed in [Supplementary Data 1](#). Briefly, the spinal cord RNA-seq dataset was downloaded from the previous study<sup>10</sup>. Glutamatergic, GABAergic, and cholinergic neuron RNA-seq datasets were downloaded from the previous study<sup>11</sup>. Dorsal root ganglion and trigeminal neuron RNA-seq datasets were downloaded from the previous study<sup>12</sup>. Colonic sensory neuron RNA-seq dataset was downloaded from the previous study<sup>13</sup>. Single-cell (sc) RNA-seq data were treated as bulk RNA-seq data. In scRNA-seq data, the fragments per kilobase of transcript per million reads (FPKM) per gene were added for all the cells, then the sum of FPKM was divided by the number of cells.

Published ATAC-seq and ChIP-seq datasets were downloaded from the ENCODE project website and previous study<sup>1</sup>. Relevant information, including GSE accession numbers about these datasets, was listed in [Supplementary Data 1](#). Briefly, ATAC-seq and H3K27ac ChIP-seq datasets in mouse tissues or cells (forebrain, neural tube, heart, intestine, kidney, lung, and ES cells) were downloaded from the ENCODE Project website<sup>5</sup>. ATAC-seq and H3K27ac ChIP-seq datasets in mouse motor neurons were downloaded from our previous study<sup>1</sup>.

**Processing of sequencing data.** For next-generation sequencing data analysis, adapter sequences were removed using Trim Galore (version 0.4), downloaded from Babraham Bioinformatics Institute ([http://www.bioinformatics.babraham.ac.uk/projects/trim\\_galore/](http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/)). For RNA-seq analysis, the raw trimmed reads were aligned to the mouse reference genome using the STAR aligner (version 2.7), downloaded from GitHub (<https://github.com/alexdobin/STAR>)<sup>14</sup>. The gene annotation file (release M25, GRCm38.p6, comprehensive gene annotation file) was downloaded from GENCODE ([www.gencodegenes.org](http://www.gencodegenes.org)). Then, fragments per kilobase of transcript per million reads (FPKM) were generated with the Cufflinks package (version 2.2.1), which was conducted using the Galaxy tools (<https://usegalaxy.org/>)<sup>15</sup>. For ATAC-seq or ChIP-seq analysis, the raw trimmed reads were aligned to the mouse genome with Bowtie2 aligner (version 2.4.2) using the Galaxy tools. Binding locations enriched by ChIP-seq H3K27ac were identified with the MACS2 peak caller (version 2.1.1) using Galaxy ChIP-seq tools. Published RNA-seq, ATAC-seq, ChIP-seq, and Hi-C datasets were downloaded from the ENCODE project website ([www.encodeproject.org](http://www.encodeproject.org)) and the previous studies, reported in [Supplementary Data 1](#).

**Defining genic and intergenic lengths.** 19,144 of the annotated known mRNA genes (mouse mm9 NCBI Build 37 RefSeq Genes having complete coding start and end sequences) were used to define gene lengths and intergenic DNA lengths for most analyses except Hi-C analysis. Gene lengths were defined as the lengths between the transcription start site (TSS) and the transcription end site (TES) of all the annotated protein-coding genes. To define intergenic DNA lengths in the mouse Hi-C dataset, 21,269 of the annotated known mRNA genes were used (mouse mm10 NCBI RefSeq Genes having complete coding start and end sequences, Dec. 2011 assembly). To define intergenic DNA lengths in human datasets, 19,775 of the annotated protein-coding genes were used (hg19 Ensembl Genes, Feb. 2009 assembly). For *Drosophila*

datasets, 13,943 of the annotated known mRNA genes were used (*D. melanogaster* dm6 NCBI RefSeq Genes having complete coding start and end sequences, Aug. 2014 assembly).

The intergenic length of a gene was calculated as the sum of the upstream and downstream DNA distance from the end of a gene to the end of the nearest mRNA genes, as illustrated in **Fig. 3**. The ends of an mRNA gene were defined by the transcription start position (txStart) and the transcription end position (txEnd). The txStart of a gene was defined as the lower coordinate position among the TSS and the TES of a gene. The txEnd of a gene was defined as the upper coordinate position among the TSS and the TES of a gene. The upstream DNA distance was calculated by subtracting the txEnd of the upstream gene from the txStart of the downstream gene. The downstream DNA distance was calculated by subtracting the txEnd of the downstream gene from the txStart of the upstream gene. We could not calculate the intergenic lengths of genes located at the end of chromosomes, or both the txStart and txEnd of a gene reside within another gene. If one of the txStart or txEnd of a gene resides within another gene, we considered the intergenic length of the gene as the sum of the DNA distance from the gene to the end of the next non-overlapped mRNA gene. After filtering out these genes, we calculated and used the intergenic lengths for the following genes having the non-overlapped intergenic regions and the FPKM values: 18,383 mRNA genes (mm9), 19,857 mRNA genes (mm10) in mice, and 19,268 mRNA genes in humans (hg19).

Intergenic lengths of all the protein-coding genes in chickens, zebrafishes, insects, and nematodes were calculated as described above. Here we used 16,751 of all the annotated protein-coding genes in *Gallus gallus* (GRCg6a/galGal6 RefSeq genes, Mar. 2019 assembly), 25,289 of all the annotated protein-coding genes were used in *Danio rerio* (GRCz11/danRer11 RefSeq genes, May. 2017 assembly), 13,944 of all the annotated protein-coding genes in *Drosophila melanogaster* (BDGP Release 6/dm6, RefSeq genes, Aug. 2014 assembly), and 19,221 of all the annotated protein-coding genes in *Caenorhabditis elegans* (WBcel235/ce11, RefSeq genes, Feb. 2013 assembly). For **Fig. 8**, we used 9,897 mRNA genes, having the FPKM values in all 14 examined tissues and cells in *D. melanogaster*, for the intergenic length and gene length analyses. Intergenic lengths of all mRNA genes in mice, humans, and *D. melanogaster* are listed in [Supplementary Data 2, 4, and 18](#), respectively. Gene lengths and intergenic lengths of all the protein-coding genes in *Gallus gallus*, *Danio rerio*, *D. melanogaster*, and *C. elegans* are listed in [Supplementary Data 6](#).

**Gene expression analysis.** The FPKM values were used as the gene expression of an mRNA transcript, measured by RNA-seq. 

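The 2 motor neuron replicates were compared before they were averaged. Across all 22243 genes the median SD of log2(FPKM + 0.1) between them was 0.12, and across the 10905 genes with a mean FPKM of at least 1 it was 0.19. In the latter genes the absolute log2 ratio was 0.49 at the upper quartile and 1.10 at the 95th percentile. Pearson's correlation across all genes was 0.989 and Spearman's was 0.977, and genes are not independent replicates.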

If multiple replicates of RNA-seq datasets are available, an average FPKM value of replicates was used per each mRNA gene. When comparing gene expression between multiple tissues, the FPKM values were median-normalized across all tissues using a median FPKM value of all mRNA genes per tissue as a normalizer. Some mRNA genes do not have the FPKM values in the processed RNA-seq datasets. Thus, the gene induction or expression data were filtered to include only the 18,383 mRNA genes that have the FPKM values and have non-overlapped intergenic regions. Prior to converting logarithmic scales, all the FPKM values were added by 0.1 to avoid producing no value in logarithmic scales with zero (log 0). Gene induction levels were calculated by the  $\log_2$  fold-change in expression (FPKM) between the target gene (i.e., the gene in the tissue of interest) and the reference gene (i.e., the gene in the reference

tissue or cells). For example, gene induction levels (**Figs. 1, 2**) were calculated by  $\log_2$  (tissue FPKM+0.1)/(ES cell FPKM+0.1). Absolute gene expression levels (**Fig. 3**) were calculated by  $\log_{10}$  (FPKM+0.1) followed by median normalization. The heat map plots of mRNA expression levels were generated using Java Treeview 3.0<sup>16</sup>. The FPKM values in heat map plots were median-normalized (median FPKM: 2) and  $\log_2$  transformed.

To plot intergenic length against gene induction level (**Figs. 1, 2**), we use mean intergenic length followed by sorting genes from the highest to the lowest  $\log_2$  fold-change in expression (bin size: 200 genes; 91 bins; 18,383 genes). Prior to sorting genes according to gene induction level, the order of all genes should be randomized using a "rand" function in Excel to avoid a spike around 0 value of  $\log_2$  fold-change in expression. Otherwise, we observed a spike in mean gene induction plots around 0 value of  $\log_2$  fold-change expression. We found that these spikes correspond to the olfactory or pheromone receptor genes (1,144 genes in the mouse genome). These genes have shorter intergenic lengths (median 39 kb), although they are neuronal genes. These genes are highly repressed (FPKM values: 0) in all other cell types and tissues except the olfactory or pheromone receptor neurons, as reported previously<sup>17,18</sup>.

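In the motor neuron libraries, 1962 genes are listed by symbol as olfactory or pheromone receptor genes (Olfr, Vmn1r, Vmn2r, V1r and V2r). They were at the lowest value, 0.001 FPKM, in 1931 genes (98.4%) in replicate 1 and in 1875 genes (95.6%) in replicate 2, and 1864 genes were at it in both. Of all genes, 26.1% were at the lowest value in both libraries. Under 0.1 FPKM in both libraries were 1957 receptor genes (99.7%), and no receptor gene reached 1 FPKM in either library. Olfr1419 was the highest, with 0.391 FPKM in replicate 1 and 0.958 FPKM in replicate 2. Members of these families share sequence, so the values of single receptor genes are uncertain.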

To plot gene induction or expression level against intergenic length (**Figs. 3, 6**), we sorted genes from the longest to the shortest intergenic length, then calculated the mean  $\log_2$  fold-change in expression or the mean  $\log_{10}$  expression within each bin (bin size: 200 genes, 91 bins). A moving average of 3 bins is used to smooth the irregularities of each bin. For these intergenic length plots, intergenic length (kb) on the x-axis was plotted as a logarithmic scale ( $\log_{10}$  scale), then interpreted as a linear scale (non-log scale). For example,  $1 \times 10^3$  kb of intergenic length on the x-axis was plotted as 3 ( $\log_{10} 1 \times 10^3$ ), then described as  $1 \times 10^3$  kb.

**Box plot analysis.** For the box plots of intergenic lengths of highly induced genes in each tissue and cell type (**Fig. 1**), data were filtered to include 18,383 mRNA genes that have the non-overlapped intergenic regions and the FPKM values. Thus, data exclude genes with negative intergenic lengths or genes with no FPKM values. Intergenic lengths (kb) of the top 5% of all mRNA genes, highly induced in each tissue or cell type (919 genes, [Supplementary Data 2](#)), were selected to generate the box plots ([Supplementary Data 3](#)). In the box and whisker plots, the ends of the box represent the lower (1<sup>st</sup>) and upper (3<sup>rd</sup>) quartiles, so the box spans the interquartile range. The median is marked by a line inside the box. The whiskers are the two lines outside the box that extend to 1.5x interquartile range as the highest and lowest observations. The box plot was generated using KaleidaGraph 4.5 (Synergy Software).

**SNP analysis.** To examine single nucleotide polymorphisms (SNPs) associated with Parkinson's disease (PD) genetic risk, we used the published SNP datasets for PD risk in humans (Pierce et al., 2018)<sup>19</sup>. This study reported a total of 23,918 SNPs associated with PD genetic risk (PD SNPs). 14,854 out of these 23,918 SNP nucleotides were located within 1 kb to each other. After excluding the SNPs within 1 kb, we identified 9,064 SNP locations (1 kb width). We further filtered out 4,604 SNPs that were located within genic regions of 19,268 mRNA genes, having non-overlapped intergenic regions in humans (hg19). After removing these genic SNPs, we identified 4,460 SNP locations to calculate their intergenic lengths and performed gene

ontology (GO) analysis of these SNP-associated genes. The GO analysis was performed as described in the below method section (GO analysis). The intergenic lengths containing these PD SNPs were determined as described above (Defining intergenic length).

**Venn diagram analysis.** In **Fig. 2**, we used all mRNA genes expressed (16,719 genes, FPKM > 0; [Supplementary Data 2](#)) in 3 CNS cell types (glutamatergic neurons, astrocytes, and oligodendrocytes), 3 non-neural tissues (the adult heart, adult intestine, and adult kidney), and ES cells in mice. First, we removed the housekeeping genes (755 genes). The housekeeping genes were defined as the genes highly induced in 4 neural tissues (the postnatal P0 forebrain, adult cortex, adult hippocampus, and embryonic motor neurons) and 4 non-neural tissues (the adult heart, adult intestine, adult kidney, and adult lung) in mice. Then, we select the top 10% of the most highly induced genes ( $\log_2$  tissue/ES cell) out of all the expressed mRNA genes (1,596 out of 15,964 genes) in the 3 CNS cell types, followed by determination of the overlapping genes between the highly induced genes (1,596 genes) in each CNS tissue. The overlapped and un-overlapped genes shown in **Fig. 2** are listed in [Supplementary Data 5](#).

**Gene ontology (GO) analysis.** GO term enrichment analyses in **Fig. 3**, [Supplementary Figs. 3, 8, and 10](#) were performed using the Gene Ontology Enrichment Analysis and Visualization (GOrilla) system<sup>20</sup>. To remove redundant GO terms, we used the Reduce and Visualize Gene Ontology (REViGO) software with 0.7 of the SimRel similarity score based on Resnik's and Lin's similarity measures<sup>21</sup>. The top seven non-redundant GO terms were reported in the figures. In **Fig. 3**, all the annotated protein-coding genes except olfactory receptor genes were used as the background GO dataset (17,331 genes). Olfactory receptor genes were removed from the background GO datasets because several hundreds of highly paralogous olfactory receptor genes have very short gene lengths<sup>18</sup>. In [Supplementary Figs. 3 and 8](#), all annotated genes expressed in at least 1 tissue or cell type, listed in each figure, were used as the background GO dataset. In [Supplementary Fig. 10](#), all the mRNA genes defined with gene orientations were used as the background GO dataset.

For **Fig. 8** and [Supplementary Fig 14](#), GO term enrichment analyses were performed using the PANTHER classification system v.14.0 (geneontology.org)<sup>22</sup> because the GOrilla does not support the GO analyses for some organisms examined in these figures, such as *Gallus gallus*. Default parameters were used for the GO overrepresentation test: GO terms that were enriched above the background with Binomial test. In **Fig. 8** and [Supplementary Fig. 14](#), all the annotated unique genes in each organism were used as the background GO dataset. The GO terms from the GOrilla and PANTHER analyses were similar to each other. A full list of unfiltered GO terms (PANTHER) for **Figs. 3 and 8** were shown in [Supplementary Data 7](#). All GO target genes and background genes for **Figs. 3, 8, Supplementary Figs. 3, 8, 10, and 14** are listed in [Supplementary Data 6](#).

**Identifying ChIP-seq and ATAC-seq peaks.** For the ChIP-seq and ATAC-seq datasets in motor neurons, peak calling was conducted as described previously<sup>1</sup>. Briefly, ChIP-seq peaks (binding events) enriched by

H3K27ac in motor neurons over background were identified using the strand separate peak calling algorithms using the GeneTrack software (“-s 50 -e 1000”)<sup>23,24</sup>. The midpoint of the start and end position of the H3K27ac-enriched peaks was used as a peak coordinate. Genomic regions enriched by accessible DNA (ATAC-seq peaks) were identified using the MACS2 software<sup>25</sup>. For the published ChIP-seq and ATAC-seq datasets from the ENCODE datasets, we used the processed peak calls as H3K27ac-enriched or DNA-accessible regions. Active enhancers were defined as H3K27ac-enriched peaks whose genomic regions are located more than 3 kb from the nearest TSS of known mRNA genes (19,144 of the annotated RefSeq mRNA genes). The number of peak calls from ATAC-seq and ChIP-seq datasets was listed in [Supplementary Data 8](#).

**Distance of closest intergenic enhancers.** To calculate the distance between the closest active enhancers per intergenic DNA in [Supplementary Fig. 5](#), the top 5% of all mRNA genes, highly induced in each tissue and cell type (919 out of 18,383 genes), were used. Although we defined the intergenic length of a gene as the sum of the upstream and downstream DNA distance from the end of a gene to the nearest genes, here we considered intergenic DNA as each upstream and downstream DNA, separately, from the end of a gene to the nearest gene. Thus, we exclude extremely long distances between closest active enhancers due to a long genic DNA between two enhancers. Active enhancers were defined as H3K27ac peaks determined by ChIP-seq. The distance between enhancers was considered when two or more enhancers exist in an intergenic DNA. Less than 1 kb of the distances between enhancers were filtered out because two enhancers within 1 kb were considered as a single enhancer.

**Motif enrichment analysis.** We used the Multiple Em for Motif Elicitation (MEME, version 5.4.1) algorithm for the *de novo* motif discovery<sup>26</sup>. We searched the enriched motifs occurring proximal to accessible DNA regions within 50 bp from the midpoints of the identified ATAC-seq peaks in the mouse P0 forebrain, adult cortex, adult hippocampus, and embryonic stem cell-derived motor neuron ([Supplementary Data 1](#)). The top enriched the *de novo* DNA motifs with the most significant *E*-values, relative to the genomic background in each tissue-specific accessible DNA region, were used in **Fig. 5**. *E*-values in MEME show the significance of the motif based on the Markov background model. For MEME, 6–12 bp width of motifs were searched. The motif sites were expected to be distributed zero or one occurrence per sequence with the 0-order background sequence model. The known DNA motifs matched with the *de novo* DNA motifs were searched against a transcription factor binding DNA motif database (JASPAR CORE 2022, non-redundant vertebrate motifs *in vivo* and *in silico*)<sup>27</sup> using the motif comparison tool Tomtom (version 5.4.1)<sup>28</sup>, which ranks the DNA motifs in the database and generates an alignment for each significant matched DNA motif in the database. For the Tomtom analysis, the motifs were compared using the Pearson correlation coefficient with *E*-value < 1.0e-10. The top-matched motifs with the most significant *P*-value were reported.

For the target motif occurrence analysis, we used the Find Individual Motif Occurrences (FIMO, version 5.4.1)<sup>29</sup>. For the FIMO analysis, we used Minimal MEME Motif Format, which is a plain format containing the DNA motif letters, background letter frequencies, and letter-probability matrix. 100 bp from the midpoints of

the identified ATAC-seq peaks in **Fig. 5** were searched for the occurrence of the target motifs on both DNA strands with the matched  $P$ -value  $< 1.0\text{e-}05$ . To get background genomic regions, we randomly selected 1,436 genomic coordinates throughout the mouse genome (mm10), then extracted genomic DNA sequences within 100 bp from the random genomic coordinates. All Minimal MEME Motif Formats (zip file) for the target DNA motifs identified in **Fig. 5** and [Supplementary Fig. 7](#) are available in [Supplementary Data 11](#).

**Hi-C analysis.** To examine long-range chromatin interactions between intergenic enhancers and TSS of the gene in neural cells and tissues, we used the published Hi-C dataset for mouse cortical neurons (Bonev et al., 2017)<sup>30</sup>. We used mm10 (GRCm38) mouse assembly and gene annotation for the Hi-C analysis. This study (Bonev et al., 2017) reported a total of 18,094 interactions between enhancers and TSSs in cortical neurons. Among them, we selected 16,429 interactions involved with protein-coding genes, then identified 8,238 interactions that are associated with intergenic enhancers. 2,214 out of 8,238 interactions were involved with genes with long intergenic DNA regions ( $>500$  kb, LID genes). We then examined interactions between intergenic enhancers and LID genes in cortical neurons. Most enhancers interact with multiple TSSs, and we found that 1,254 enhancers were involved in 2,214 interactions with TSSs of 818 genes. Neighboring genes of these 818 genes were identified as described above (Neighboring gene analysis). All Hi-C interactions, enhancers, and genes involved in this Hi-C analysis were reported in [Supplementary Data 15](#).

**Neighboring gene analysis.** To calculate the shared intergenic DNA length of neighboring genes, we considered gene orientations and transcription directions of two neighboring genes. We classified all the mouse mRNA genes (mm10; 18,040 genes) into 4 groups based on the orientation of neighboring gene pairs: head-to-head (H-H) genes where the two genes were located on the opposite DNA strands and transcribed divergently; tail-to-head (T-H) genes where the two genes were located on the upper DNA strand and transcribed in the same direction; head-to-tail (H-T) genes where the two genes were located on the lower DNA strand and transcribed in the same direction; and tail-to-tail (T-T) genes where the two genes are located on the opposite DNA strands and transcribed convergently (**Fig. 6**). Then, we define a left gene and a right gene, which are located at lower and higher genomic coordinates of the shared intergenic DNA region, respectively, in each group of gene pairs. A left gene shares an intergenic region with a right gene on the right side of the left gene. All left and right neighboring genes and their shared intergenic lengths are listed in [Supplementary Data 13](#). The heatmap plots for induction levels of neighboring genes ( $\log_2$  FPKM expression in tissue/ES cells) were generated using Java TreeView<sup>16</sup>.

**Significance test.** The comparison of intergenic DNA lengths or the number of peaks of highly induced genes between tissues or cell types is reported as  $P$ -value heatmap plots. The  $P$ -values for the difference in intergenic DNA length or the number of peaks between tissues were calculated based on a Student's  $t$ -distribution under the null hypothesis. We used the null hypothesis because we expect no significant difference between two populations or between certain characteristics of a population. We used a two-sample  $t$ -test with the Excel function “ $t$ -test” with tails=2 (two-tailed distribution) and type=2 (homoscedastic equal

variance). Intergenic lengths (kb) of the top 5% of all mRNA genes, highly induced in each tissue (919 genes) and the *P*-values for their differences (**Figs. 1, 8**) are listed in [Supplementary Data 3](#). The *P*-values for the difference in the number of ATAC-seq peaks and ChIP-seq peaks (**Fig. 4**) between pairwise combinations of tissues or cell types used in the heatmap plots are listed in [Supplementary Data 3](#).

## Supplementary References

- 1 Rhee, H. S. *et al.* Expression of Terminal Effector Genes in Mammalian Neurons Is Maintained by a Dynamic Relay of Transient Enhancers. *Neuron* **92**, 1252-1265, doi:10.1016/j.neuron.2016.11.037 (2016).
- 2 Ran, F. A. *et al.* Genome engineering using the CRISPR-Cas9 system. *Nat Protoc* **8**, 2281-2308, doi:10.1038/nprot.2013.143 (2013).
- 3 Malik, A. N. *et al.* Genome-wide identification and characterization of functional neuronal activity-dependent enhancers. *Nat Neurosci* **17**, 1330-1339, doi:10.1038/nn.3808 (2014).
- 4 Joo, J. Y., Schaukowitz, K., Farbiak, L., Kilaru, G. & Kim, T. K. Stimulus-specific combinatorial functionality of neuronal c-fos enhancers. *Nat Neurosci* **19**, 75-83, doi:10.1038/nn.4170 (2016).
- 5 Shen, Y. *et al.* A map of the cis-regulatory sequences in the mouse genome. *Nature* **488**, 116-120, doi:10.1038/nature11243 (2012).
- 6 Yue, F. *et al.* A comparative encyclopedia of DNA elements in the mouse genome. *Nature* **515**, 355-364, doi:10.1038/nature13992 (2014).
- 7 Djebali, S. *et al.* Landscape of transcription in human cells. *Nature* **489**, 101-108, doi:10.1038/nature11233 (2012).
- 8 Gray, J. M. *et al.* SnapShot-Seq: a method for extracting genome-wide, in vivo mRNA dynamics from a single total RNA sample. *PLoS One* **9**, e89673, doi:10.1371/journal.pone.0089673 (2014).
- 9 Consortium, E. P. An integrated encyclopedia of DNA elements in the human genome. *Nature* **489**, 57-74, doi:10.1038/nature11247 (2012).
- 10 Chen, K. *et al.* RNA-seq characterization of spinal cord injury transcriptome in acute/subacute phases: a resource for understanding the pathology at the systems level. *PLoS One* **8**, e72567, doi:10.1371/journal.pone.0072567 (2013).
- 11 Tasic, B. *et al.* Adult mouse cortical cell taxonomy revealed by single cell transcriptomics. *Nat Neurosci* **19**, 335-346, doi:10.1038/nn.4216 (2016).
- 12 Lopes, D. M., Denk, F. & McMahon, S. B. The Molecular Fingerprint of Dorsal Root and Trigeminal Ganglion Neurons. *Front Mol Neurosci* **10**, 304, doi:10.3389/fnmol.2017.00304 (2017).
- 13 Hockley, J. R. F. *et al.* Single-cell RNAseq reveals seven classes of colonic sensory neuron. *Gut* **68**, 633-644, doi:10.1136/gutjnl-2017-315631 (2019).
- 14 Dobin, A. *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* **29**, 15-21, doi:10.1093/bioinformatics/bts635 (2013).
- 15 Afgan, E. *et al.* The Galaxy platform for accessible, reproducible and collaborative biomedical analyses: 2018 update. *Nucleic Acids Res* **46**, W537-W544, doi:10.1093/nar/gky379 (2018).
- 16 Saldanha, A. J. Java Treeview--extensible visualization of microarray data. *Bioinformatics* **20**, 3246-3248, doi:10.1093/bioinformatics/bth349 (2004).
- 17 Gabel, H. W. *et al.* Disruption of DNA-methylation-dependent long gene repression in Rett syndrome. *Nature* **522**, 89-93, doi:10.1038/nature14319 (2015).

- 18 Magklara, A. & Lomvardas, S. Stochastic gene expression in mammals: lessons from olfaction. *Trends Cell Biol* **23**, 449-456, doi:10.1016/j.tcb.2013.04.005 (2013).
- 19 Pierce, S. E., Tyson, T., Booms, A., Prah, J. & Coetzee, G. A. Parkinson's disease genetic risk in a midbrain neuronal cell line. *Neurobiol Dis* **114**, 53-64, doi:10.1016/j.nbd.2018.02.007 (2018).
- 20 Eden, E., Navon, R., Steinfeld, I., Lipson, D. & Yakhini, Z. GOrilla: a tool for discovery and visualization of enriched GO terms in ranked gene lists. *BMC Bioinformatics* **10**, 48, doi:10.1186/1471-2105-10-48 (2009).
- 21 Supek, F., Bosnjak, M., Skunca, N. & Smuc, T. REVIGO summarizes and visualizes long lists of gene ontology terms. *PLoS One* **6**, e21800, doi:10.1371/journal.pone.0021800 (2011).
- 22 Mi, H., Muruganujan, A., Ebert, D., Huang, X. & Thomas, P. D. PANTHER version 14: more genomes, a new PANTHER GO-slim and improvements in enrichment analysis tools. *Nucleic Acids Res* **47**, D419-D426, doi:10.1093/nar/gky1038 (2019).
- 23 Albert, I., Wachi, S., Jiang, C. & Pugh, B. F. GeneTrack--a genomic data processing and visualization framework. *Bioinformatics* **24**, 1305-1306, doi:10.1093/bioinformatics/btn119 (2008).
- 24 Rhee, H. S. & Pugh, B. F. Comprehensive genome-wide protein-DNA interactions detected at single-nucleotide resolution. *Cell* **147**, 1408-1419, doi:10.1016/j.cell.2011.11.013 (2011).
- 25 Feng, J., Liu, T., Qin, B., Zhang, Y. & Liu, X. S. Identifying ChIP-seq enrichment using MACS. *Nat Protoc* **7**, 1728-1740, doi:10.1038/nprot.2012.101 (2012).
- 26 Bailey, T. L., Johnson, J., Grant, C. E. & Noble, W. S. The MEME Suite. *Nucleic Acids Res* **43**, W39-49, doi:10.1093/nar/gkv416 (2015).
- 27 Stormo, G. D. Modeling the specificity of protein-DNA interactions. *Quant Biol* **1**, 115-130, doi:10.1007/s40484-013-0012-4 (2013).
- 28 Gupta, S., Stamatoyannopoulos, J. A., Bailey, T. L. & Noble, W. S. Quantifying similarity between motifs. *Genome Biol* **8**, R24, doi:10.1186/gb-2007-8-2-r24 (2007).
- 29 Grant, C. E., Bailey, T. L. & Noble, W. S. FIMO: scanning for occurrences of a given motif. *Bioinformatics* **27**, 1017-1018, doi:10.1093/bioinformatics/btr064 (2011).
- 30 Bonev, B. *et al.* Multiscale 3D Genome Rewiring during Mouse Neural Development. *Cell* **171**, 557-572 e524, doi:10.1016/j.cell.2017.09.043 (2017).

# Supplementary material for: Extended intergenic DNA contributes to neuron-specific expression of neighboring genes in the mammalian nervous system
**Source:** Nat Commun. 2022 May 18;13:2733. doi: 10.1038/s41467-022-30192-z
**Supplement:** Supplementary file 21 — Reporting Summary

Last updated by author(s): Mar 20, 2022

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used to collect the data in this study.

Data analysis

The following open-source software packages were used for data analysis. For the next-generation sequencing data analysis, FASTQC (version 0.11.9, <https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>) was run to check the sequencing quality. Adapter sequences were removed using Trim Galore (version 0.4), downloaded from Babraham Bioinformatics Institute ([http://www.bioinformatics.babraham.ac.uk/projects/trim\\_galore/](http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/)). For RNA-seq analysis, the raw trimmed reads were aligned to the mouse reference genome using the STAR aligner (version 2.7), downloaded from GitHub (<https://github.com/alexdobin/STAR>). The gene annotation file (release M25, GRCm38.p6, comprehensive gene annotation file) was downloaded from GENCODE ([www.gencodegenes.org](http://www.gencodegenes.org)). Then, fragments per kilobase of transcript per million reads (FPKM) were generated with the Cufflinks package (version 2.2.1), which was conducted using the Galaxy tools (<https://usegalaxy.org/>). For ATAC-seq or ChIP-seq analysis, the raw trimmed reads were aligned to the mouse genome with Bowtie2 aligner (version 2.4.2) using the Galaxy tools. Binding locations enriched by ChIP-seq H3K27ac were identified with the MACS2 peak caller (version 2.1.1) using Galaxy tools.

For gene ontology (GO) analysis, GO term enrichment analyses were performed using the Gene Ontology Enrichment Analysis and Visualization system (version 2013Mar, <http://cbl-gorilla.cs.technion.ac.il/>) and the PANTHER classification system (version 14.0, <http://geneontology.org/>). To remove redundant GO terms, we used the Reduce and Visualize Gene Ontology software (version 2021Nov, <http://revigo.irb.hr/>). The box plot was generated using KaleidaGraph (version 4.5, Synergy Software, Reading, PA, USA).

For motif enrichment analysis, we used the Multiple Em for Motif Elicitation (MEME, version 5.4.1) algorithm for the de novo motif discovery (<https://meme-suite.org/meme/tools/meme>). We searched the 6–12 bp width of enriched motifs occurring proximal to accessible DNA regions within 50 bp from the midpoints of the identified ATAC-seq peaks. The known DNA motifs matched with the de novo DNA motifs were searched against a transcription factor binding DNA motif database (JASPAR CORE, version 2022, <https://jaspar.genereg.net/>) using the motif

comparison tool Tomtom (version 5.4.1, <https://meme-suite.org/meme/tools/tomtom>). For the target motif occurrence analysis, we used the Find Individual Motif Occurrences (FIMO, version 5.4.1, <https://meme-suite.org/meme/tools/fimo>).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq datasets for cortical neuron experiments have been deposited in the National Center for Biotechnology Information (NCBI) Sequence Read Archive (SRA) under the study number SRP272183. The RNA-seq and ChIP-seq datasets for motor neuron experiments have been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession number GSE154532 and GSE196170.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

RNA-seq primary cortical neurons, DIV6, 1 hr forskolin treated (SRX11668365)  
 ChIP-seq spinal motor neurons - WT H3K27ac rep1 (SRX14046356)  
 ChIP-seq spinal motor neurons - WT H3K27ac rep2 (SRX14046357)  
 ChIP-seq spinal motor neurons - WT CTCF rep1 (SRX14046358)  
 ChIP-seq spinal motor neurons - WT no antibody rep1 (SRX14046355)

Genome browser session  
 (e.g. [UCSC](#))

No genome browser sessions were generated for this study.

## Methodology

### Replicates

For RNA-seq datasets, two independent biological replicates were used for spinal motor neurons, and one replicate was used for primary cortical neurons.

### Sequencing depth

Length of reads, 50 bp, single-end reads for RNA-seq motor neuron and ChIP-seq H3K27ac datasets  
 Length of reads, 150 bp, paired-end reads for RNA-seq cortical neuron and ChIP-seq CTCF, no antibody datasets  
 RNA-seq motor neuron rep1 total reads: 20,215,358  
 RNA-seq motor neuron rep1 uniquely mapped: 16,839,680  
 RNA-seq motor neuron rep2 total reads: 80,040,643  
 RNA-seq motor neuron rep2 uniquely mapped: 66,394,448  
 RNA-seq primary cortical neurons, DIV6, TTX total reads: 29,877,969  
 RNA-seq primary cortical neurons, DIV6, TTX uniquely mapped: 17,249,975  
 RNA-seq primary cortical neurons, DIV6, TTX, 2 hr KCl total reads: 42,960,473  
 RNA-seq primary cortical neurons, DIV6, TTX, 2 hr KCl uniquely mapped: 25,901,630  
 RNA-seq primary cortical neurons, DIV6, non-treated total reads: 45,080,161  
 RNA-seq primary cortical neurons, DIV6, non-treated uniquely mapped: 26,827,652  
 RNA-seq primary cortical neurons, DIV6, 1 hr BDNF total reads: 42,755,161  
 RNA-seq primary cortical neurons, DIV6, 1 hr BDNF uniquely mapped: 28,083,695  
 RNA-seq primary cortical neurons, DIV6, 1 hr forskolin total reads: 34,107,013  
 RNA-seq primary cortical neurons, DIV6, 1 hr forskolin uniquely mapped: 21,991,375  
 ChIP-seq spinal motor neurons - WT H3K27ac rep1 total reads: 14,283,342  
 ChIP-seq spinal motor neurons - WT H3K27ac rep1 uniquely mapped: 12,266,631  
 ChIP-seq spinal motor neurons - WT H3K27ac rep2 total reads: 36,237,534  
 ChIP-seq spinal motor neurons - WT H3K27ac rep2 uniquely mapped: 33,770,719  
 ChIP-seq spinal motor neurons - WT CTCF rep1 total reads: 20,180,276  
 ChIP-seq spinal motor neurons - WT CTCF rep1 uniquely mapped: 6,630,967  
 ChIP-seq spinal motor neurons - WT no antibody rep1 total reads: 19,983,585  
 ChIP-seq spinal motor neurons - WT no antibody rep1 uniquely mapped: 9,864,617

### Antibodies

H3K27ac (abcam, 4729, Lot# 3251519-2) and CTCF (Millipore, 07-729, Lot# 3515588)

### Peak calling parameters

Binding locations enriched by ChIP-seq H3K27ac were identified with the MACS2 peak caller (version 2.1.1) using Galaxy tools. The following parameter setting was used for peak calling: MFOLD range: 5-50, band width: 300, peaks based on: q-value, minimum FDR: 0.05.

### Data quality

FASTQC (version 0.11.9, <https://www.bioinformatics.babraham.ac.uk/projects/fastqc/>) is run to check the sequencing quality.

### Software

FASTQC (version 0.11.9); Trim Galore (version 0.4); STAR aligner (version 2.7); Cufflinks (version 2.2.1); Bowtie2 aligner (version 2.4.2); MACS2 peak caller (version 2.1.1)

How the deposited data were processed for this re-analysis (not part of the article)

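Wild-type ES cell-derived spinal motor neurons were measured by RNA-seq in 2 libraries, replicates 1 and 2 of 1 condition, so no test between conditions was possible. Other RNA-seq and ChIP-seq data of the paper were not analysed here.

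The authors trimmed reads with Trim Galore (version 0.4), aligned them with STAR (version 2.7) to GRCm38.p6 with the GENCODE M25 annotation, and computed FPKM with Cufflinks (version 2.2.1). The deposited values are FPKM for 22243 genes in each library, not pooled, with a lowest value of 0.001 and no scaling between the libraries stated. FPKM are relative to all mapped reads and to transcript length, so a few highly expressed genes can lower the values of the others. Because FPKM are not counts, no count-based test was used. The paper reports 16839680 and 66394448 uniquely mapped reads for replicates 1 and 2. The steps of low FPKM values gave a relative depth of 3.68, and 60.6% of the 530 genes used for it lay within 1% of that ratio or of simple multiples of it. The greater depth of replicate 2 makes its low values more precise.

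Gene symbols were joined to the paper's Supplementary Data 2, 5, 6, 8 and 13, of which long tables were at hand in part, and 1 symbol that is listed for more than 1 gene was summed. Older symbols came from the RefSeq gene table of GRCm38.p6. Of the 1574 genes of Supplementary Data 2, 80.2% had FPKM values. Of the 312 without, 123 have symbols that sort before the first symbol of the deposited tables. Genes without FPKM values were left out. ES cell and tissue FPKM values are the paper's, and they come from other libraries. Positions and alternative intergenic lengths were taken from the GENCODE M21 annotation of GRCm38 (22226 of the 22243 gene identifiers matched), whereas the lengths in Supplementary Data 2 are on mm9.

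Induction was log2((motor neuron FPKM + 0.1)/(ES cell FPKM + 0.1)), after the paper's formula, and absolute expression was log10(FPKM + 0.1) minus its median. The design written before the data were examined describes this median normalization as a division by the median FPKM, so that division before the logarithm was added as an alternative. Gene lists were placed by percentile among 10000 random lists, matched on 10 groups of mean expression where stated, or, with gene length, on 10 groups of gene length and 5 of mean expression, and the threshold was the central 95%. Genes sharing reads were assessed by the percent of 50-base stretches of a gene's longest transcript that occur in the longest transcript of another gene. Other transcripts and the rest of the genome were not searched, so further copies could be missed. Genes named in the text were set before the data were examined: genes the paper names for motor neurons or their enhancers, the 5 genes with the highest induction among those in the top 5% in each library, the 5 EID genes with the highest mean FPKM, and marker genes of cell types and sex. Actb, Actg1, Gapdh, Rpl3, Rpl4, Hprt, Ddx3x and Eif2s3x were chosen after their values were seen. A marker gene and a gene named by the paper were set as well and are not reported here, and the marker gene was taken out of its list after the values were seen.

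The method was tested on simulated data. In 200 simulations over 1190 genes with no relation between induction and length, 6% of the top 5% lists lay outside the central 95% of random lists. When the 104 EID genes were shifted by 1 log2 unit, the mean shift found was 1.00, and the EID genes lay above the upper bound in 100% of simulations, whereas the median length of the top 5% list did so in 30%. In this simulation the latter measure therefore missed most shifts of this size. The simulated fold-changes were drawn at random rather than taken from the data. Only EID genes were shifted, by more than the difference of 0.61 found for them.

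Alternatives to the pseudocount, filter, list size, length cutoff, source of the lengths, normalization and matching were computed, and each replicate was left out in turn. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.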

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

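The marker genes and the test of shared sequence were set before their values were seen, except that a gene was taken out of the interneuron list afterwards. The 3 results here concern marker genes that the paper does not discuss in these libraries, with a median above 1 FPKM in each replicate.

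Genes of motor neuron progenitors (Olig2, Nkx6-1, Hes5 and Sox1) had a median of 7.37 FPKM, and genes of V3 or V2 interneurons (Nkx2-2, Sim1, Gata3 and Gata2) had a median of 2.80 FPKM, whereas motor neuron genes had a median of 69.4 FPKM. In replicates 1 and 2 the interneuron median was 1.12 and 4.56 FPKM, so its size depends on the replicate. The progenitor median was 8.95 and 6.00 FPKM, and that of motor neuron genes was 60.6 and 78.3 FPKM. Nkx6-1 had 65.1 FPKM in replicate 1 and 131 in replicate 2, Olig2 had 13.9 and 4.35, and Gata2 had 1.18 and 7.72. Reads shared with near-identical copies were tested as a source, and 2 of the 8 genes had at least 10% of their 50-base stretches in another gene, whereas that explanation predicts most of them. Cells other than motor neurons in the cultures are a candidate explanation that bulk FPKM values cannot separate from expression in the motor neurons themselves. The design holds 1 condition, and no biological explanation was tested.

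The 8 Hox genes listed had a median of 29.5 FPKM, from 134 FPKM for Hoxa5 and 141 FPKM for Hoxc4 to the lowest value in both libraries for Hoxc9 and Hoxc10. The median was 32.2 FPKM in replicate 1 and 15.6 FPKM in replicate 2. No listed gene lay near 29.5 FPKM, which falls between Hoxc6 at 2.02 FPKM and Hoxb4 at 56.9 FPKM. Hoxa5 differed between the replicates, with 211 and 56.0 FPKM, as did Hoxc6, with 3.66 and 0.372 FPKM, and the 6 Hox genes above the lowest value were all higher in replicate 1. At most 1.47% of the 50-base stretches of any of these genes occur in another gene. Shared sequence among longest transcripts therefore does not account for the replicate difference. No other technical explanation of it and no biological explanation were tested.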

How the results depend on the processing

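Alternatives were set before the data were examined, except the paper's listed motor neuron FPKM, the lengths of all genes from the reference annotation, the division by the median and other numbers of expression groups for the matching, which were chosen after seeing the data. No paired analysis was possible because the libraries are 2 replicates of 1 condition. Where a cause is not named, the cause was not tested.

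Of 159 recomputed values, 25 could not come out otherwise and show no stability. These are the means of single genes with a replicate left out, which always stay within the SD of 2 replicates, the sets without receptor genes, which lost no gene, and rank correlations under another pseudocount. Of the remaining 134, 95 kept their direction and their side of the threshold, or moved by less than the spread between replicates. Of the others, 10 results with a test reversed, 4 were weaker and 2 were stronger, and 23 values without a test moved by more than that spread, among them the difference from the kidney, which changed sign to -7.55 kb without replicate 2. The result for short intergenic genes kept its direction and its side of the threshold under its other alternatives, from 0.195 to 0.377.

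The median length of the top 5% list was 76.9 kb, past the threshold, with lengths from the reference annotation, and 153 kb with the paper's listed FPKM. Its range was 63.8 to 79.5 kb across the fits that each left out 1 replicate. The difference from the heart was 9.32 kb with pseudocount 1 and 15.7 kb with the top 10%, against -2.08 kb. From the intestine it was -9.74 kb, and from the kidney -2.86 kb, with genes of at least 1 FPKM. With pseudocount 1 it was -0.755 kb from the kidney and 0.274 kb from the lung. Leaving out a replicate gave -20.7 to -0.526 kb for the heart, 18.6 to 31.3 kb for the intestine, 3.83 to 13.1 kb for the liver, -7.55 to 2.44 kb for the kidney and -23.3 to -11.5 kb for the lung. The highest-induction bin was weaker, at 70.7 kb, with the median.

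The fold-change of EID genes minus that of other genes was 0.32 with pseudocount 1 and 0.31 over 250 kb, both inside the central 95%, and 0.58 to 0.62 with a replicate left out. The difference does not depend on the matching, so with lists also matched on gene length it had the same range, 0.58 to 0.62, and the EID genes were at percentile 94.5 without replicate 1 and 90.6 without replicate 2. Over 250 kb, where the difference was 0.31, the EID genes fell below the median of the random lists. EID gene absolute expression was -0.0838 to -0.0713 with a replicate left out and -0.105, at percentile 3.92, over the genes of Supplementary Data 2 and 8. It reversed to 0.126 over all genes with lengths from the reference annotation. Co-expression of neighbors over 500 kb changed sign, to 0.0147 for pairs of at least 1 FPKM and 0.0237 over 250 kb. Under 10 kb it fell to 0.0169 for pairs of at least 1 FPKM and was 0.229 to 0.249 with a replicate left out.

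Median log2 levels with pseudocount 1 were 3.42, 1.42, 1.27 and 0.24 for 4, 3, 2 and 1 neural tissues, and with 0.01 they were 0.75 for 3 and -2.42 for 1. Leaving out a replicate gave 3.29 to 3.34 for 4 neural tissues and 0.37 to 0.64 for 2. Receptor genes at the lowest value were 95.6% to 98.4% with a replicate left out and 99.7% under 0.1 FPKM. The share of listed FPKM within 10% was 6.04%, against 0.465% within 1%.

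With 2 replicates, and with replicate 1 read less deeply, low FPKM values are less precise in replicate 1 than in replicate 2. The top 5% list holds 63 genes, and in the simulations described under the processing its median missed most shifts of 1 log2 unit. They do not show that list size is why the list did not stand apart. The list of 62 genes from the paper's listed FPKM was at percentile 100.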

Differences from the paper's values

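The comparisons rest on the part of the paper's gene table at hand, 1262 genes, so a median over all genes of the genome was not computed here. The median intergenic length of the top 5% induced genes in motor neurons was 79.5 kb, whereas the paper's value over all its genes is 142 kb. None of the alternatives set before the data were examined that rank the top 5% closed the gap; they gave 58.4 to 79.5 kb, and with the top 10% the median was 76.1 kb. With the motor neuron FPKM values as the paper lists them, an alternative chosen after seeing the values, it was 153 kb in the same genes. Set against that value of 153 kb from the paper's own list, the 79.5 kb found here also differed. The alternatives set before the data were examined were applied to both, except that leaving out a replicate applies to the libraries alone. The listed FPKM gave 94.6 kb and the libraries 79.5 kb for genes of at least 1 FPKM, which differ by less than 1.5 times, and none of the others closed that gap, with the top 10% at 121 kb against 76.1 kb.

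The log2 fold-change of EID genes minus that of other genes was 0.61, whereas the paper's listed FPKM give 0.80 in the 1250 of these genes that have a listed value. With pseudocount 0.01 it was 0.80, within the replicate spread of that value, but that value was computed with pseudocount 0.1, and with 0.01 the listed FPKM give 1.01. With these alternatives applied in the same way, none set before the data were examined closed the gap, with 0.31 to 0.80 found here against 0.53 to 1.01 from the listed FPKM.

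The 5 genes with the highest induction, chosen by the FPKM values found here, also differed from the values the paper lists for motor neurons. Arhgap36 had 281 FPKM against the paper's 24.6, Add2 had 55.4 against the paper's 9.26, Phc2 had 59.5 against the paper's 0.153, Akap6 had 45.0 against the paper's 20.1 and Asic4 had 47.0 against the paper's 4.39. For each of these genes, neither replicate alone closed the gap. Across the genes compared with the paper's list, the median ratio of the replicate mean to the listed FPKM was 2.09. Higher values were therefore not limited to these 5 genes, and the gap of Akap6 was close to that ratio.

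The paper states that the top induced genes of motor neurons have longer intergenic regions than those of non-neural tissues. In the genes at hand, the difference was -2.08 kb from the heart and -4.77 kb from the lung, and in the direction the paper states it was 31.3 kb from the intestine, 16.3 kb from the liver and 11.0 kb from the kidney. None of the 5 differences stood apart from random relabellings. The paper also states that olfactory and pheromone receptor genes are not detected in other cells. Of 1962 such genes, 1864 were at the lowest value in both motor neuron libraries.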

Other observations

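Tests of the listed FPKM, of genes used in every cell and of counting error were chosen only after the result was seen. The tests of gene length and of shared sequence in the other cases were set before their values were seen.

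The motor neuron FPKM values that the paper lists were compared with those of the deposited libraries. Of 861 genes listed above 0.1 FPKM, 4 were within 1% of the mean of the replicates (0.465%, Wilson 95% interval 0.181 to 1.19%), and 6 and 4 were within 1% of replicates 1 and 2. Spearman's correlation across genes was 0.922 with the mean, and 0.987 between the replicates. The top 5% lists of 63 and 62 genes shared 42 genes. A different scale of the same libraries would leave a nearly constant ratio, but the SD of the log2 ratio of deposited to listed FPKM was 2.81 times the SD between the 2 libraries. Copies among the longest transcripts do not account for this, since the multiple was 2.47 in the 417 genes that share no 50-base stretch. A culture at another stage of neural differentiation is a candidate explanation, since the log2 ratio rose with the forebrain to ES cell ratio that the paper lists, with a Spearman correlation across genes of 0.318, just above the bound of 0.3 set for it. Another processing of the same reads was not tested.

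Several genes used in every cell had low FPKM values in both libraries. Gapdh had 0.657 and 2.94 FPKM, Actg1 had 0.652 and 3.04 FPKM and Rpl3 had 1.12 and 2.85 FPKM in replicates 1 and 2, whereas Actb had 1196 and 971 FPKM. Reads shared with near-identical copies, such as processed pseudogenes, may contribute. Among the 265 genes that the paper lists at 10 FPKM or more, the 8 genes with at least 50% of their 50-base stretches in another gene had a median log2 ratio of deposited to listed FPKM of -2.30, against 0.82 for the others, at percentile 0 of random lists of 8 genes. Shared sequence among longest transcripts does not account for all such genes, since Hprt had 1.68 and 2.00 FPKM and shares no 50-base stretch. The FPKM values of genes with near-identical copies are therefore uncertain.

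Kcna5 and Ptn differed between the replicates by 7.52-fold and 6.18-fold, in opposite directions. Counting error was tested with counts estimated from FPKM, transcript length and the reported reads, and the log2 ratio of the lower of the pair was 20.0 Poisson standard errors. The pair was chosen for its difference, and 7 of the 8 genes at the deleted enhancers were beyond 2 such standard errors, among them Mnx1 at 29.0, so the test does not set the pair apart. The higher of the 2 genes shares 2.81% of its 50-base stretches with another gene, under the bound of 10%. Shared sequence among longest transcripts does not account for the difference. A difference between the cultures was not tested, and no biological explanation was tested.

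The log2 fold-change of motor neurons over ES cells was higher for EID genes than for other genes, and gene length was tested as an explanation. This is a relative difference, since the mean of the EID genes themselves was 0.11, was 0.0029 without replicate 2 and was -0.52 with the motor neuron FPKM that the paper lists. With those listed FPKM the other genes had a mean of -1.32. With median normalization before the fold-change, the EID genes had a mean of 0.59 and the other genes -0.02, a difference of 0.61. The sign and size of the EID mean therefore depend on the scaling, whereas the difference changed little with it. With random lists matched on gene length and expression, the mean of the EID genes was at percentile 94.2, inside the central 95%, and was at percentile 99.7 without the match on gene length. The lists with gene length used 5 groups of expression in place of 10. In comparisons chosen after seeing the data, the percentile was 99.8 with 5 groups of expression and no gene length, and 91.6 with 10 groups of each. The higher fold-change of EID genes cannot be told apart from that of long genes in these data at this threshold.

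Y-linked genes had low FPKM values, although the paper describes the line as derived from a male embryo. Ddx3y had 0.498 and 0.809 FPKM, Eif2s3y had 0.919 and 3.07 FPKM, Uty had 0.183 and 0.545 FPKM, and Kdm5d had 0.001 and 0.0347 FPKM, whereas their X-linked counterparts differed, with 141 and 126 FPKM for Ddx3x but 2.08 and 2.79 FPKM for Eif2s3x, which shares 36.2% of its 50-base stretches with another gene. Xist had 0.0143 and 0.0331 FPKM. Shared sequence was tested, and 0 of the 4 Y-linked genes had at least 10% of their 50-base stretches in another gene. Loss of the Y chromosome in part of the cells was not tested, and no biological explanation was tested.

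Spearman's correlation of FPKM between neighbors in motor neurons was computed across gene pairs of Supplementary Data 13. Across 66 pairs that share more than 500 kb it was -0.0688, within the central 95% of random pairings from -0.236 to 0.248. Across 361 pairs that share less than 10 kb it was 0.245, above the central 95% of random pairings from -0.104 to 0.103. Across the 190 of these pairs in which both genes were at 1 FPKM or more it was 0.0169. With only 66 pairs over 500 kb, a correlation of 0.245 would also have lain within random pairings. The long and short pairs are therefore not told apart. Gene pairs are not independent replicates.

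Among transcription factor families whose sites the paper studies, Onecut1, Onecut2 and Onecut3 had 14.0 ± 0.243, 30.0 ± 5.51 and 18.7 ± 7.23 FPKM (SD, n = 2), Neurod1 had 7.32 ± 1.68, Neurod4 had 7.85 ± 2.98 and Neurod6 was listed at the lowest value in both libraries. Of Onecut1, 54.4% of the 50-base stretches occur in another gene, so its value is uncertain. Rfx4 had 18.4 ± 1.54 FPKM, the highest of the Rfx genes, and Ctcf had 30.6 ± 1.71 FPKM.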
